# Loss of heat shock factor initiates intracellular lipid surveillance by actin destabilization

**DOI:** 10.1016/j.celrep.2022.111493

**Published:** 2022-10-18

**Authors:** Abigail Watterson, Sonja L.B. Arneaud, Naureen Wajahat, Jordan M. Wall, Lexus Tatge, Shaghayegh T. Beheshti, Melina Mihelakis, Nicholas Y. Cheatwood, Jacob McClendon, Atossa Ghorashi, Ishmael Dehghan, Chase D. Corley, Jeffrey G. McDonald, Peter M. Douglas

## Abstract

Cells sense stress and initiate response pathways to maintain lipid and protein homeostasis. However, the interplay between these adaptive mechanisms is unclear. Herein, we demonstrate how imbalances in cytosolic protein homeostasis affect intracellular lipid surveillance. Independent of its ancient thermo-protective properties, the heat shock factor, HSF-1, modulates lipid metabolism and age regulation through the metazoan-specific nuclear hormone receptor, NHR-49. Reduced *hsf-1* expression destabilizes the *Caenorhabditis elegans* enteric actin network, subsequently disrupting Rab GTPase-mediated trafficking and cell-surface residency of nutrient transporters. The ensuing malabsorption limits lipid availability, thereby activating the intracellular lipid surveillance response through vesicular release and nuclear translocation of NHR-49 to both increase nutrient absorption and restore lipid homeostasis. Overall, cooperation between these regulators of cytosolic protein homeostasis and lipid surveillance ensures metabolic health and age progression through actin integrity, endocytic recycling, and lipid sensing.

## In brief

Watterson et al. describe a mechanism through which HSF-1 affects lipid homeostasis. Through its ability to stabilize the enteric actin network, HSF-1 promotes membrane trafficking, cellular absorption, and lipid accumulation. Loss of *hsf-1* activates the intracellular lipid surveillance pathway via NHR-49, thereby linking cytosolic protein homeostasis with lipid metabolism.

## INTRODUCTION

Comprising two of the four major biological macromolecules, proteins and lipids play critical roles across all kingdoms of life. To maintain cellular homeostasis in the face of an ever-changing environment, cells have evolved adaptive mechanisms to sense and respond to protein or lipid imbalances. In the context of lipid homeostasis, cells regulate membrane fluidity through homeoviscous adaptation and intracellular lipid deposition through tight coordination of anabolic and catabolic processes (Greenberg et al., 2011; Sinensky, 1974; Walther and Farese, 2012). Limiting sterol lipid availability such as cholesterol compromises both membrane dynamics and steroidogenesis (Dufourc, 2008; Miller and Bose, 2011). In response, cells promote lipogenesis through the sterol regulatory element binding protein (SREBP) to replenish the respective sterols and restore membrane fluidity (Brown and Goldstein, 1997; Levental et al., 2020). When cellular resources become limited, cells activate lipolysis and β-oxidation to mobilize and metabolize lipid reserves for energy production through nuclear receptors such as Hepatic Nuclear Factor 4 (HNF4) or Peroxisome Proliferator-Activated Receptor (PPAR) (Hayhurst et al., 2001; Reddy and Hashimoto, 2001). With respect to protein homeostasis, cells respond to proteome destabilization by activating organelle-specific signaling cascades to promote protein folding as well as modulate protein translation and degradation (Akerfelt et al., 2010; Shpilka and Haynes, 2018; Walter and Ron, 2011).

While adaptive mechanisms to restore protein or lipid homeostasis are seemingly distinct, their interplay has become increasingly apparent, particularly within the endoplasmic reticulum (ER). In response to imbalances in lipid bilayer composition or widespread protein misfolding within the ER lumen, cells activate the unfolded protein response (UPR) to alter both protein and lipid homeostasis (Covino et al., 2018; Promlek et al., 2011; Volmer et al., 2013). Along with EIF2α-mediated translational repression and enhanced chaperone-mediated protein folding, ER stress activates lipogenesis, alters lipid saturation, and expands organellular surface area for homeostatic restoration (Metcalf et al., 2020). Interplay between lipid and protein homeostasis at the ER appear bidirectional, as ER lipid bilayer stress caused by imbalances in sterol levels can block protein translocation into the ER (Nilsson et al., 2001). Conversely, XBP1-mediated UPR activation by protein misfolding has been reported to regulate hepatic lipogenesis genes (Lee et al., 2008). Although activation of the UPR is indicative of cell stress and has been linked with various disease states (Wang and Kaufman, 2012), its ectopic activation has been reported to prolong lifespan and mitigate progression of neurodegeneration (Scheper and Hoozemans, 2015; Taylor and Dillin, 2013). Coordination between lipid and protein homeostasis pathways plays an important role within the ER, yet their interplay in other subcellular locales is not well defined.

The cytosol offers potential for interactions between these different homeostatic mechanisms. While later stages of *de novo* lipid synthesis predominately occur in the ER (Jacquemyn et al., 2017), early steps of these biosynthetic pathways occur within the cytosol (Tracey et al., 2018). In parallel, most proteins in the cell are translated within the cytosol (Cross et al., 2009), with a subset being co-translationally transported into the ER. To accommodate compartmental differences, protein homeostasis throughout the cytosol is coordinated through distinct quality control mechanisms (Akerfelt et al., 2010). As the most ancestral means of protein homeostasis, cytosolic maintenance of proteome integrity amid thermal destabilization occurs through the transcriptional activation of protein folding enzymes and associated machinery by σ^32^ in bacteria or the heat shock transcription factor, HSF1, in protozoa (Abravaya et al., 1992; Grossman et al., 1984; Taylor et al., 1984). In metazoans, HSF1 serves a similar cytoprotective function but has adopted additional roles in development, metabolism, and age regulation that appear to be largely independent of its ancestral role in thermotolerance (Akerfelt et al., 2010; Baird et al., 2014; Brunquell et al., 2016; Douglas et al., 2015; Hsu et al., 2003; Morley and Morimoto, 2004). Constitutive activation of HSF-1 protects against thermal stress and extends lifespan in *Caenorhabditis elegans* (Baird et al., 2014). Conversely, age-associated reduction in HSF-1 activity disrupts the enteric actin network and compromises intestinal barrier integrity due to accelerated loss of epithelial cell junctions (Egge et al., 2019). In parallel, reducing *hsf1* expression in mammalian models decreases steady-state levels of metabolic enzymes involved in lipogenesis (Cigliano et al., 2017), and increasing reports highlight the involvement of HSF1 in modulating sterol and isoprenoid synthesis via the mevalonate pathway (Kang et al., 2019; Krishnamurthy et al., 2016; Su et al., 2019). Moreover, transcription of genes involved in fatty acid β-oxidation is activated upon reduced *hsf-1* expression in *C. elegans* (Brunquell et al., 2016). In a reciprocal fashion, reducing fatty acid synthesis inhibits basal HSF-1 activity (Kim et al., 2016). While emerging studies have linked this well-established regulator of cytosolic proteome integrity with lipid metabolism, the mechanistic relationship between these homeostatic pathways in the cytosol remains unclear.

As the transcriptional initiator of fatty acid β-oxidation in *C. elegans* (Van Gilst et al., 2005a, 2005b), the nuclear hormone receptor, NHR-49, is a critical regulator of intracellular lipid surveillance (Watterson et al., 2022). In the presence of ample intracellular lipids, NHR-49 is sequestered to endocytic vesicles within the cytosol via geranylgeranylation of the small G protein, RAB-11.1. Upon intracellular lipid depletion, the *de novo* synthesis and subsequent availability of a key lipid sensor, geranylgeranyl pyrophosphate, becomes limited, thereby preventing NHR-49 vesicular sequestration and driving its nuclear translocation. In the nucleus, NHR-49 activates transcription of β-oxidation genes as well as an inducible regulator of endocytic recycling, *rab-11.2*, to increase nutrient intake and restore lipid homeostasis (Watterson et al., 2022). While this lipid-sensing pathway has been linked with conditions of lipid depletion, its ability to affect or be affected by protein quality control pathways has not been described. Through modulating HSF-1 levels in *C. elegans*, we investigated how this regulator of protein folding influences lipid homeostasis in relation to cellular and organismal health. Herein, we describe how mechanisms of protein homeostasis and lipid surveillance are integrated within the cytosol.

## RESULTS

### HSF-1 affects lipid deposition and metabolism in *C. elegans*

The intestine is the major metabolic tissue in *C. elegans* and serves as its primary lipid repository, similar to adipose tissue (Ashrafi et al., 2003). Ultrastructural analysis revealed a dramatic reduction of intestinal lipid droplets in animals treated with *hsf-1* RNAi (Figures 1A, S1A, and S1B). We confirmed that *hsf-1* RNAi reduced neutral triglyceride levels through staining with the lysochrome diazo dye, oil red O (Figures 1B and S1C). Conversely, overexpression of *hsf-1* in all tissues increased lipid accumulation in adult animals (Figures 1B and S1C). Moreover, fluorescence intensity of the medium-chain dehydrogenase lipid droplet marker, DHS-3::GFP, directly correlated with HSF-1 levels (Figures 1C and 1D). While this phenotype has not been reported in unicellular organisms, HSF-1 affects lipid accumulation in *C. elegans*, and emerging studies have shown that modulating HSF1 levels can affect lipid metabolism in mammalian systems (Cigliano et al., 2017; Kang et al., 2019; Krishnamurthy et al., 2016; Su et al., 2019). In the budding yeast, *Saccharomyces cerevisiae*, reduced *hsf1* expression (Breslow et al., 2008) did not affect lipid droplet abundance, as determined by monodansylpentane staining (Figures S1D and S1E). Thus, HSF-1 modulates intracellular lipid levels in *C. elegans*, while preliminary evidence in yeast suggests that this adapted role for HSF-1 may be specific for multicellular organisms.

To understand how HSF-1 affects fat accumulation, we examined its ability to affect transcription of lipid metabolism genes. Utilizing previously reported datasets (Baird et al., 2014; Brunquell et al., 2016), we confirmed numerous genes involved in β-oxidation and lipid mobilization are significantly regulated by *hsf-1* RNAi (Figure 1E; Table S1). However, a majority (68%) of these transcripts were not significantly changed in worms overexpressing *hsf-1*, and only 19% (7/37) were inversely regulated compared with *hsf-1* RNAi (Figure S1F; Table S1). Moreover, chromatin immunoprecipitation sequencing (ChIP-seq) analysis showed no HSF-1 binding to the 5′ promoter elements of select genes differentially expressed upon *hsf-1* RNAi, including the acyl-CoA synthetase, *acs-2*, and the stearoyl-CoA desaturases, *fat-5* and *fat-7*, when compared with heat shock-inducible molecular chaperones, *hsp-70, hsp-16.2*, and *hsp-16.41* (Li et al., 2016) (Figure S1G). These data suggest that the transcriptional changes in lipid metabolism genes observed upon *hsf-1* RNAi are likely due to fluctuations in lipid deposition or availability rather than direct transcriptional regulation by HSF-1.

### HSF-1 modulates β-oxidation through the metazoan-specific NHR-49

To identify the molecule(s) responsible for these transcriptional changes, we examined known regulators of lipid catabolism. Many of the transcripts differentially regulated by *hsf-1* RNAi are mutually regulated by NHR-49, which initiates β-oxidation in response to starvation (Van Gilst et al., 2005a, 2005b). Genome-wide transcriptomics revealed a significant overlap among the transcripts differentially expressed in *nhr-49(nr2041)* loss-of-function mutants and animals treated with *hsf-1* RNAi (Figure 1F; Table S2). In addition to innate immunity (Naim et al., 2021), metabolic processes involving fatty acids and lipids were enriched by Gene Ontology (GO) term analysis of the shared differentially expressed genes in these datasets (Figure 1G). 

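Whole-animal RNA was sequenced from 3 biological replicates each of wild-type animals (strain PMD121) and *nhr-49(nr2041)* mutants (strain PMD122), grown at 20°C on control RNAi bacteria and harvested as late L4 larvae. *nhr-49* encodes a nuclear hormone receptor that controls fatty acid metabolism, and *nr2041* is a partial deletion of the gene. Both strains came from crossing N2 to STE68 and keeping F2 homozygotes, so each genotype is represented by 1 strain. mRNA was purified and read as paired ends of 150 bp. The authors compared expression in CLC Genomics Workbench 9.5, and the deposited values are RPKM, which are reads already divided by gene length and by the library total. The file lists 46739 genes, of which 19579 were above 0 in at least 1 library. For all of these the 6 RPKM values were whole numbers of reads, within 0.01 reads, once a gene length was solved for. The library totals implied in this way were 30183162, 30006006 and 27190567 reads for wild-type animals and 24523159, 26868116 and 29408147 reads for the mutants. The genotypes were compared here with limma on log2(RPKM + 1) for the 13965 genes with at least 1 RPKM in at least 3 libraries, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low RPKM. Named genes were grouped by 41 lists fixed before the deposited data were examined, though the paper's tables had been seen by then. Each list was compared with all other genes by camera with a preset inter-gene correlation of 0.01. On simulated libraries with the same number of replicates, limma recovered 5 of 50 genes changed by 0.5 on the log2 scale, 47 of 50 changed by 1 and all 50 changed by 2. No gene with few reads was among those changed, and all genes had the same dispersion. These shares therefore do not cover genes with few reads or a wide spread. Wild-type replicate 2 and mutant replicate 1 stood apart from the other 4 libraries on the second principal component, which held 22.4% of the variance. The median log2 fold change over all genes tested was 0.10, and -0.04 after quantile normalization, so list medians are given relative to the median of all genes where so stated.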

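The *nhr-49* transcript itself was at 39.4, 40.8 and 37.8 RPKM in the 3 wild-type libraries and at 26.1, 22.1 and 26.1 RPKM in the 3 *nhr-49(nr2041)* libraries. The gene lies on chromosome I of WBcel235 from 9869651 to 9874680, and reads outside the deleted part can remain. Its log2 fold change was -0.65 (SE 0.11, adjusted p = 0.016 from limma), with every mutant library below every wild-type library. This call was lost without wild-type replicate 1, 2 or 3 (adjusted p = 0.093, 0.055 and 0.083 from limma) and without mutant replicate 2 (adjusted p = 0.082). Of 577 genes that changed in the mutants, 463 were higher and 114 were lower. The study called genes at p under 0.05 and an absolute log2 fold change above 0.5 and names FDR correction. With that p read as the adjusted one the count here was 575, and with it read as unadjusted 1279. Genes that published work places under NHR-49 control fell, some of them to almost no reads. Of 9 tested members of that list, 7 fell, 1 rose and 1 did not pass the test (7 lower and 2 higher adjusted over the list alone). The list median was -2.34 relative to all genes (camera adjusted p = 1.78e-15, and adjusted p = 0.039 with an estimated correlation). *acs-2*, an acyl-CoA synthetase that activates fatty acids for β-oxidation (chromosome V, 15567394 to 15569897), fell from 50.2 ± 31.6 RPKM in wild-type animals to 0.215 ± 0.150 RPKM in the mutants (SD, n = 3 per genotype). This is a log2 fold change of -5.24 (SE 0.38, adjusted p = 1.68e-04 from limma). The fatty acid desaturase genes *fat-5*, *fat-6* and *fat-7* fell as well. *fat-7* (chromosome V, 7151353 to 7153146) was at 37.6 ± 10.1 RPKM in wild-type animals, and the 3 mutant libraries together held 1 read (log2 fold change -5.23, adjusted p = 1.10e-05 from limma). *fat-5* (chromosome V, 17725004 to 17726818) fell from 15.1 ± 2.74 to 0.166 ± 0.115 RPKM, a log2 fold change of -3.78 (limma adjusted p = 2.04e-05). *fat-6* (chromosome IV, 11913692 to 11915687) fell from 372 ± 10.7 to 127 ± 5.71 RPKM in the mutants (log2 fold change -1.55). The isocitrate lyase gene *icl-1*, the enoyl-CoA hydratase gene *ech-1.1* and the carnitine palmitoyltransferase gene *cpt-5* had log2 fold changes of -2.10, -2.24 and -4.12. *hacd-1*, a hydroxyacyl-CoA dehydrogenase gene of β-oxidation, rose from 48.9 ± 15.5 to 131 ± 20.7 RPKM (log2 fold change 1.43, adjusted p = 0.010 from limma). *lbp-8*, a lipid-binding protein gene, had a log2 fold change of 0.51 (adjusted p = 0.354). The number of changed genes was 382 without wild-type replicate 3, and the number of lower genes was 63 without wild-type replicate 3 and 63 without mutant replicate 2. Without both libraries that stood apart on the second component, an alternative chosen after seeing the data, 1300 genes changed. The paper set its calls in these mutants beside genes changed by *hsf-1* RNAi in published data, which were not analysed here (Figure 1F; Table S2). From this overlap, the heat shock genes in Figure S1H and an *hsp-16.2* reporter under *nhr-49* RNAi (Figures S1I and S1J), the paper proposes that HSF-1 acts without need of NHR-49 and that loss of *hsf-1* appears to promote NHR-49 activity. It adds an *acs-2* reporter for the second point (Figures 1H and 1I). Later it limits the first to thermal adaptation, with NHR-49 needed for the effects of HSF-1 on fat and lifespan.

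**Figure D1:**
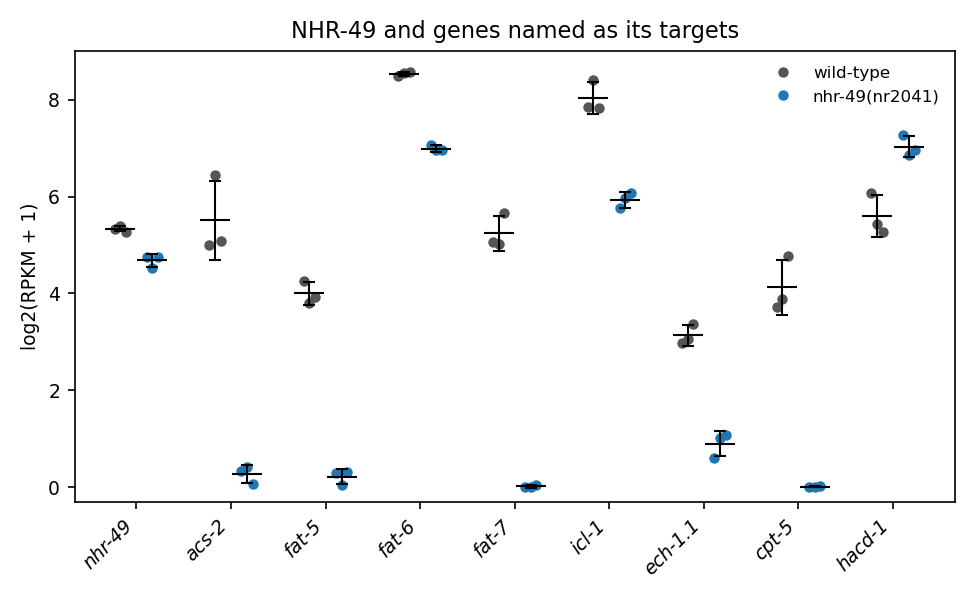
Expression of *nhr-49* and 8 of its listed target genes as log2(RPKM + 1) in each library (points), with the mean and SD of 3 wild-type and 3 mutant libraries. *hacd-1* is higher in the mutants and the other 8 genes are lower.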

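Most of the immune effector genes that changed in *nhr-49(nr2041)* mutants rose, while most of the peroxisomal β-oxidation genes that changed fell, as did 3 fatty acid desaturase genes. Of 18 tested genes on the list of p38/PMK-1-dependent and general immune response genes, 10 rose and 2 fell (13 higher and 2 lower adjusted over the list alone). The list median was 1.08 above that of all genes (camera adjusted p = 3.16e-08, but adjusted p = 0.484 with an estimated correlation). C32H11.1 (*irg-6*) rose from 0.139 ± 0.0111 to 23.9 ± 1.19 RPKM (SD, n = 3 per genotype), a log2 fold change of 4.45 (limma adjusted p = 5.82e-06). F35E12.5 (*irg-5*) rose from 29.8 ± 5.53 to 239 ± 19.0 RPKM and T24B8.5 (*sysm-1*) from 6.29 ± 1.15 to 36.1 ± 7.28 RPKM. The 2 lower members, *dod-24* and *dod-17*, had log2 fold changes of -1.57 and -0.86. Of 111 tested C-type lectins, a family with many pathogen-induced members, 33 rose and 4 fell (43 and 10 adjusted over the list alone). *clec-4* rose from 9.08 ± 1.05 to 103 ± 6.64 RPKM and *clec-52* had a log2 fold change of 4.25 (limma adjusted p = 7.72e-06). Among 46 lysozymes, saposin-like proteins and antimicrobial peptides, 11 rose and 1, *ilys-5* (log2 fold change -0.50), fell (17 and 4 adjusted over the list alone), and the lysozyme *lys-1* went from 502 ± 16.9 to 1186 ± 166 RPKM. Camera gave adjusted p = 9.58e-07 for the lectins and 3.60e-05 for the lysozyme list, and with an estimated correlation adjusted p = 0.294 and adjusted p = 0.764. C32H11.1 and F35E12.5 each lie in a run of neighbouring genes that were higher in the mutants, as do many of the risen lectins. A run on chromosome II holds *clec-62*, *clec-63*, *clec-65* and *clec-66*, and another on IV *clec-67*, *clec-71*, *clec-72*, *clec-76* and *clec-174*. A run on V holds *nlp-28*, *nlp-30* and *nlp-34* of the lysozyme list. Rises of neighbours may not be independent of each other. These lectin and *nlp* genes, apart from *clec-66*, were named after their values were seen.
Of 29 tested genes of peroxisomal β-oxidation and peroxisomes, 6 fell and 1 rose (13 lower and 3 higher adjusted over the list alone). The list median was -0.52 relative to all genes (camera adjusted p = 1.44e-09, but adjusted p = 0.459 with an estimated correlation). *dhs-18*, a short-chain dehydrogenase gene, fell from 31.8 ± 6.15 to 1.09 ± 0.871 RPKM. *daf-22*, the peroxisomal thiolase of ascaroside synthesis, fell from 123 ± 13.9 to 43.4 ± 4.64 RPKM (log2 fold change -1.47, adjusted p = 4.62e-04 from limma). The enoyl-CoA hydratase gene *ech-9* rose from 1.47 ± 0.462 to 21.4 ± 6.64 RPKM. Of 34 tested genes of mitochondrial β-oxidation, 4 rose (*decr-1.1*, *hacd-1*, *cpt-4* and *ech-7*) and 4 fell (*acs-2*, *cpt-5*, *ech-1.1* and B0272.3), or 5 and 6 adjusted over the list alone. The file also holds F53C11.3, the sequence name of the gene now called *decr-1.1*, so which gene its *decr-1.1* row measures is not settled. Among 22 genes of fatty acid synthesis, desaturation and elongation, *fat-5*, *fat-6* and *fat-7* fell and the elongase *elo-2* rose (4 higher and 3 lower adjusted over the list alone). *elo-2* had a log2 fold change of 0.73 (limma adjusted p = 0.0074, and adjusted p = 0.052 without wild-type replicate 3 and 0.050 without mutant replicate 2). Of 24 tested lipase and lipid droplet genes, 4 rose, led by the lipases *lips-6* (2.68 ± 0.770 to 250 ± 73.6 RPKM) and *lipl-1* (7.52 ± 4.74 to 73.2 ± 6.30 RPKM), and 2, *dgat-2* and *lipl-5*, fell (5 and 3 adjusted over the list alone). Of 27 sphingolipid genes, 5 rose, with the largest change in the ceramidase gene F27E5.1 (*asah-2*; log2 fold change 1.50), and 1, *gba-4*, fell (7 and 1 adjusted over the list alone). Camera gave adjusted p = 0.0016 for this list, and adjusted p = 0.459 with an estimated correlation. The limma adjusted p of *gba-4* was 0.047, and between 0.051 and 0.210 under the 8 alternatives set before the data were examined that lost the call, among them leaving out any library but mutant replicate 1. Of the rises, *asah-1*, *asm-2* and *sptl-2* lost the call without wild-type replicate 1 and without mutant replicate 2, and each of these settings left 1 rise on the list; *gba-1*, the other rise, was named after its values were seen. The mitochondrial, synthesis and lipase lists did not pass camera (adjusted p = 0.096, 0.825 and 0.725), and its direction was opposite to the list median relative to all genes for fatty acid synthesis (median 0.10) and for the lipases (median -0.05). The other members outside the fixed rule for named genes (*dod-24*, *dod-17*, *ilys-5*, *cpt-4*, *ech-7*, B0272.3 and *lipl-5*) were chosen after their values were seen and were not followed through the alternatives. Leaving out 1 library at a time, the rises ranged from 9 to 10 for the immune list, 28 to 33 for the lectins, 9 to 13 for the lysozyme list, 1 to 6 for the sphingolipid list and 3 to 5 for mitochondrial β-oxidation, and the lipase list had 3 each time. The falls ranged from 4 to 10 for peroxisomal β-oxidation, 3 to 5 for mitochondrial β-oxidation, 1 to 3 for the lipases, 1 to 2 for the immune list, 0 to 4 for the lectins, 0 to 2 for the lysozyme list and 0 to 1 for the sphingolipid list.
The GO terms of Figure 1G were computed on the shared genes of Table S2, and the fixed lists stand in for them here. A one-sided Fisher's exact test of each list among the Table S2 genes, against all genes tested, passed for 13 of 41 lists. Immune response genes were on Table S2 for 9 of 18 members (0.31 expected, adjusted p = 1.89e-10 by Fisher's exact test) and C-type lectins for 16 of 111 (1.9 expected, adjusted p = 1.29e-09). The same test gave 7 of 34 for mitochondrial β-oxidation (0.58 expected, adjusted p = 1.46e-05), 6 of 29 for peroxisomal β-oxidation (0.50 expected, adjusted p = 6.61e-05), 4 of 22 for fatty acid synthesis (adjusted p = 0.0025) and 4 of 27 for sphingolipid genes (adjusted p = 0.0049). Table S2 was chosen in part on these samples, so membership in it is not independent evidence of a change. It had also been seen when the lists were fixed, so the lists are not independent of it. Among all genes changed at the study's thresholds, Fisher's exact test gave 37 of 111 lectins (4.6 expected, adjusted p = 1.64e-22) and 12 of 18 immune response genes (0.74 expected, adjusted p = 6.44e-12). There the peroxisomal, mitochondrial, sphingolipid and synthesis lists passed too (highest adjusted p = 0.047, for synthesis). These changed genes include 156 of the Table S2 genes. The tests therefore do not settle whether the enrichment is particular to the genes shared with *hsf-1* RNAi. Of the changed lectins, 14 of the 33 rises and 1 of the 4 falls are on Table S2, so most are not shared genes. For mitochondrial β-oxidation, 3 of the 4 rises and 3 of the 4 falls are on it. Over the same libraries, body wall muscle markers had a median of -0.47 relative to all genes (camera adjusted p = 9.58e-07, and adjusted p = 0.487 with an estimated correlation) and hypodermal markers one of 0.20 (camera adjusted p = 0.037, and adjusted p = 0.811 with an estimated correlation). The muscle score was lowest in mutant replicate 1 (7.46 on the log2 scale, against 7.98 and 7.87 in the other mutant libraries and 8.07 to 8.09 in wild-type animals), and the median was -0.22 without that library and -0.19 without it and wild-type replicate 2, a setting chosen after seeing the data (camera adjusted p = 6.43e-04). With 1 library left out the hypodermal median ran from 0.15 to 0.31, and camera passed in 3 of 6 settings. Intestinal markers did not pass camera (median 0.11 relative to all genes, 13 of 15 positive, adjusted p = 0.096). Their score was 6.93, 7.04 and 7.03 in wild-type animals and 7.15, 7.24 and 7.31 in the mutants. Camera passed for them in 1 of 6 settings with 1 library left out, and without mutant replicate 1 and wild-type replicate 2 (adjusted p = 0.0019).

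**Figure D2:**
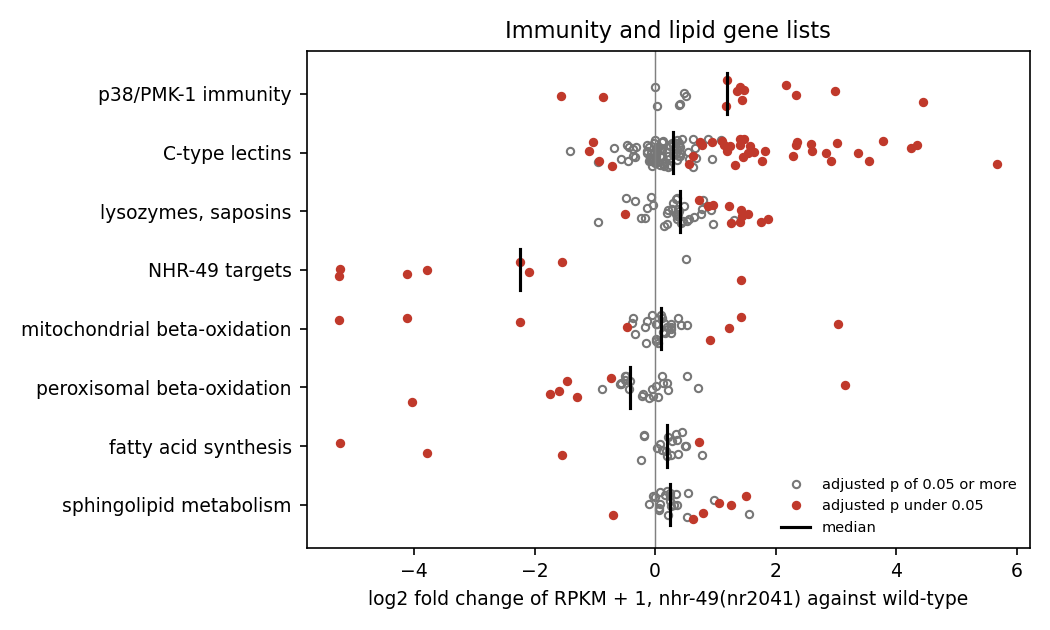
Log2 fold change of each tested member of 8 gene lists, mutant against wild-type, with 3 libraries per genotype. Red points have an adjusted p under 0.05 from limma, open points do not, and the black line is the list median.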

While *hsf-1* RNAi modulated expression of several NHR-49 transcriptional targets, the *nhr-49(nr2041)* mutation did not affect expression of ancestral heat shock targets (Figure S1H). Additionally, activation of the *hsp-16.2p*::*GFP* transcriptional reporter upon heat shock was unchanged by *nhr-49* RNAi (Figures S1I and S1J). These data suggest that HSF-1 functions independently of NHR-49, while loss of *hsf-1* appears to promote NHR-49 activity. 

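No heat shock protein gene passed the test in *nhr-49(nr2041)* mutants under control conditions. Of 22 *hsp* genes above 0 in the file, 19 had enough expression to be tested, and 0 had an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 the count was 1, *hsp-70*, and limma voom on the recovered reads gave 0. *hsp-70*, a heat-inducible cytosolic chaperone gene on chromosome I from 9320325 to 9322519, was at 2.12 ± 1.13 RPKM in wild-type animals and 0.773 ± 0.181 RPKM in the mutants (SD, n = 3 per genotype). Its log2 fold change was -0.76, with a 95% confidence interval from -1.36 to -0.17 (adjusted p = 0.228 from limma). The small heat shock protein gene *hsp-16.2* (chromosome V, 1804334 to 1804957) was at 11.1 ± 4.17 and 16.9 ± 10.1 RPKM, a log2 fold change of 0.40 with an interval from -0.85 to 1.65. Its neighbour *hsp-16.41* (chromosome V, 1805178 to 1805875) was at 10.5 ± 3.18 and 14.6 ± 11.1 RPKM, a log2 fold change of 0.06 with an interval from -1.55 to 1.67. Both intervals include a rise of 1 on the log2 scale, so a rise of that size cannot be excluded for either gene. The abundant chaperone genes were measured more closely. *hsp-1*, the constitutive HSP70 gene, was at 1492 ± 142 and 1267 ± 322 RPKM (log2 fold change -0.27, interval -0.73 to 0.20), and the mitochondrial chaperonin *hsp-60* was at 444 ± 39.5 and 379 ± 69.0 RPKM (log2 fold change -0.24, interval -0.61 to 0.12). The endoplasmic reticulum chaperone *hsp-4* was at 161 ± 22.9 and 200 ± 29.9 RPKM (log2 fold change 0.31, adjusted p = 0.469 from limma). The *hsp* genes as a list did not pass camera (adjusted p = 0.088), but were lower as a set in 2 of 6 settings with 1 library left out (adjusted p from 0.012 to 0.649). Of 16 tested heat-inducible chaperones and co-chaperones, 0 passed limma, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05 (*hsp-70* and *unc-45*), and 0 with voom. That list was lower as a set by camera (median -0.23 relative to all genes, adjusted p = 0.0033), but not with an estimated correlation (adjusted p = 0.541) or after quantile normalization (adjusted p = 0.080), and its median ran from -0.34 to -0.15 with 1 library left out. Without wild-type replicate 2 and mutant replicate 1, an alternative chosen after seeing the data, *hsp-4* alone of the *hsp* genes passed (log2 fold change 0.31, adjusted p = 0.046 from limma). Near-identical copies such as *hsp-16.1* and *hsp-16.11* may share reads.

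**Figure D3:**
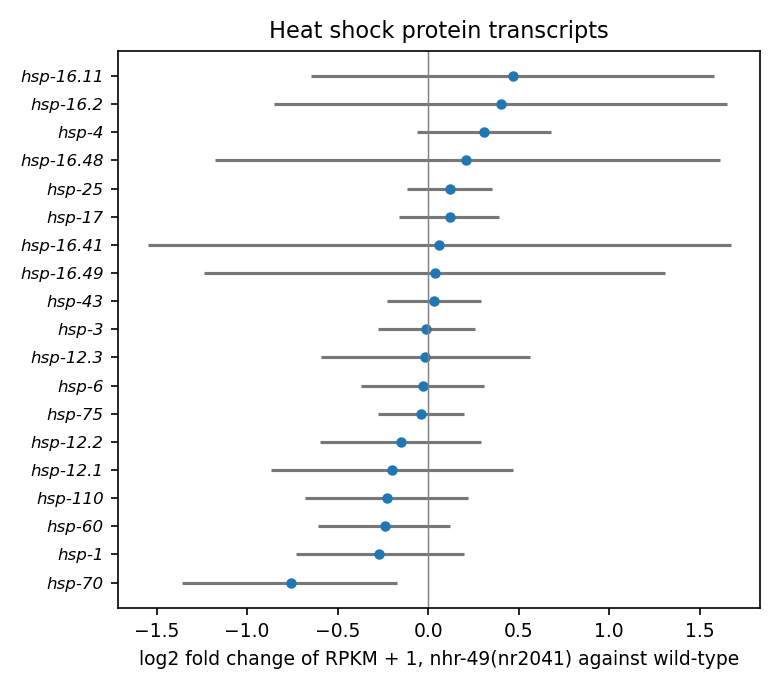
Log2 fold change of the 19 tested *hsp* genes, mutant against wild-type (points), with 95% confidence intervals (bars) from limma on 3 libraries per genotype. The interval of *hsp-70*, from -1.36 to -0.17, does not reach 0.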

In support, *hsf-1* RNAi elevated fluorescence of the established NHR-49 transcriptional reporter, *acs-2p*::GFP (Burkewitz et al., 2015), in an NHR-49-dependent manner (Figures 1H, 1I, S1K, and S1L). Conversely, *acs-2p*::GFP fluorescence was reduced in worms overexpressing *hsf-1* (Figures 1H and 1I). Therefore, levels of HSF-1 affect the transcriptional activity of NHR-49.

### HSF-1 requires NHR-49 for lipid metabolism and age determination but not thermal adaptation

Unlike HSF1 and its primitive ancestor, σ^32^, nuclear hormone receptors first emerged in metazoans, as clear homologs are not present in protists, algae, or fungi (Escriva et al., 1998; Sladek, 2011). Considering their distinct origins, we were intrigued by the potential interplay between these transcriptional regulators. We sought to determine whether HSF-1 may have adapted to the emergence of this new class of nuclear receptor molecules and expanded its physiologic role in multicellular organisms. To understand the relationship between HSF-1 and NHR-49, we investigated whether NHR-49 affects the changes in lipid deposition observed upon modulation of *hsf-1* levels. While lipid deposition is elevated in *nhr-49(nr2041)* mutants during L4 larval stage (Van Gilst et al., 2005a), NHR-49 is required for age-associated maintenance of fat stores in adult animals (Ratnappan et al., 2014). In day 5 adult animals, lipid depletion by *hsf-1* RNAi was lessened in *nhr-49(nr2041)* mutants, as shown by oil red O staining and fluorescence intensity of DHS-3::GFP (Figures 2A–2C and S2A). In animals overexpressing *hsf-1*, we utilized *nhr-49* RNAi due to synthetic sterility in worms overexpressing *hsf-1* in the *nhr-49(nr2041)* mutant background. Consistent with NHR-49 being required for age-associated maintenance of fat stores (Ratnappan et al., 2014), increased lipid accumulation by *hsf-1* overexpression was abrogated upon *nhr-49* RNAi (Figures 2D–2F and S2B). Therefore, modulation of lipid deposition by HSF-1 requires NHR-49.

We next sought to determine whether this evolved role for HSF-1 in lipid metabolism also corresponds with its ability to modulate the aging process. While elevated HSF1 activity in *S. cerevisiae* does not alter replicative lifespan (Harris et al., 2001), *hsf-1* overexpression in *C. elegans* prolongs animal lifespan (Hsu et al., 2003; Morley and Morimoto, 2004). Despite lifespan extension by metabolic perturbations such as dietary restriction, reduced insulin signaling, and reduced mitochondrial respiration (Kenyon, 2010), impaired lipid metabolism in *nhr-49(nr2041)* mutants shortens lifespan (Van Gilst et al., 2005a). Shortened lifespan by *nhr-49* RNAi was comparable with *hsf-1* RNAi, and co-administering both RNAi was not additive, suggesting HSF-1 and NHR-49 act through a similar pathway (Figure S2C; Table S3). Conversely, lifespan extension by *hsf-1* overexpression (Baird et al., 2014) was abolished upon *nhr-49* RNAi (Figure 2G; Table S3), suggesting HSF-1 requires NHR-49 for the metabolic adaptation needed for lifespan extension. Thus, the ability of HSF-1 to initiate a metabolic response through NHR-49 plays an important role in both lipid deposition and age determination.

In unicellular organisms, HSF1 is critical for thermotolerance and maintenance of protein homeostasis (Morimoto et al., 1992). In *C. elegans*, HSF-1 functionality has expanded to include lipid metabolism and age determination through its interplay with NHR-49. Since the evolutionary emergence of NHR-49 occurred after HSF-1, we investigated whether thermal adaptation by HSF-1 functions independently of NHR-49. In accordance, young adult worms on *nhr-49* RNAi showed comparable levels of survival to prolonged heat stress when compared with control conditions (Figure 2H). Moreover, enhanced thermal protection by *hsf-1* overexpression was not affected by *nhr-49* RNAi (Figure 2H). Thus, the ancient role of HSF-1 as a mediator of thermal adaptation remains independent of NHR-49, yet emergent roles of HSF-1 in lipid metabolism and age regulation require this evolutionarily distinct nuclear receptor.

### Loss of HSF-1 activates the intracellular lipid surveillance response

We next sought to elucidate the molecular events underlying the interplay between these two transcriptional regulators. Due to the activation of NHR-49 transcriptional targets upon *hsf-1* RNAi, we hypothesized that loss of *hsf-1* initiates lipid catabolism through NHR-49 to accommodate energetic demand caused by lipid depletion. Thus, we investigated whether loss of *hsf-1* activates the intracellular lipid surveillance response in which lipid depletion promotes NHR-49 nuclear translocation and transcriptional activity (Watterson et al., 2022). NHR-49 serves as an important surveyor of intracellular lipid availability through its cytosolic sequestration to endocytic transport vesicles via the geranylgeranylation of endocytic recycling regulator, RAB-11.1. In conditions of lipid depletion, reduced *de novo* synthesis of the geranylgeranyl pyrophosphate lipid impairs Rab GTPase vesicular binding and promotes NHR-49 nuclear translocation. In the nucleus, NHR-49 activates expression of genes involved in β-oxidation as well as the small G protein, *rab-11.2*, to restore lipid homeostasis through increased nutrient absorption and metabolism. In accordance with transcriptomic data (Figure 1), *hsf-1* RNAi promoted the nuclear accumulation of NHR-49:GFP (Figures 3A and 3B). Moreover, *rab-11.2* was upregulated approximately 100-fold upon *hsf-1* RNAi, while transcription of other Rab GTPases was unchanged (Figure 3C). We confirmed by qPCR that *rab-11.2* but not *rab-11.1* transcripts were elevated upon *hsf-1* RNAi (Figure S3A). Moreover, the *rab-11.2* transcriptional reporter, *rab-11.2p*::YFP, confirmed its NHR-49-dependent activation in the intestinal epithelium by *hsf-1* RNAi (Figures 3D and 3E). Thus, loss of *hsf-1* promotes the nuclear accumulation and transcriptional activity of NHR-49.

The ability for HSF-1 to affect the nucleocytoplasmic distribution and activity of NHR-49 prompted us to examine how loss of *hsf-1* affects Rab GTPase dynamics since the geranylgeranylation status of these small G proteins plays a critical role in the cytosolic sequestration and inactivation of NHR-49 (Watterson et al., 2022). Utilizing GFP-tagged Rab GTPases within the intestine to monitor early (RAB-5), late (RAB-7), and recycling (RAB-10 and RAB-11.1) endosomes, we observed that *hsf-1* RNAi disrupted the association of these GTPases with transport vesicles, as shown by their diffuse cytosolic distribution (Figures 3F and S3B). Analysis of GFP::RAB-11.1 interactions in *hsf-1* RNAi versus control conditions through immunoprecipitation and peptide identification by liquid chromatography-tandem mass spectrometry (LC-MS/MS) demonstrated its reduced association with other annotated endocytic proteins as well as NHR-49 upon *hsf-1* RNAi (Figures 3G and S3C). Consistent with our previous findings that reduced geranylgeranyl synthesis and conjugation to RAB-11.1 prevents NHR-49 association with endocytic vesicles (Watterson et al., 2022), targeted lipidomics detected a significant loss in geranylgeranyl levels as early as day 1 of adulthood in worms treated with *hsf-1* RNAi (Figure 3H). Altogether, these data suggest that loss of *hsf-1* activates NHR-49 through the intracellular lipid surveillance pathway.

### Adaptive response to impaired apical recycling and malabsorption

By coupling β-oxidation with cellular absorption, the intracellular lipid surveillance response enables starving cells to both replenish and metabolize extrinsic resources, in part through *rab-11.2* activation. The Rab11 subfamily of small GTPases controls endocytic recycling of cell-surface proteins, including receptors, channels, and transporters (Welz et al., 2014). In conditions of metabolic demand, cells could increase their intake of extracellular resources by elevating the residency and recycling of nutrient transporters at the apical intestine. In addition to *rab-11.2* upregulation, *hsf-1* RNAi induced transcriptional upregulation of several apical cell-surface proteins, including the caveolin lipid transporter, *cav-2*; the P-glycoprotein efflux transporters, *pgp-1, pgp-5*, and *pgp-8*; and the hydrogen-myo-inositol symporters, *hmit-1.1* and *hmit-1.2* (Figure S4A). While lipid depletion and transcriptional fluctuations upon *hsf-1* RNAi resemble those of starvation conditions reported to activate NHR-49 and increase β-oxidation (Van Gilst et al., 2005b), food availability and intake were unaffected in *hsf-1* RNAi conditions, as indicated by comparable pharyngeal pumping rates and ingestion of fluorescent *Escherichia coli* (Figures S4B–S4D). Since *hsf-1* RNAi diminished Rab GTPase association with endocytic vesicles (Figure 3F), we hypothesized that impaired endocytic trafficking causes lipid depletion through malabsorption. Utilizing a *rab-11.2* null mutant worm strain, *rab-11.2(syb2999)*, we sought to determine whether NHR-49-dependent *rab-11.2* activation helps restore vesicular trafficking and lipid homeostasis in *hsf-1* RNAi conditions.

Examination of the proton-coupled dipeptide transporter, PEPT-1::DsRed, and the P-glycoprotein-related ABC transporter, PGP-3::mCherry, which reside at the apical intestine and facilitate transport across the digestive tract, revealed a dramatic reduction in their apical surface residency upon *hsf-1* RNAi (Figures 4A, 4B, S4E, and S4F). Transcript levels of *pept-1* and *pgp-3* remained unchanged upon *hsf-1* RNAi and therefore did not account for the dramatic losses in steady-state protein levels (Figure S4G). In *rab-11.2(syb2999)* mutant animals, we observed that preventing *rab-11.2* activation further exacerbated defects in the apical localization of PEPT-1::DsRed upon *hsf-1* RNAi (Figures 4A and 4B). These data suggest that increasing endocytic recycling via *rab-11.2* activation helps maintain surface residency and steady-state levels of apical proteins in conditions of impaired vesicular networks.

To examine how loss of apical transporters by *hsf-1* RNAi affects cellular absorption of environmental resources, we monitored the epithelial internalization of fluorescent labeled bovine serum albumin (BSA), TRITC-BSA, and the styryl dye, FM4-64, across the intestinal lumen. In both cases, absorption was reduced in animals treated with *hsf-1* RNAi (Figures 4C, 4D, and S4H). Furthermore, malabsorption upon *hsf-1* RNAi was worsened in *rab-11.2(syb2999)* mutants (Figures 4C, 4D, and S4H). Consistent with these observations, lipid depletion upon *hsf-1* RNAi was also exacerbated in *rab-11.2(syb2999)* mutants, as shown by reduced DHS-3::GFP fluorescence and oil red O staining (Figures 4E–4G, and S4I). Malabsorption and lipid depletion upon *hsf-1* RNAi likely result from a loss of bulk transporters and transport machinery at the apical intestine.

NHR-49-mediated activation of *rab-11.2* transcription appears to be an adaptive mechanism to improve cellular absorption and increase lipid deposition. Since *hsf-1* expression and activity declines with age (Ben-Zvi et al., 2009; Egge et al., 2019), we sought to examine how induction of *rab-11.2* transcription upon *hsf-1* RNAi affects age determination. The average lifespan of *rab-11.2(syb2999)* mutant animals was comparable with wild-type N2 animals (Figure 4H; Table S3), suggesting that basal *rab-11.2* expression under permissive conditions is dispensable for normal aging. However, preventing *rab-11.2* activation via the *rab-11.2(syb2999)* mutation under stressful conditions caused by *hsf-1* RNAi further shortened lifespan (Figure 4H; Table S3). Thus, NHR-49-dependent activation of *rab-11.2* plays an important role in cellular and physiological adaptability to metabolic stress caused by loss of *hsf-1*.

### Enteric actin destabilization and aggregation by loss of *hsf-1* impairs Rab GTPase homeostasis

While our data demonstrate that HSF-1 affects the nucleocytoplasmic dynamics of NHR-49, it remained unclear how loss of *hsf-1* impairs Rab GTPase homeostasis. Previous studies identified an enteric actin isoform, ACT-5, whose hyperphosphorylation by the JUN kinase, KGB-1, upon *hsf-1* RNAi promotes its subcellular redistribution away from the subapical terminal web of the digestive tract (Egge et al., 2019). The actin network is intricately interwoven with cellular metabolism, and links between cytoskeletal dynamics and energy homeostasis are beginning to emerge (Hu et al., 2016). Actin has recently been shown to influence glycolysis (Park et al., 2020), but it remains unclear whether the actin network can affect lipid metabolism. Since Rab GTPases mediate vesicular trafficking along the actin network, we sought to determine whether actin network defects caused by *hsf-1* RNAi might affect Rab GTPase dynamics. Consistent with previous studies (Egge et al., 2019), *hsf-1* RNAi caused atypical ACT-5::mCherry accumulation in the intestines of adult animals (Figure 5A). Biochemical characterization revealed that ACT-5::GFP exhibited increased resistance to protease treatment upon *hsf-1* RNAi (Figures 5B and S5A). This appears to be specific for ACT-5, as *hsf-1* RNAi did not alter proteolysis of the cytoskeletal anchor protein, ERM-1 (Figures 5B and S5B). Ultracentrifugation and filter trap analysis of worm extracts showed elevated ACT-5::GFP in insoluble fractions and increased resistance to SDS upon *hsf-1* RNAi (Figures 5C and S5C). The biochemical properties of this insoluble ACT-5::GFP material, including its resistance to protease digestion and SDS treatment despite the absence of ATP, are not consistent with those reported for filamentous actin (Dancker and Fischer, 1989) and likely represent alternate, non-productive ACT-5 aggregates.

Aberrant assembly of proteins into macromolecular structures can physically sequester and inactivate associated proteins (Olzscha et al., 2011). Thus, we sought to determine whether aberrant ACT-5::GFP aggregates formed upon *hsf-1* RNAi might act in a similar fashion. ACT-5::GFP was immunoprecipitated from soluble and insoluble protein fractions isolated via ultracentrifugation and then analyzed by LC-MS/MS. A destabilization index was assigned to rank ACT-5 interacting proteins based on their shift from soluble to insoluble fractions upon *hsf-1* RNAi. GO term analysis of the top 10% of destabilized proteins identified receptor-mediated endocytosis (GO: 0007264) and small GTPase-mediated signal transduction (GO: 0006898) among the most enriched biological terms (Figure 5D; Table S4). This suggests that ACT-5 aggregation promotes sequestration and inactivation of small G proteins, including Rab GTPases and other endocytic regulators. In support, ACT-5 exhibited decreased binding to both GFP::RAB-11.1 and GFP::RAB-10 in *hsf-1* RNAi conditions, as detected by LC-MS/MS analysis of GFP::RAB-10/11.1 immunoprecipitations (Figure 5E). Thus, in addition to driving intestinal barrier dysfunction (Egge et al., 2019), disruption of the enteric actin network by *hsf-1* RNAi likely impairs endosomal trafficking.

### Disrupting RAB-11.1 interaction with actin is sufficient to activate the intracellular lipid surveillance response

Since actin dynamics are essential for endocytosis and cellular uptake of nutrients (Kaksonen et al., 2003; Mooren et al., 2012), we investigated whether destabilization and aggregation of the enteric actin network by *hsf-1* RNAi disrupts Rab-mediated vesicular transport and cellular absorption. Similar to *hsf-1* RNAi, impairing the enteric actin network via *act-5* RNAi disrupted the subcellular distribution of all GFP::RAB proteins examined and impaired absorption of both TRITC-BSA and FM4-64 into the intestinal epithelia (Figures 6A, S6A, and S6B). Fluorescence of the lipid droplet marker, DHS-3::GFP, was significantly reduced upon *act-5* RNAi, and targeted lipidomics confirmed corresponding geranylgeranyl depletion (Figures S6C–S6E). In accordance, *act-5* RNAi was sufficient to promote NHR-49::GFP nuclear accumulation, activate the *acs-2p*::GFP transcriptional reporter, and induce NHR-49-dependent fluorescence of the *rab-11.2p*::YFP transcriptional reporter (Figures 6B–6D, S6F, and S6G). Therefore, disruption of Rab GTPase dynamics via loss of *hsf-1* and its ability to maintain the integrity of the enteric actin network coincides with the activation of the intracellular lipid surveillance response.

Disruption of the enteric actin network yields pleotropic effects on cellular function, so we utilized a more precise means of disrupting interactions between the actin network and RAB-11.1, the critical determinant of NHR-49 cytosolic sequestration to endocytic vesicles (Watterson et al., 2022). The Rab11 family interacting proteins (Rab11FIPs) directly couple Rab11 to cytoskeletal transport machinery (Baetz and Goldenring, 2013) (Figure 6E), providing an alternate genetic approach to investigate the consequences of impairing ACT-5/RAB-11.1 interactions. While mammals possess five Rab11FIPs, *C. elegans* possesses two homologs, RFIP-1 and RFIP-2, of which RFIP-2 is most closely homologous to the myosin-interacting Rab11FIP2 (Baetz and Goldenring, 2013). We confirmed that reduced expression of *rfip-2* by RNAi disrupted GFP::RAB-11.1 association with vesicles (Figure S6H), which consequently diminished PEPT-1::DsRed levels and impaired absorption of TRITC-BSA and FM4-64 (Figures S6I–S6K). Importantly, *rfip-2* RNAi promoted NHR-49::GFP nuclear accumulation as well as *acs-2* and *rab-11.2* transcriptional activation (Figures 6F–6H, S6L, and S6M). Yet *rfip-2* RNAi did not reduce DHS-3::GFP lipid droplet marker fluorescence (Figures S6N and S6O), suggesting RFIP-2 may help facilitate the RAB-11.1/NHR-49 interaction. To further validate our proposed mechanism of lipid surveillance activation via impaired ACT-5/RAB-11.1 interaction, we tested RNAi for various muscle and non-muscle myosin motors, which tether and transport endocytic vesicles along the actin cytoskeleton. Of those examined, *myo-5* RNAi, and to a lesser extent *myo-1* RNAi, promoted NHR-49::GFP nuclear accumulation and *rab-11.2p*::YFP activation (Figures 6I, S6P, and S6Q). These data demonstrate that genetically impairing transport of Rab11 endocytic vesicles along the actin cytoskeletal network is sufficient to activate the lipid surveillance pathway through NHR-49. While actin misfolding is likely not the only means by which loss of *hsf-1* affects lipid surveillance, the data presented in this study suggest that, through its ability to stabilize the enteric actin network, HSF-1 integrates lipid metabolism, absorption, and aging via the NHR-49-mediated intracellular lipid surveillance pathway.

## DISCUSSION

Ancient regulators of transcription and cellular adaptation have the capacity to expand their functional roles through the evolutionary emergence of new molecules. The ancestral role of HSF1 as a mediator of protein folding and the heat shock response has persisted throughout evolution (Baird et al., 2014). However, we are beginning to appreciate its integration into other essential cellular processes, many of which have never been reported in unicellular systems, including development, lipid metabolism, and age determination (Akerfelt et al., 2010). Our study identified the nuclear hormone receptor, NHR-49, as being required for HSF-1 to affect lipid metabolism and age regulation but not thermotolerance. While HSF1 is present in unicellular organisms, nuclear hormone receptors exist only in multicellular organisms (Escriva et al., 1998; Sladek, 2011). Our findings suggest that the evolutionary emergence of NHR-49 enabled HSF-1 to adopt new physiological roles while still retaining its ancient function in thermal adaptation. This is supported by lipid droplet staining in *S. cerevisiae*, in which reduced *hsf-1* expression did not affect lipid droplet levels. However, a more comprehensive study across several unicellular organisms is needed to solidify the hypothesis that HSF1 has no role in lipid deposition in unicellular organisms.

The roles of HSF-1 and the metazoan-specific NHR-49 converge on Rab GTPase-mediated endosomal trafficking and lipid metabolism, linking cellular absorption with metabolic demand. Loss of *hsf-1* activates NHR-49-mediated transcription of genes involved β-oxidation as well as cellular absorption such as *rab-11.2.* While we demonstrate NHR-49-dependent *rab-11.2* activation, it remains unclear whether *rab-11.2* is a direct transcriptional target of NHR-49. It is likely that other transcriptional regulators are also involved in *rab-11.2* activation, such as NHR-66 or NHR-80 (Pathare et al., 2012). As an established regulator of β-oxidation in *C. elegans* (Van Gilst et al., 2005a, 2005b), the role for NHR-49 in facilitating nutrient absorption through endocytic recycling may begin to explain its requirement for maintaining lipid reserves in adult worms (Ratnappan et al., 2014) (Figure 2). This seemingly opposing function for NHR-49 in lipid breakdown as well as maintenance highlights the growing complexity of its roles in regulating lipid homeostasis. Perhaps NHR-49 incurs versatile functionality through different co-factor interactions. In support, NHR-49 has been shown to regulate different subsets of genes depending on its dimerization with NHR-66 versus NHR-80 (Pathare et al., 2012). With respect to NHR-49 and HSF-1 transcriptional activity, innate immunity was the most enriched biological process by GSEA analysis of shared differentially expressed genes upon *hsf-1* RNAi and *nhr-49(nr2041)* (Figure 1G). The emerging role for NHR-49 in mediating immune response to infection is being characterized (Naim et al., 2021), and further studies will better elucidate how lipid surveillance affects immunity.

We implicate Rab GTPases as the central component in linking HSF-1-mediated stabilization of the enteric actin network with NHR-49 nucleocytoplasmic dynamics and activity. Representing the largest family of small G proteins, Rab GTPases control intracellular vesicular transport (Stenmark, 2009). However, interestingly, *rab-11.2* is selectively activated by the lipid surveillance response. First, this presents an atypical mode of small G protein regulation, which typically occurs through posttranslational means such as nucleotide exchange and co-factor interactions (Stenmark, 2009). Second, this introduces the question as to why cells preferentially activate Rab11. While most Rab GTPases have specialized roles in varying processes of the endo-lysosomal system, there appears to be some promiscuity or moonlighting roles for the different GTPases. Rab11 has historically been ascribed as the master regulator of endocytic recycling, which is important for retaining residency of membrane proteins on the cell surface (Welz et al., 2014). However, several reports have also linked Rab11 function with Golgi-to-plasma membrane transport (Winter et al., 2012); Welz et al., 2014). Thus, if the cell seeks to restore residency of membrane proteins at the apical surface, Rab11 is well suited to perform this task. Third, it remains unclear why cells preferentially induce expression of *rab-11.2* over *rab-11.1.* We hypothesize that this Rab11 system may function in a similar manner to the Heat Shock Protein 70 (HSP70) chaperone system (Krakowiak et al., 2018). Cells possess a cognate enzyme, HSC70, which is abundant and performs protein folding functions in permissive conditions. When HSC70 becomes compromised or limited due to thermal stress or widespread protein misfolding, cells activate the functionally redundant inducible HSP70, which likely acts through mass action to refold the respective substrates (Qian et al., 2006). A previous study supports the possibility that the Rab11 system acts similarly, as preventing *rab-11.2* induction exacerbates all phenotypes observed upon *rab-11.1* RNAi (Watterson et al., 2022). Future studies will elucidate these outstanding questions regarding the transcriptional activation and cellular function of *rab-11.2.*

In a broader context, linking cytosolic protein homeostasis to intracellular lipid surveillance provides potential advantages under times of cellular stress. Should cytosolic protein homeostasis mechanisms fail or decay, as reported with age (Ben-Zvi et al., 2009), protein misfolding throughout the cell might become so widespread that it promotes malabsorption. We propose in this study that loss of *hsf-1* impairs Rab GTPase-mediated trafficking through JUN kinase-mediated hyperphosphorylation of actin (Egge et al., 2019), but the observed actin aggregation may be driven by additional means such as impairments in proteasomal degradation. While we highlight the importance of the enteric actin network, we hypothesize that misfolding of other critical proteins, such as nutrient transporters, endosomal trafficking components, and metabolic enzymes, also has the potential to affect lipid surveillance pathway activity. In this manner, the cell might possess additional sensors whose misfolding-induced loss of function activate the lipid surveillance response. Nonetheless, increasing uptake and metabolism of extrinsic resources enables some means for cells to meet immediate energetic demands as well as elevate geranylgeranyl production to ensure continued resource uptake.

While endocytic recycling plays a critical role in nutrient absorption by maintaining transporters at the apical surface of intestinal epithelia, this molecular mechanism has the potential to extend to other biological paradigms that are affected by membrane protein abundance. This study examines two apical transporters in the intestine, but this HSF-1-mediated mechanism could be applied to a vast array of cell signaling paradigms. Promoting membrane recycling via activation of the intracellular NHR-49-dependent lipid surveillance response could, for example, improve antigen presentation for immune clearance, strengthen synaptic transmission in neurons, or prevent age-associated loss in tissue integrity caused by loss of cell junctions. Alternatively, suppression of lipid surveillance might serve to mitigate the spread of a viral infection by reducing the intake or secretion of viral particles from infected cells. Overall, the findings and questions presented in this study introduce potential avenues for further investigation of how protein folding and actin dynamics affect lipid sensing and metabolism as well as how inducible activation of endocytic recycling could be applied translationally.

### Limitations of the study

Our study was limited by the lack of complete genetic knockouts such as an *hsf-1* null mutation, which prevented us from performing epistasis experiments. Similarly, we were unable to isolate fertile *nhr-49(nr2041); hsf-1* OE animals from genetic crosses due to synthetic sterility. To overcome these limitations, we utilized RNAi combinations, which led to a range of phenotypes. Additionally, the *nhr-49(nr2041)* mutation may be an incomplete loss-of-function mutation, as *nhr-49(nr2041)* and *nhr-49* RNAi did not always yield the same phenotypes. Moreover, quantification of geranylgeranyl levels via targeted lipidomics is not trivial and required specialized equipment, expensive reagents, and specific expertise. This limited the number of experimental conditions and time points in which we could measure geranylgeranyl levels. Furthermore, LC-MS/MS analysis does not distinguish between direct and indirect interactions in the GFP::RAB or GFP::ACT-5 immunoprecipitations. We would have liked to demonstrate direct physical interactions such as RFIP-2 with cytoskeletal machinery or endocytic components but were limited by the lack of available antibodies. Similarly, we lacked the tools to determine the nature of NHR-49 interaction with endocytic components like RAB-11.1 and RFIP-2.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Peter Douglas ().

#### Materials availability

Worm strains generated in this study are available upon request from the lead contact.

#### Data and code availability

- All data generated and analyzed during this study are included in this article and its supplemental information. Transcriptomic data files that support the findings of this study in *C. elegans* have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession GSE199971.
- The paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

#### C. elegans *strains and maintenance*

Worm strains were maintained at 15°C on an OP50 *E. coli* lawn grown on standard NGM plates. For experimental purposes, strains were grown on NGM plates supplemented with HT115 *E. coli* at 20°C unless otherwise noted. Age-synchronization was performed by hypochlorite treatment of gravid animals to obtain eggs. AGP33a (*glmEx8(nhr-49p::nhr-49::gfp* + *myo3p::mCherry); nhr-49(nr2041) I*) worms were obtained from the laboratory of Dr. Arjumand Ghazi (Ratnappan et al., 2014). MZE1 (*unc-119(ed3) III; cbgIs91[pept-1p::pept-1::DsRed* + *unc-119(*+*)]; rrf-3(pk1426) II; pwls69[vha-6p::gfp::rab-11* + *unc-119(*+*)]*) worms were obtained from the laboratory of Dr. Marino Zerial (Winter et al., 2012). ERT137 (*jyIs17[act-5p::mCherry::act-5* + *ttx-3p::rfp] IV; dkIs8[chc-1p::chc-1::gfp]*) worms were obtained from the laboratory of Emily Toemel (Szumowski et al., 2016).

The following strains were obtained from the Caenorhabditis Genetics Center: N2 (ancestral wild-type), CF512 (*rrf-3(b26) II; fem-1(hc17) IV*), AGD710 (*uthIs235[sur5-p::hsf-1* + *myo-2p::tdTomato]*), STE68 (*nhr-49(nr2041) I*), LIU1 (*ldrIs1[dhs-3p::dhs-3::gfp* + *unc-76(*+*)]*), WBM170 (*wbmEx57[acs-2p::gfp* + *rol-6(su1006)]*), RT327 (*pwIs72[vha-6p::gfp::rab-5* + *Cbr-unc-119(*+*)] II*), CL2070 (*dvln70[hsp-16.2p::gfp* + *rol-6(su1006)]*), RT476 (*pwIs170[vha6p::gfp::rab-7* + *Cbr-unc-119(*+*)]*), RT525 (*pwIs206[vha6p::gfp::rab-10* + *Cbr-unc-119(*+*)]*), RT311 (*pwls69[vha-6p::gfp::rab-11.1* + *unc-119(*+*)]*) and OG472 (*drSi2[vha-6p::3xflag::pgp-3/CFTR(wt)::mCherry] II*).

PMD19 (*jyIs13x3[gfp::act-5] II; fer-15(b26) II; fem-1(hc17ts) IV*) (Egge et al., 2019) as well as PHX2999 (*rab-11.2(syb2999) I*), PMD118 (*utsEx14[rab-11.2p::yfp]; nhr-49(nr2041) I*), PMD124 (*utsIs3[rab-11.2p::yfp]*), PMD90 (*fem-1(hc17ts) IV; pwls209[vha-6p::gfp::rab-11.1* + *Cbr-unc-119(*+*)]*), PMD91 (*fem-1(hc17ts) IV; pwls69[vha-6p::gfp::rab-10* + *Cbr-unc-119(*+*)]*), PMD150 (*utsIs4 [glmEx8(nhr-49p::nhr-49::GFP* + *myo3p::mCherry]; nhr-49(nr2041) I*), PMD169 (*cbgIs91[pept-1p::pept-1::DsRed* + *unc-119(+)]; rrf-3(pk1426) II; rab-11.2(syb2999) I*) and PMD170 (*ldrIs1[dhs-3p::dhs-3::gfp + unc-76(*+*)];rab-11.2(syb2999) I*) were described previously (Watterson et al., 2022).

The following strains were produced for this study: PMD17 (*pwls69[vha-6p::gfp::rab-11* + *unc-119(*+*)]; jyIs17[act-5p::mCherry::act-5* + *ttx-3p::rfp] IV*) was made by crossing RT311 to ERT137, PMD121 (*N2; wild-type nhr-49*) and PMD122 (*N2; nhr-49(nr2041) I*) by crossing N2 to STE68, of which both wild-type and *nhr-49(nr2041)* mutant homozygotes from the F2 generation were maintained, PMD142 (*ldrIs1[dhs-3p::dhs-3::gfp* + *unc-76(+)]; nhr-49(nr2041) I*) by crossing LIU1 to STE68, PMD157 (*ldrIs1[dhs-3p::dhs-3::gfp* + *unc-76(*+*)]; uthIs235[sur5-p::hsf-1* + *myo-2p::tdTomato]*) by crossing LIU1 to AGD710, and PMD168 (*wbmEx57[acs-2p::gfp* + *rol-6(su1006)]; uthIs235[sur5-p::hsf-1* + *myo-2p::tdTomato]*) by crossing WBM170 to AGD710. See Table S5 for worm strains associated with figure panels.

#### S. cerevisiae *strains and maintenance*

*S. cerevisiae* strains were maintained on yeast extract peptone dextrose (YEPD) agar plates at 4°C. Growth media was supplemented with 200 μg/μL G418 to select for the *hsf1*-DAmP strain (Breslow et al., 2008). Yeast were cultured overnight at 30°C with vigorous shaking. Liquid cultures were diluted the following morning to OD_600_ ~ 0.4 and allowed to re-enter log phase of growth for at least 4 h prior to growth rate assessment and lipid droplet staining. Note: the strains exhibited comparable growth rates.

### METHOD DETAILS

#### Single worm genotyping

To identify animals carrying the *rab-11.2(syb2999)* or *nhr-49(nr2041)* mutations, individual worms from the F2 generation of genetic crosses were transferred to NGM plates seeded with OP50 and allowed to lay eggs. The F2 adult worms were then frozen in 10 μL of worm genotyping lysis buffer [10 mM Tris-Base (pH 8.2), 50 mM KCl, 2.5 mM MgCl_2_, 0.45% Tween-20, and 60 μg/mL Proteinase K (VWR), added immediately before use] for at least 15 min at −80°C. Worms were lysed for 1 h at 60°C, followed by Proteinase K inactivation for 15 min at 95°C. A standard PCR reaction was performed using primers which bound immediately upstream and downstream of the respective mutation. To identify worms carrying the *rab-11.2(syb2999)* and *nhr-49(nr2041)* mutations, PCR products were loaded onto a 1.0% agarose/TBE gel and electrophoresis was performed at 100 V for 1 h. Mutants were identified according to PCR product size [1,000 bp (*nhr-49* wild-type) vs 100 bp (*nhr-49(nr2041)*) and 986 bp (*rab-11.2* wild-type) vs 230 bp (*rab-11.2(syb2999)*)].

#### RNAi administration

Interfering RNAs were obtained from either the Vidal or Ahringer RNAi libraries. All RNAi experiments were performed using HT115 *E. coli* containing either L4440 empty vector control or various RNAi constructs. Liquid cultures of RNAi were grown in Terrific Broth (TB)for 14 h at 37°C and then induced with 1 mM IPTG for 4 h at 37°C. Cultures were concentrated to 1/10 of their original volume via centrifugation at 3,000 x g for 10 min, seeded onto RNAi plates (60 mm or 100 mm, containing 0.1 mg/mL carbenicillin and 1 mM IPTG, added 24 h prior to seeding), and allowed to dry for 1-2 days at room temperature, protected from light. For *act-5* RNAi experiments, worms were treated with a 5%:95% *act-5*:control RNAi mixture due to developmental defects caused by 100% *act-5* RNAi.

For experimental analyses of transgene fluorescence, transgenic worm strains expressing NHR-49::GFP or the *hsp-16.2p::GFP, acs-2p*::GFP and *rab-11.2p*::YFP transcriptional reporters were cultured on RNAi until day 1 of adulthood. Transgenic worms expressing GFP::RAB constructs were cultured on RNAi until day 2 of adulthood. Transgenic worms expressing PGP-3::mCherry or PEPT-1::DsRed were cultured on RNAi until day 3 or 4 of adulthood, respectively. Transgenic worms expressing DHS-3::GFP were cultured on RNAi until day 2 of adulthood for experiments with *act-5* RNAi, day 3 of adulthood for wild-type versus *rab-11.2(syb2999)* mutant comparisons and experiments with *rfip-2* RNAi, or day 5 of adulthood for all other experiments. Transgenic worms expressing ACT-5::mCherry were cultured on RNAi until day 3 of adulthood. Specific RNAi culture conditions for all other worm strains and experiments are described in the respective methods sections.

#### Ultrastructural analysis and lipid density

Transmission electron microscopy was performed as previously described (Egge et al., 2019). In brief, day 5 adult *C. elegans* were fixed in 2.5% glutaraldehyde, 1% paraformaldehyde in 0.05M sodium cacodylate buffer (pH 7.4) plus 3.0% sucrose overnight at 4°C, rinsed in 0.1M cacodylate buffer, embedded in 3% agarose, and sliced into small blocks (1 mm^3^). Blocks were rinsed (0.1M cacodylate buffer), post-fixed in 1% osmium tetroxide for 2 h at room temperature, rinsed with buffer followed by double distilled water, and *en bloc* stained with 2% aqueous uranyl acetate for 1 h at room temperature. Next, blocks were dehydrated with increasing concentrations of ethanol, transitioned into Spurr’s resin with propylene oxide, infiltrated with Spurr’s resin, and polymerized in a 70°C oven overnight. Blocks were sectioned with a diamond knife (Diatome) on a Leica Ultracut 7 ultramicrotome (Leica Microsystems), transferred to copper grids, and post-stained with 2% aqueous uranyl acetate and lead citrate. Images were acquired on a Tecnai G^2^ spirit transmission electron microscope (Thermo Fisher) equipped with a LaB_6_ source using a voltage of 120 kV. For lipid droplet density threshold analysis, TEM micrographs were inverted and converted to black & white with maximum black saturation using Adobe Photoshop. Relative lipid droplet density was measured from histogram quantification of black threshold (Adobe Photoshop). Ten micrographs were analyzed per condition. Threshold values were normalized to the mean of control RNAi and Prism 9 software (GraphPad) was used for statistical analysis.

#### Yeast monodansylpentane staining

To characterize lipid droplet levels in *S. cerevisiae*, cells were stained at various growth stages with a 1:1000 dilution of AUDODOT visualization dye (Abcepta SM1000a) for 15 min. Cells were then washed with distilled water, concentrated, and spotted directly onto microscope slides for imaging. The remaining cells were transferred to a flat-bottom 96-well plate and fluorescence (405_Ex_/450_Em_) was measured using a CLARIOstar plus fluorimeter (BMG Labtech). Background autofluorescence values determined from unstained yeast cells were subtracted from fluorescence values for each sample. Fluorescence readouts were normalized relative to wild-type control and Prism 9 software was used for statistical analysis.

#### oil red O staining and density quantification

To assess major fat stores, day 5 adult worms were fixed and stained with 60% oil red O Isopropanol solution as previously described (Watterson et al., 2022). In brief, worms were rinsed off plates, washed three times in 1x PBS, and then incubated while rocking in 2x MRWB [3.7% formaldehyde, 160 mM KCl, 40 mM NaCl, 14 mM EDTA, 0.2% β-mercaptoethanol] diluted to 1x in PBS for 1 h at room temperature. Following three washes with 1x PBS, worms were incubated in 60% isopropanol for 15 min and then stained with 60% oil red O for 18 h. Dye was then removed and replaced with 1x PBS + 0.01% Triton-X for 2 min, followed by three washes with 1x PBS. Worms were mounted on a 1% agarose pad for imaging. All experiments were replicated at least three times. For quantification of oil red O staining density, mean brightness from representative regions within the worm midsections was measured using ImageJ (brighter signal = less staining density). Stain brightness was measured from numerous worm micrographs acquired across three independent trials, and relative staining density was calculated by dividing the inverse of the measured values by the mean of the control for each replicate experiment.

#### Absorption assays

Assessment of TRITC-BSA and FM4-64 absorption efficiency was performed as previously described (Watterson et al., 2022). In brief, approximately 100 day 5 (*hsf-1* RNAi), day 3 (*rfip-2* RNAi), or day 1 (*act*-5 RNAi) adult worms were washed three times in M9 buffer and then incubated in 50 μL of 15 mM TRITC-BSA (Thermo Fisher Scientific A23016) or 0.4 mM FM4-64 (Thermo Fisher Scientific T3166) in an Eppendorf Thermomixer C shaker set to 300 rpm for 2 h at 20°C. Worms were then washed three times with M9 buffer and allowed to recover on NGM plates seeded with OP50 for 2 h in the dark. For quantification of endocytosis efficiency, worms were visualized under an Axio Observer inverted microscope (Carl Zeiss Microscopy) at 50x magnification and scored according to absorption efficiency; absorption was considered impaired if less than 50% of TRITC-BSA/FM4-64 was absorbed across the intestinal epithelia. For imaging, worms were rinsed off plates with M9, centrifuged (1,000 x g) for 30 s, and mounted on slides in M9 supplemented with 100 mM levamisole.

#### Ingestion and pharyngeal pumping assays

For pharyngeal pumping rate and fluorescent *E. coli* ingestion analyses, age-synchronized worms were cultured on RNAi until day 1 of adulthood. The number of pharyngeal pumps per min were counted for 10 randomly selected worms per condition for each replicate experiment using a Leica S8AP0 light microscope. Worms were then rinsed off plates with M9 buffer, centrifuged (1,000 x g) for 30 s, and transferred to RNAi plates seeded with a mixture of HT115 *E. coli* expressing RNAi (90%) and HT115 *E. coli* expressing mCherry (10%) and incubated for 2 h in the dark. Immediately following incubation, worms were rinsed off plates, washed three times in M9 buffer, and mCherry fluorescence within the intestinal lumen was measured by large-particle flow cytometry. Alignment of fluorescence profiles by time-of-flight (TOF) were performed automatically by FlowPilot (ver. 2.6.1, Union Biometrica) software.

#### Nuclear NHR-49 quantification

Assessment of nuclear NHR-49::GFP was performed as previously described (Watterson et al., 2022). Age-synchronized worms on HT115 *E. coli* expressing RNAi were visualized under an Axio Observer inverted microscope (Carl Zeiss Microscopy) at 100x magnification. Observers were blinded to sample condition by randomly assigning letters to the plates prior to visualization. The number of fluorescent intestinal nuclei were counted for each individual worm (at least 15 worms per condition for each biological replicate); NHR-49::GFP was considered nuclear if the fluorescence intensity in the nucleus exceeded that of the cytosolic signal proximal to the nucleus by at least 2-fold. Percentage was calculated by dividing the respective number of NHR-49::GFP-positive nuclei by 20 (total number of *C. elegans* intestinal cells). Percentage distributions for each condition were analyzed using Prism 9.

#### Microscopy

For fluorescence micrographs of transcriptional reporter worm strains, six randomly selected worms were aligned on NGM/Carb plates in a drop of M9 supplemented with 100 mM levamisole. Imaging was performed on a Zeiss Axio Observer inverted microscope using a Zeiss 20x Plan-Apochromat air immersion objective (0.8 NA, 0.55 mm WD) set to 80x magnification. Images were acquired using transmitted light and standard filter settings for excitation and emission of fluorescence probes and recorded on a CCD camera (Zeiss AxioCam MRm). Zeiss ZEN software was used to control acquisition. Exposure settings and additional processing parameters remained consistent among samples in each experiment. oil red O staining was observed using a Zeiss Axio Observer Z1 inverted microscope with an MRC-Color camera. Zeiss ZEN software was used to control acquisition. Confocal micrographs were acquired using a Leica SP8 confocal microscope (Leica, Buffalo Grove, IL) and Leica Application Suite X (LAS X) software. For *S. cerevisiae*, 1 μL of cultures were mounted on slides and imaged at 63x with oil immersion. For *C. elegans*, live worms were mounted in M9 supplemented with 100 mM levamisole and imaged at 40x or 63x with oil immersion. All images were acquired in xyz acquisition mode with line averaging. Lasers 405, 488 or 552 were used to excite fluorophores using hybrid detectors (HyD). Laser power, range, and gain were adjusted according to strain/experiment but remained consistent between replicates.

#### Large-particle flow cytometry

Age-synchronized worms were analyzed by flow cytometry through use of a COPAS FP-250 flow cytometer (Union Biometrica, Holliston, MA). Samples were acquired from a 96-well plate by an LP Sampler (Union Biometrica). Sample solution was comprised of M9 while flow sheath solution contained a proprietary recipe, COPAS GP Sheath Reagent (PN: 300-5070-100, Union Biometrica). Flow data was collected and processed using the FlowPilot software. Further data processing was performed in Excel (Microsoft) and statistical analysis in Prism 9. Extinction was detected using the 488 nm laser line with a 1.3 ND filter and gain of 1.0. DsRed and mCherry fluorophores were excited using a 561 nm laser; YFP and GFP were excited using a 488 nm laser. Gains for fluorescence detection were set to 2.0, and PMT voltage adjusted within the linear range of the instrument was consistent for each experiment (500 for YFP, mCherry, DsRed and 450 for GFP). For all analyses, fluorescence values represented the integral of signal intensity across the whole worm. Fluorescence values were normalized according to TOF to account for variation in worm size across RNAi conditions. For relative fluorescence of individual worm populations, fluorescence values were standardized relative to control. See Figure S7 for representative gating strategies.

#### Lifespan analysis

Lifespan experiments were conducted at 20°C as previously described (Egge et al., 2019). Lifespans were performed on worms fed OP50 *E. coli* or HT115 RNAi using the pre-fertile period of adulthood as day 0. Worms were transferred to fresh play every second day until day 12. Bagged, desiccated, or missing animals were censored from analysis. Prism 9 software was used for statistical analysis and significance was determined using the log-rank (Mantel-Cox) method.

#### Heat shock and thermotolerance assays

For analysis of *hsp-16.2p*::GFP transcriptional reporter activation by heat shock, day 1 adult worms grown at 20°C on HT115 *E. coli* containing RNAi were incubated at 33°C for 40 min, and then allowed to recover on OP50 *E. coli* for 4 h prior to imaging and analysis by large-particle flow cytometry. For analysis of thermotolerance, age-synchronized day 1 adult worms grown at 20°C on HT115 *E. coli* containing RNAi were placed at 34°C for 12 h as previously described (Baird et al., 2014). Following heat shock, worms were scored for viability. At least 80 worms were used per genotype and experiments were repeated at least three times. Prism 9 was used for statistical analysis.

#### Targeted lipidomics

Geranylgeranyl abundance was measured from lysates of day 1 adult CF512 worms cultured at 25°C as previously described (Watterson et al., 2022). In brief, a modified Bligh-Dyer extraction using equal parts H_2_O, methanol, and dichloromethane (DCM) was used to lyse cells and solubilize lipids from thawed worm pellets. The organic phase (containing lipids) was dried under nitrogen and samples were hydrolyzed with 0.5 M KOH to eliminate the abundant glycerolipids and glycerophospholipids. The organic layer was centrifuged, and the supernatant was transferred to a new glass insert and dried under nitrogen. Samples were resuspended in 450 μL 90% methanol, and 45 μL of each sample was injected into a Shimadzu LC-20XR HPLC and analysed on an SCIEX API 5000 mass spectrometer in positive electrospray mode. A 12 min liquid chromatography method was used with a binary gradient in which mobile phase A contained 90% methanol with 5 mM NH4OAc and phase B contained 100% methanol with 5 mM NH4OAc. Geranylgeranyl abundance was resolved using a Phenomenex Kinetex C18 column (100 × 3.0 mm, 1.7 μm particle size) held at 40°C. Total peak area reflecting the amount of geranylgeranyl in each sample was derived using Analyst Software (ver. 1.7, SCIEX).

#### RNA extraction and qPCR analysis

For quantitative PCR (qPCR), day 1 adult N2 worms cultured on HT115 *E. coli* containing RNAi were harvested in TRIzol (Thermo Fisher Scientific), flash frozen in liquid nitrogen, and stored at −80°C. RNA extraction and qPCR analysis were performed as previously described (Egge et al., 2021). In brief, frozen worm pellets were freeze-thawed three times, followed by a chloroform/isopropanol process for RNA extraction. RNA pellets were washed twice with ethanol and resuspended in 20 μL ddH_2_O. RNA quantification was performed using the DeNovix spectrometer (DS-11 FX+); 260/280 and 260/230 ratios were used to assess RNA quality. cDNA synthesis was conducted using the QuantiTect Reverse Transcription kit (Qiagen) according to manufacturer instructions. qPCR was performed with the iTaq^™^ Universal SYBR^®^ Green Supermix kit (Bio-Rad) and reactions were run using the CFX384 Real Time System (Bio-Rad). Primer sequences were designed to target genes of interest. For each gene, 3 independent biological repeats and 3 technical repeats were included in the analysis. Fidelity of PCR reactions was examined by melting curve analysis. The ΔC_t_ method was used to calculate the relative transcriptional abundance of the target genes and the two housekeeping genes, alpha tubulin (*tba-1*) and a putative iron-sulfur cluster assembly enzyme (*Y45F10D.4*). The geometric mean of the housekeeping genes was used to normalize target gene expression. ΔΔC_t_ represents the relative target gene abundance compared to control RNAi.

#### Illumina RNA sequencing

Three biological replicates of age-synchronized wild-type *nhr-49* (PMD121) and *nhr-49(nr2041)* (PMD122) worms cultured on control RNAi until late L4 larval stage were harvested in TRIzol (Thermo Fisher Scientific) and rapidly flash frozen in liquid nitrogen. RNA was purified by chloroform/phenol extraction followed by isopropanol precipitation and two washes with 75% ethanol before resuspension in 50 μL molecular biology grade water. Quality control, mRNA purification, and paired end 150 bp Illumina sequencing was performed by Novogene (Sacramento, CA) as previously described (Egge et al., 2019, 2021). Statistical analysis was performed using CLC Genomics Workbench software (version 9.5, Qiagen Bioinformatics, Aarhus, Denmark). Gene expression data were compared by Baggerly’s test with False Discovery Rate (FDR) correction. Genes were considered significantly regulated in *nhr-49(nr2041)* mutants when log_2_ fold change > ± 0.5 and *p*-value < 0.05.

#### Gene set comparison and enrichment analyses

RNA sequencing analysis of wild-type and *nhr-49(nr2041)* worms was performed for this study. RNA sequencing analysis of gene expression upon heat shock (33°C for 30 min) and/or *hsf-1* RNAi was previously performed (Brunquell et al., 2016) and downloaded from the NCBI BioProject repository (Accession PRJNA311958). Microarray datasets for wild-type and full length (FL) *hsf-1* overexpression were previously described (Baird et al., 2014). All analyses were performed in late larval stage L4 animals. CLC Genomics Workbench software was used to analyze statistical significance; gene expression data were compared by Baggerly’s test with False Discovery Rate (FDR) correction. Genes were considered significantly regulated when log_2_ fold change > ± 0.5 and *p*-value < 0.05 relative to the respective controls. The significantly regulated genes upon *hsf-1* RNAi and the *nhr-49(nr2041)* mutation were compared using the Gene List Venn Diagram resource from Source Forge. The DAVID Bioinformatics Resources 6.8 (Huang et al., 2009a; 2009b) was used for gene ontology (GO) term analysis of the shared significantly regulated genes, listed in Table S2. For analysis of fatty acid and lipid metabolism gene regulation upon *hsf-1* RNAi or *hsf-1* overexpression, all annotated genes involved in fatty acid and lipid metabolism or mobilization were identified using the GO Biological Function search tool in CLC software. Those differentially regulated upon *hsf-1* RNAi (*p*-value < 0.05) were cross-compared to the *hsf-1* overexpression microarray dataset. Relative expression values and associated statistics for these genes are represented in Table S1. Heat shock protein (*hsp*) expression upon heat shock (Brunquell et al., 2016) or the *nhr-49(nr2041)* mutation were compared relative to the respective controls. Heatmap generation and statistical analysis were performed using Prism 9 software.

#### ChIP-seq dataset analysis

Chromatin immunoprecipitation sequencing (ChIP-seq) for HSF-1 was performed in late L4 larvae treated with or without heat shock (33°C for 30 min) as previously described (Li et al., 2016). Datasets were obtained from GeoDatasets (GSE81521) and analyzed with CLC Genomics Workbench software to identify HSF-1 binding peaks across the *C. elegans* genome. Images were acquired for HSF-1 binding peaks in the 5′ untranslated regions (UTR) of genes of interest.

#### Proteomics sample preparation and LC-MS/MS

Age-synchronized transgenic worms were cultured on RNAi (NGM/carb/IPTG) plates supplemented with control or *hsf-1* RNAi. Animals were allowed to develop until late larval stage L4 (GFP::RAB-10 and GFP::RAB-11.1) or day 3 of adulthood (ACT-5::GFP). Worms were then rinsed off plates with M9 buffer, centrifuged (1,000 x g) for 30 s, and washed twice with M9 buffer before being transferred to 1.5 mL Eppendorf tubes and then rapidly flash frozen in liquid nitrogen. Worm extracts were generated by glass bead disruption in non-denaturing lysis buffer [50 mM Hepes pH 7.4, 150 mM NaCl, 1mM EDTA, 1% Triton X-100, EDTA-free mini-protease inhibitor cocktail (Roche)]. Crude lysates were subject to centrifugation at 8,000 x g at 4°C for 5 min. For ACT-5::GFP sample preparation, lysates were subject to ultracentrifugation at 150,000 x g at 4°C for 30 min to isolate the soluble (supernatant) and insoluble (pellet) protein fractions. For immunoprecipitations, samples were transferred to 1.5 mL Eppendorf tubes and supplemented with 5 μL (2 μg) of mouse anti-GFP monoclonal antibody (Roche 11814460001) and incubated for 1 h. Next, 100 μL of Protein G magnetic beads (Bio-Rad 1614023) were added and the lysate-antibody mixture was rotated 360 degrees for 1 h at 4°C. Following incubation, the G-protein beads were magnetically precipitated and gently washed three times with 1 mL of non-denaturing lysis buffer before being resuspended in 30 mM TEAB (Triethylammonium bicarbonate) buffer containing 4% SDS.

To prepare samples for LC-MS/MS analysis, disulfide bonds were reduced with 20 mM DTT, followed by alkylation with 40 mM IAA (Iodoacetamide) and acidification by phosphoric acid. Samples were diluted in binding buffer (1 to 9 volume of TEAB to methanol) and loaded on S-Trap^™^ micro columns (Protifi). Proteins were digested with a ratio of 1/25 trypsin (Pierce) overnight at 37°C and eluted peptides were dried out in a speedvac and reconstituted in 2% ACN (Acetonitrile) and 0.1% TFA (Trifluoroacetic acid). Peptides were separated using an UltiMate 3000 RSLC nano LC system (Thermo Fisher Scientific) equipped with an EASY-Spray^™^ 150 mm column with 75 μM inner diameter (Thermo Fisher Scientific ES800A) heated to 55°C. Gradient elution was performed from 2% acetonitrile to 30% acetonitrile in 0.1% formic acid over 90 min. Q-Exactive HF mass spectrometer was set to acquire data in a data-dependent top 20 method with the full-MS scans acquired at 120 K resolution and MS/MS scans acquired at 15 K resolution (at *m/z* 200). Normalized collision energy was 28 and the minimum AGC trigger was 2e^2^ ions (intensity threshold 1e^3^). The peptide match algorithm was set to preferred and charge exclusion was applied to exclude unassigned peptides. Charge and dynamic exclusion were applied with a duration of 20 s.

Proteomics searches were performed using the *C. elegans* reference database from UniProt using Proteome Discoverer 2.4. Peptides with a minimum of six amino acid residues with trypsin/P specificity were identified. Protein N-terminal acetylation and carbamidomethyl of cysteine were used as fixed modifications and methionine oxidation was used as a variable modification. Spectral indexes for interacting proteins were analyzed as described below.

#### Rab GTPase protein interaction analysis

For analyses of GFP::RAB-10 and GFP::RAB-11.1 co-immunoprecipitation analysis by LC-MS/MS, RAB-10 and RAB-11.1 levels were normalized by spectral index for control and *hsf-1* RNAi conditions, and interacting protein abundance was adjusted accordingly. The mean spectral index of the two biological replicates was used to calculate relative binding (*hsf-1* RNAi/control RNAi) for each interacting protein. Proteins were considered enriched if peptide spectral match (PSM) ≥ 2. DAVID Bioinformatics Resources 6.8 (Huang et al., 2009a; 2009b) was used for KEGG pathway analysis of proteins enriched in GFP::RAB-11.1 co-immunoprecipitations. Relative binding to endocytosis-related (cel04144) proteins was compared for control and *hsf-1* RNAi conditions. Statistical analysis was performed using Prism 9. See Table S6 for peptide enrichment in GFP::RAB-10 and GFP::RAB-11.1 co-immunoprecipitations.

#### Solubility ratio and destabilization indexing

For ACT-5::GFP co-immunoprecipitation analysis, a solubility ratio for each ACT-5 interacting protein was calculated for both control and *hsf-1* RNAi conditions by ratioing the spectral index in the soluble fraction over the total spectral index from both fractions. Destabilization index values were determined for each ACT-5::GFP interacting protein by subtracting the solubility ratio in *hsf-1* RNAi conditions from that of control RNAi conditions. Destabilization index values ranged from −1 to 1, with 1 representing a complete shift from the soluble fraction in control RNAi conditions to the insoluble fraction in *hsf-1* RNAi conditions. DAVID Bioinformatics Resources 6.8 (Huang et al., 2009a; 2009b) was used for GO term analysis of the ACT-5 interacting proteins with the highest destabilization indexes (top 10%). See Table S4 for list of proteins with the top 10% highest scores. See Table S7 for solubility ratios and destabilization index analysis of all ACT-5::GFP interacting proteins.

#### Sample preparation for western blotting

All western blots were performed on day 3 adult worms cultivated on nematode growth media (NGM) agarose plates supplemented with HT115 *E. coli* at 20°C. Animals were rinsed off plates with liquid M9 buffer, centrifuged at 1,000 x g for 30 s in a room temperature clinical centrifuge, and washed twice with M9 before being transferred to 1.5 mL Eppendorf tubes and rapidly flash frozen in liquid nitrogen. Frozen worm pellets were thawed on ice and worm extracts were generated by glass/zirconia bead disruption in non-denaturing lysis buffer [50 mM Hepes pH 7.4, 150 mM NaCl, 1mM EDTA, 1% Triton, EDTA-free mini-protease inhibitor cocktail (Roche)]. All worm extracts were subject to centrifugation at 8,000 x g at 4°C for 5 min prior to protein determination with a BCA protein quantification kit (Thermo Scientific). For ACT-5::GFP solubility analysis, samples were subject to ultracentrifugation at 150,000 x g at 4°C for 30 min to isolate the soluble (supernatant) and insoluble (pellet) protein fractions. For limited proteolysis analysis of ACT-5::GFP, equal volumes (40 μL) of the pre-cleared lysates were aliquoted into six 1.5 mL Eppendorf tubes and treated with 1.5 μL of 1x non-denaturing lysis buffer containing various concentrations of trypsin [0.0, 0.1, 0.5, 1.0, and 2.5 mg/mL] for 20 min on ice. Samples were then supplemented with 2x Laemmli sample buffer and boiled at 90°C for 10 min.

#### Filter trap analysis and western blotting

Filter trap and Western blot analyses were performed from the same lysates, split equally into separate 1.5 mL Eppendorf tubes. For filter trap analysis, 5% SDS was added to samples for a final concentration of 0.5% SDS. The Bio-Dot SF slot blot apparatus (Bio-Rad 1706542) was assembled with a 0.45-μm pore size cellulose acetate membrane (Sterlitech CA0453001) atop pre-soaked Whatman paper filters, vacuumed to tighten, and equilibrated for 1 h with 100 μL of equilibration buffer [1x lysis buffer with 0.5% SDS] per well. Samples were vortexed, loaded onto equilibrated wells, and allowed to flow through by gravity. Once dry, wells were washed with 100 μL of 0.1% SDS lysis buffer and allowed to dry prior to slot blot apparatus disassembly. Membranes were stained as described below. For Western blot analysis, lysates were supplemented with 2x Laemmli sample buffer and boiled at 90°C for 10 min. Samples were resolved by SDS-PAGE, transferred to 0.22-μm nitrocellulose membranes, and subject to Western blot analysis (Egge et al., 2019). Electrophoresis with 10% SDS-PAGE gels was performed at a constant 80 V until the 37 kDa protein standard of the prestained protein ladder (EZ-RUN, Thermo-Fisher) reached the bottom of the gels.

All antibodies were prepared in 5% BSA/PBST. Rabbit anti-α-Tubulin (Abcam ab4074) and secondary goat anti-rabbit (LiCor 926-32211) antibodies were used at 1:10,000. Mouse anti-GFP (Roche 1814460001 at 0.4 mg/mL) and secondary goat anti-mouse (LiCor 926-68070) antibodies were used at 1:5,000. The rabbit monoclonal anti-ERM-1 (Developmental Studies Hybridoma Bank ERM1) antibody was used at a 1:1000 dilution. Western and slot blots were imaged and quantified using Image Studio software (LI-COR Biosciences, Lincoln, NE). For limited proteolysis analysis, ACT-5::GFP or ERM-1 signal intensity in trypsin-digested bands were compared to that of untreated control for each RNAi condition. Samples were run in triplicate and ratioed band intensities were averaged for each biological replicate. Prism 9 was used for statistical analysis.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical details of all experiments, including exact n values (number of biological and technical replicates), the use of precision measures (e.g. SEM), type of statistical test performed and significance values, are described in the figure legends. Statistical analyses, including student’s t-test, log-rank (Mantel-Cox), and ANOVA with post-hoc multiple comparisons analysis, were conducted using Prism (version 9.2.0, GraphPad) and CLC Genomics Workbench (version 9.5). *p*-values < 0.05 were considered significant.

## Supplementary Material

1

2

3

## Figures and Tables

**Figure 1.**
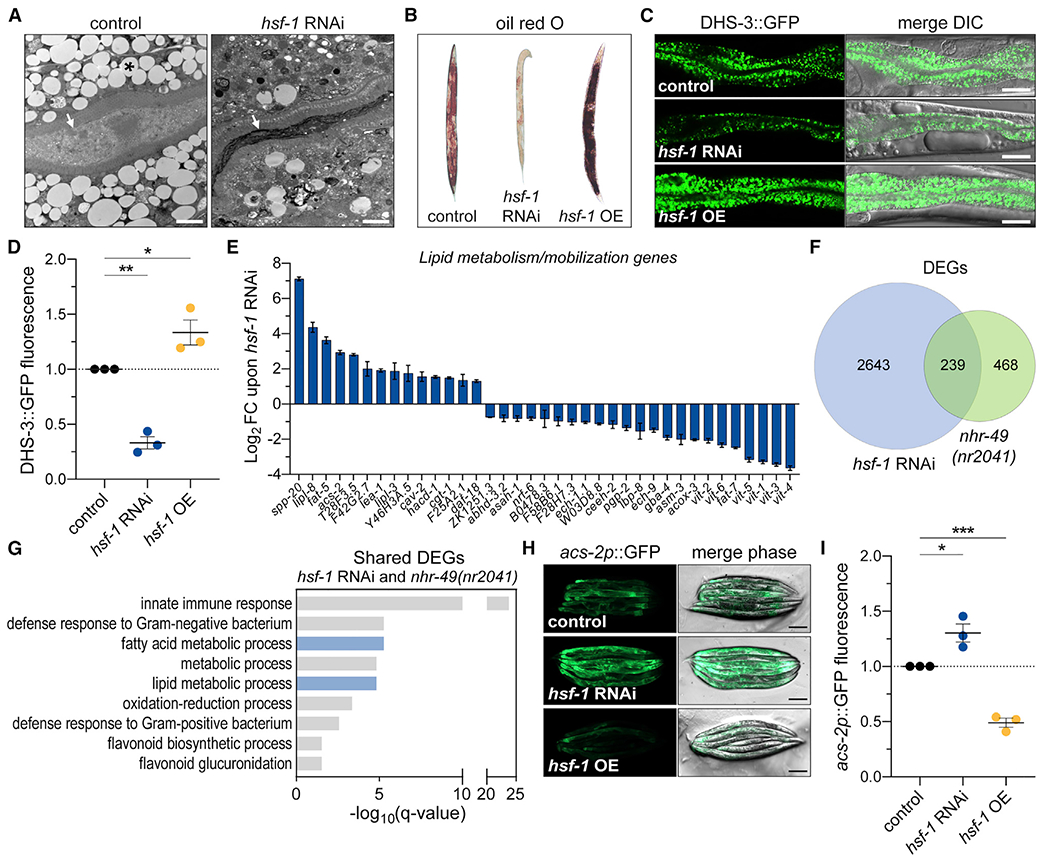
HSF-1 affects lipid deposition and modulates metabolism gene transcripts through NHR-49 (A) Transmission electron microscopy (TEM) images of intestinal cross sections from adult *C. elegans* treated with empty vector control or *hsf-1* RNAi. Micrographs show lumen and adjacent enterocytes; arrows mark lumen, asterisk marks lipid droplet. Scale bar, 5 μm. (B–D) Lipid deposition in day 5 adult wild-type control, *hsf-1* RNAi-treated, and *hsf-1*-overexpression (*hsf-1* OE) *C. elegans*. (B) Representative micrographs of oil red O staining. Representative micrographs (C) and relative fluorescence by flow cytometry (D) of intestinal lipid droplet marker, DHS-3::GFP. Scale bar, 25 μm. Data are mean ± SEM from three replicate experiments. *p = 0.0307, **p = 0.0011 by one-way ANOVA with Dunnett’s multiple comparisons. (E) Significantly regulated genes involved in lipid/fatty acid metabolism and mobilization upon *hsf-1* RNAi. Values represent log_2_ fold change (FC) transcript abundance, detected by RNA sequencing (RNA-seq), relative to control RNAi. See Table S1 for statistical significance. (F) Overlap of differentially expressed genes (DEGs) upon *hsf-1* RNAi, left, or the *nhr-49(nr2041)* mutation, right, compared with controls. See also Table S2. (G) Gene ontology (GO) term analysis of the shared DEGs upon *hsf-1* RNAi and the *nhr-49(nr2041)* mutation. Plot displays the most over-represented biological processes (based on false discovery rate [FDR]). Metabolic processes of interest highlighted in blue. (H and I) Fluorescence of the *acs-2p*::GFP transcriptional reporter in control, *hsf-1* RNAi, or *hsf-1* OE conditions. (H) Fluorescence micrographs. Scale bar, 200 mm. (I) Relative fluorescence by flow cytometry. Mean ± SEM for three replicate experiments. *p = 0.0118, ***p = 0.0009 by one-way ANOVA with Dunnett’s multiple comparisons. See also Figure S1 and Tables S1 and S2.

**Figure 2.**
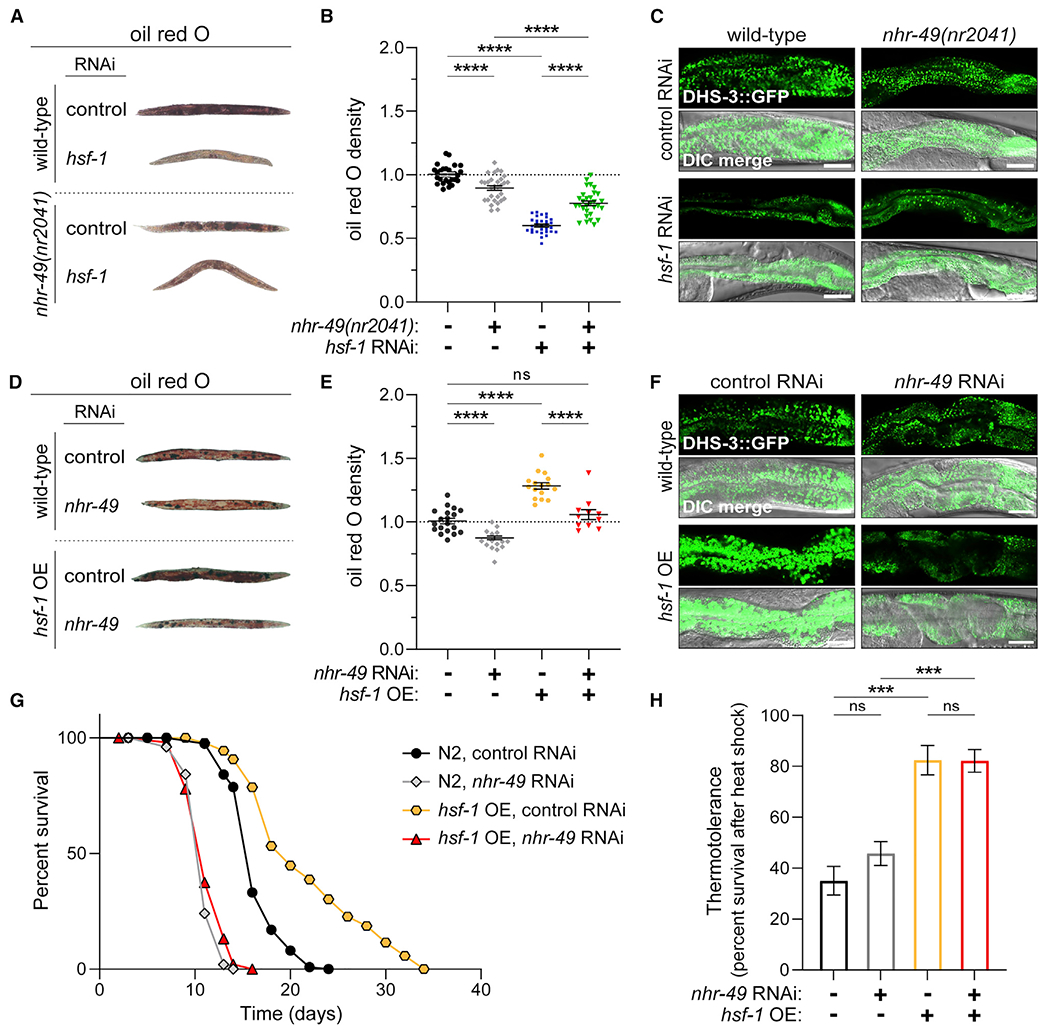
HSF-1 requires NHR-49 for lipid deposition and age determination but not thermal adaptation (A–C) Lipid deposition in day 5 adult wild-type and *nhr-49(nr2041)* mutant *C. elegans* treated with control or *hsf-1* RNAi. Representative micrographs (A) and relative density (B) of oil red O staining. Mean ± SEM for 30 animals per condition across three replicate experiments. ****p < 0.0001 by two-way ANOVA with Tukey’s multiple comparisons. (C) Representative micrographs of DHS-3::GFP expression. Scale bar, 25 μm. (D and E) Lipid deposition in day 5 adult wild-type and *hsf-1* OE *C. elegans* treated with control or *hsf-1* RNAi. Representative micrographs (D) and relative density (E) of oil red O staining. Mean ± SEM for, from left to right, 19, 15, 16, and 11 animals across three replicate experiments. ****p < 0.0001 by two-way ANOVA with Tukey’s multiple comparisons. (F) Representative micrographs of DHS-3::GFP expression. Scale bar, 25 μm. (G) Lifespan curves for N2 (wild type) and *hsf-1* OE worms cultured on control or *nhr-49* RNAi. Shown are representative lifespans of three replicates with approximately 100 animals per condition (see Table S3). p < 0.0001 by log rank test. (H) Percentage survival of N2 or *hsf-1* OE *C. elegans* treated with control or *nhr-49* RNAi and subjected to heat shock at 34°C for 12 h. Mean ± SEM for three replicate experiments. ns, not significant; ***p = 0.0009 by two-way ANOVA with Tukey’s multiple comparisons. See also Figure S2 and Table S3.

**Figure 3.**
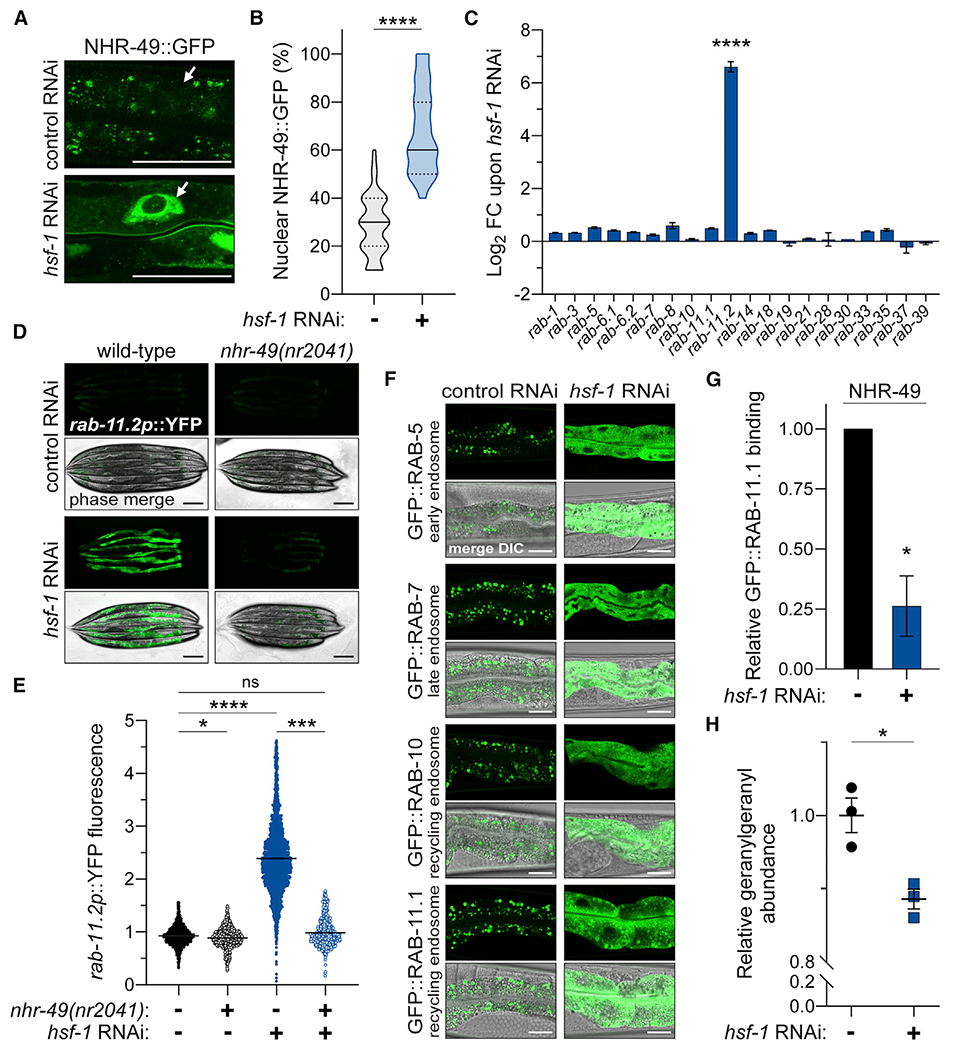
Loss of *hsf-1* activates the NHR-49-dependent intracellular lipid surveillance response (A–H) Comparative analyses of adult *C. elegans* treated with control or *hsf-1* RNAi.(A and B) NHR-49:GFP localization in the intestines of day 1 adults. (A) Representative micrographs; white arrows mark nuclear membrane. Scale bar, 10 μm. (B) Percentage of intestinal epithelia with nuclear-enriched NHR-49::GFP. Median with quartiles for 50 animals per condition from three replicate experiments. ****p < 0.0001 by two-tailed unpaired t test. (C) FC (log_2_) of Rab GTPase transcript abundance (based on reads per kilobase million [RPKM], detected by RNA-seq) upon *hsf-1* RNAi relative to control. Shown are mean ± SEM for two replicate experiments. ****p < 0.0001 by one-way ANOVA with Dunnett’s multiple comparisons. (D and E) Fluorescence of the *rab-11.2p*::YFP transcriptional reporter in adult wild-type and *nhr-49(nr2041)* mutant animals. (D) Fluorescence micrographs. Scale bar, 200 μm. (E) Relative fluorescence by flow cytometry. Mean ± SEM for (from left to right) 2,759; 3,355; 1,258; and 912 animals across three replicate experiments. ns, not significant; *p = 0.0157, ***p = 0.003, ****p < 0.0001 by two-way ANOVA with Tukey’s multiple comparisons. (F) Representative micrographs of GFP::RAB GTPase localization in the intestinal epithelia. Transgenic proteins, GFP:RAB-5, GFP::RAB-7, GFP::RAB-10, and GFP::RAB-11.1, decorate early, late, or recycling endocytic vesicles, respectively. Scale bar, 25 μm. (G) Relative NHR-49 enrichment in GFP::RAB-11.1 co-immunoprecipitation, detected by LC-MS/MS. Mean ± SEM for two biological replicates. *p = 0.0278 by two-tailed unpaired t test. (H) Relative geranylgeranyl levels measured from adult *C. elegans* cultured at 25°C. Mean ± SEM for three biological replicates. *p = 0.0135 by two-tailed unpaired t test. See also Figure S3.

**Figure 4.**
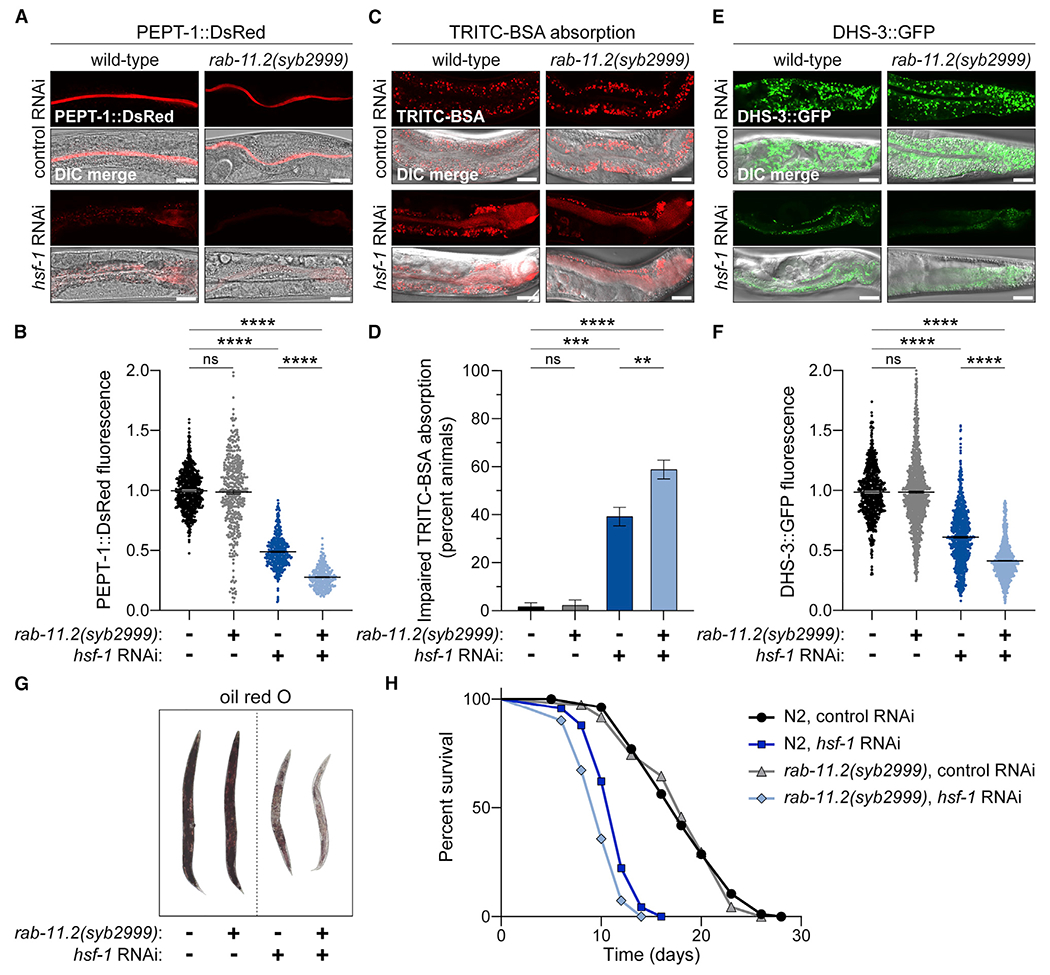
Adaptation to impaired apical recycling and malabsorption by *rab-11.2* activation (A–H) Comparative analyses of wild-type and *rab-11.2(syb2999)* mutant *C. elegans* treated with control or *hsf-1* RNAi. (A and B) Steady-state expression of apical peptide transporter, PEPT-1::DsRed. (A) Representative micrographs. Scale bar, 25 μm. (B) Relative fluorescence by flow cytometry. Mean ± SEM for, from left to right, 709, 479, 401, and 331 animals across three replicate experiments. ns, not significant; ****p < 0.0001 by two-way ANOVA with Tukey’s multiple comparisons. (C and D) TRITC-BSA absorption into the intestinal epithelium following its dietary supplementation. (C) Representative micrographs. Scale bar, 25 mm. (D) Percentage of animals that absorbed less than 50% of ingested TRITC-BSA into the intestinal epithelia. Mean ± SEM for three replicate experiments (n ≥ 118 animals per condition). **p = 0.0084, ***p = 0.0001, ****p < 0.0001 by two-way ANOVA with Tukey’s multiple comparisons. (E and F) Lipid droplet marker, DHS-3::GFP, expression. (E) Representative micrographs. Scale bar, 25 μm. (F) Relative fluorescence by flow cytometry. Mean ± SEM for (from left to right) 852; 1,095; 1,196; and 1,113 animals across three replicate experiments. ****p < 0.0001 by two-way ANOVA with Tukey’s multiple comparisons. (G) Representative micrographs of oil red O staining. (H) Lifespan curves for N2 (wild-type) and *rab-11.2(syb2999)* mutant *C. elegans*. Shown are representative lifespans of two replicates with approximately 100 animals per condition (see Table S3). p < 0.0001 by log rank test. See also Figure S4 and Table S3.

**Figure 5.**
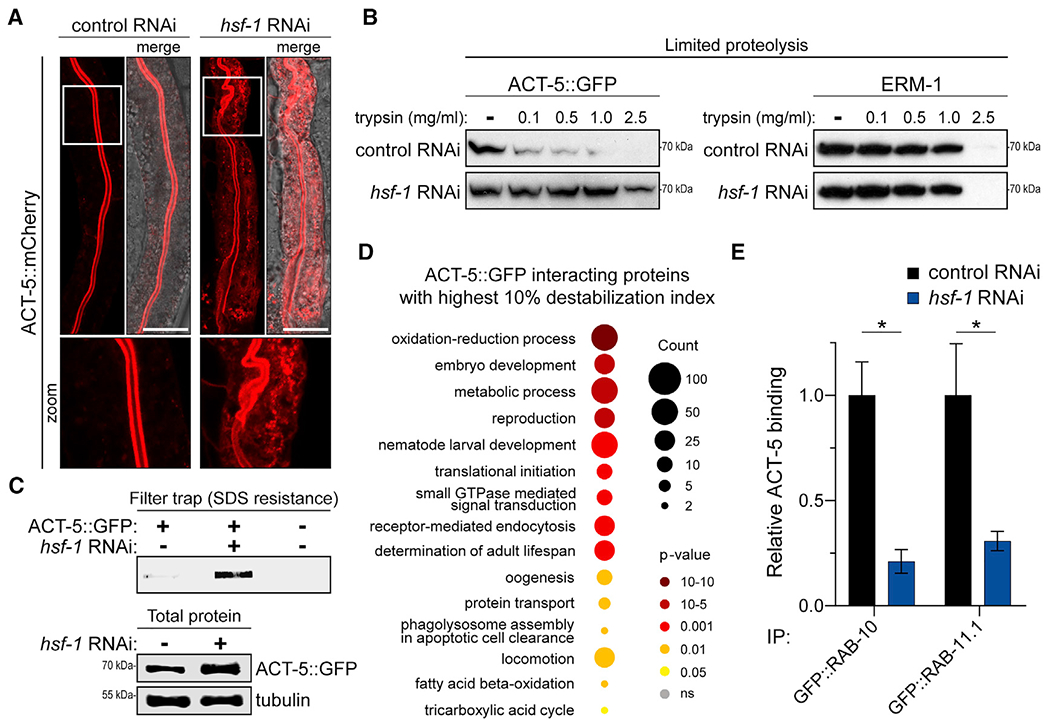
Enteric actin destabilization and aggregation by *hsf-1* RNAi impairs its interactions with endocytic machinery (A) Representative micrographs of intestinal actin variant, ACT-5::mCherry, localization. Scale bar, 25 μm. (B) Limited proteolysis of enteric ACT-5::GFP and cytoskeletal anchor protein, ERM-1. Lysates from transgenic *C. elegans* in control or *hsf-1* RNAi conditions were treated with increasing concentrations of trypsin and resolved by western blot. See Figures S5A and S5B for quantification of proteolysis. (C) Filter trap analysis of ACT-5::GFP SDS resistance, top, and western blot analysis of total ACT-5::GFP with tubulin loading control, bottom, from transgenic worms treated with control or *hsf-1* RNAi. Shown is a representative blot from three replicate experiments. (D) GO term analysis of the ACT-5 interacting proteins with the highest (top 10%) destabilization index values (relative change in solubility ratio upon *hsf-1* RNAi). Displayed are the most over-represented biological processes. p value represented by color; number of proteins (count) represented by circle size. See Table S4 for protein list. (E) Relative ACT-5 enrichment in GFP::RAB-10 and GFP::RAB-11.1 co-immunoprecipitations, detected by LC-MS/MS. Mean ± SEM for two biological replicates. *p = 0.0172 and 0.0140 by two-way ANOVA with Tukey’s multiple comparisons. See also Figure S5 and Table S4.

**Figure 6.**
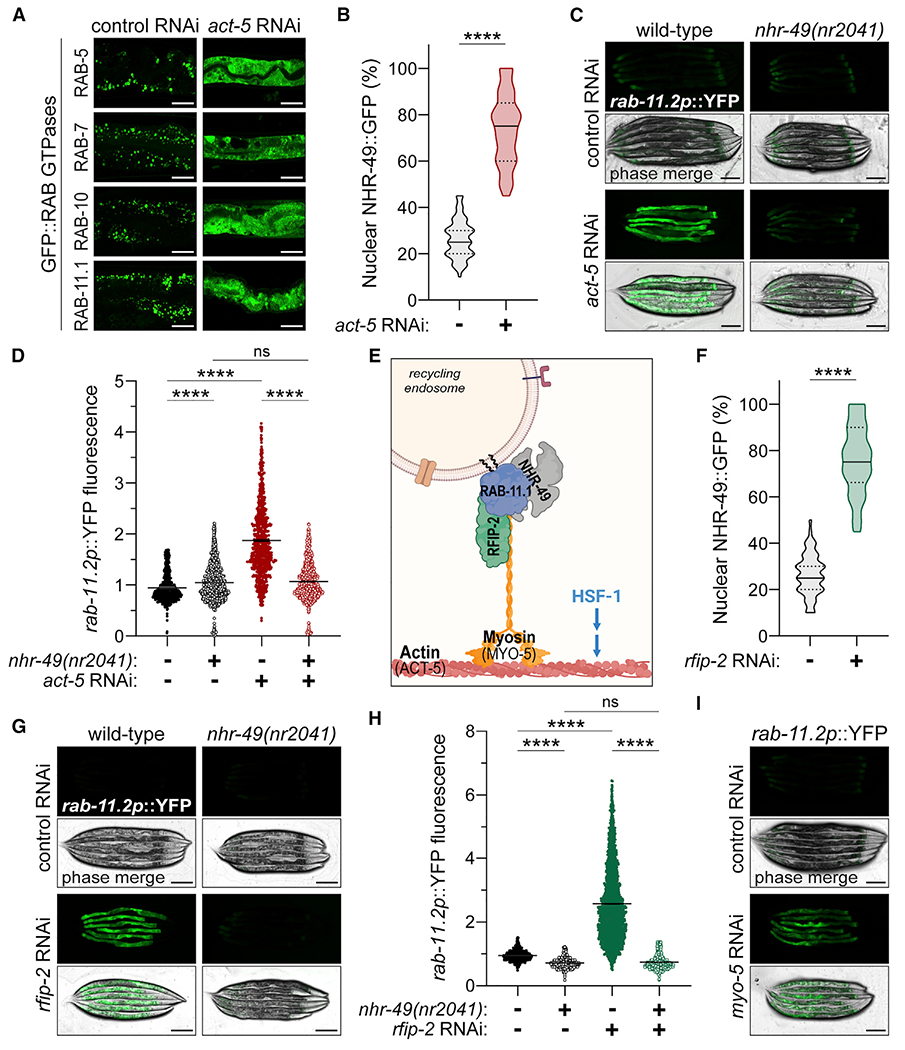
Disrupting vesicular binding to actin filaments is sufficient to activate the intracellular lipid surveillance response (A) Representative micrographs of intestinal GFP::RAB transgenes in adult *C. elegans* treated with control or *act-5* RNAi. Scale bar, 25 μm. (B) Percentage of intestinal epithelia with nuclear-enriched NHR-49::GFP. Median with quartiles for 60 animals per condition across three replicate experiments. ****p < 0.0001 by two-tailed unpaired t test. (C and D) Fluorescence of the *rab-11.2p*::YFP transcriptional reporter in wild-type and *nhr-49(nr2041)* mutant *C. elegans* on control or *act-5* RNAi. (C) Fluorescence micrographs. Scale bar, 200 μm. (D) Relative fluorescence by flow cytometry. Mean ± SEM for, from left to right, 940, 845, 1,504, and 845 animals across three replicate experiments. ****p < 0.0001 by two-tailed unpaired t test. (E) Schematic representing protein interactions that tether RAB-11.1-positive vesicles to enteric actin cytoskeleton. (F) Percentage of intestinal epithelia with nuclear-enriched NHR-49::GFP in adult *C. elegans* treated with control or *rfip-2* RNAi. Median with quartiles for 60 animals per condition across three replicate experiments. ****p < 0.0001 by one-way ANOVA with Sidak’s multiple comparisons. (G and H) Fluorescence of the *rab-11.2p*::YFP transcriptional reporter in wild-type and *nhr-49(nr2041)* mutant *C. elegans* on control or *rfip-2* RNAi. (G) Fluorescence micrographs. Scale bar, 200 μm. (H) Relative fluorescence by flow cytometry. Mean ± SEM for, from left to right, 3,322, 3,612, 2,606, and 3,692 animals across three replicate experiments. ****p < 0.0001 by one-way ANOVA with Sidak’s multiple comparisons. (I) Fluorescence micrographs of the *rab-11.2p*::YFP transcriptional reporter on control and *myo-5* RNAi. Scale bar, 200 μm. See also Figure S6.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Mouse monoclonal anti-GFP	Sigma-Aldrich	Cat#11814460001 (Roche); RRID: AB_390913
Rabbit polyclonal anti-α tubulin	Abcam	Cat#ab4074; RRID: AB_2288001
Rabbit monoclonal anti-ERM-1	Developmental Studies Hybridoma Bank	Cat#ERM1; RRID: AB_10584795
Goat anti-mouse	LiCor	Cat#926-68070; RRID: AB_10956588
Goat anti-rabbit	LiCor	Cat#926-32211; RRID: AB_621843
Bacterial and virus strains		
HT115 (DE3) *Escherichia coli*	(Rual et al., 2004)	CGC Cat#HT115 (DE3), RRID: WB-STRAIN: HT115(DE3)
OP50 *Escherichia coli*	(Brenner, 1974)	CGC Cat#OP50, RRID: WB-STRAIN: OP50
Chemicals, peptides, and recombinant proteins		
Sodium cacodylate buffer, 0.2M, pH7.4	Electron Microscopy Sciences	Cat#11650
Osmium tetroxide	Electron Microscopy Sciences	Cat#19100
Uranyl acetate solution, 2%	Electron Microscopy Sciences	Cat#224004
Spurr’s resin	Electron Microscopy Sciences	Cat#14300
Propylene oxide	Electron Microscopy Sciences	Cat#20401
Lead citrate	Electron Microscopy Sciences	Cat#17800
Levamisole, 99%	Acros Organics	Cat#187870100
Proteinase K	VWR	Cat#97062-670
Complete, EDTA-free mini protease inhibitor cocktail	Sigma-Aldrich	Cat#11836170001
EZ-Run prestained rec protein ladder	Thermo Fisher Scientific	Cat#BP36031
Alfa Aesar oil red O	Thermo Fisher Scientific	Cat#AAA1298914
AUTODOT visualization dye	Abcepta	Cat#SM1000a
TRIzol	Thermo Fisher Scientific	Cat#15-596-026
SureBeads protein G magnetic beads	Bio-Rad	Cat#161-4023
COPAS GP sheath reagent	Union Biometrica	Cat#300-5070-100
Albumin from Bovine Serum (BSA), Tetramethylrhodamine (TRITC) conjugate	Thermo Fisher Scientific	Cat#A23106
Invitrogen FM4-64 Dye	Thermo Fisher Scientific	Cat#T3166
Critical commercial assays		
QuantiTect Reverse Transcription kit	Qiagen	Cat#205313
iTaq Universal SYBR Green Supermix kit	Bio-Rad	Cat#1725124
Deposited data		
Raw RNA sequencing data (heat shock and *hsf-1* RNAi)	(Brunquell et al., 2016)	NCBI BioProject Repository: PRJNA311958
Raw microarray data (*hsf-1* OE)	(Baird et al., 2014)	N/A
Raw RNA sequencing data (WT vs *nhr-49(nr2041)*)	This paper	GeoDatasets: GSE199971
Chromatin immunoprecipitation sequencing for HSF-1	(Li et al., 2016)	GeoDatasets: GSE81521
Experimental models: Organisms/strains		
*S. cerevisiae*: BY4742	Horizon a PerkinElmer company	Cat#YSC1049
*S. cerevisiae*: BY4742 *hsf1*-DAmP strain	Horizon a PerkinElmer company	Cat#YSC5090
*C. elegans*: Strain N2 (ancestral) as wild-type (WT)	Caenorhabditis Genetics Center	CGC Cat#N2 (ancestral), RRID: WB-STRAIN: N2_(ancestral)
*C. elegans*: Strain CF512: *rrf-3(b26) II; fem-1(hc17) IV*	Caenorhabditis Genetics Center	CGC Cat#CF512, RRID: WB-STRAIN: CF512
*C. elegans*: Strain AGD710: *uthIs235[sur5-p::hsf-1 + myo-2p::tdTomato*]	Caenorhabditis Genetics Center	CGC Cat#AGD710, RRID: WB-STRAIN: AGD710
*C. elegans*: Strain STE68: *nhr-49(nr2041) I*	Caenorhabditis Genetics Center	CGC Cat#STE68, RRID: WB-STRAIN: STE68
*C. elegans*: Strain LIU1: *ldrIs1[dhs-3p::dhs-3::gfp + unc-76(+)]*	Caenorhabditis Genetics Center	CGC Cat#WBM170, RRID: WB-STRAIN: WBM170
*C. elegans*: Strain WBM170: *wbmEx57[acs-2p::gfp + rol-6(su1006)]*	Caenorhabditis Genetics Center	CGC Cat#WBM170, RRID: WB-STRAIN: WBM170
*C. elegans*: Strain CL2070: *dvln70[hsp-16.2p::gfp + rol-6(su1006)]*	Caenorhabditis Genetics Center	CGC Cat#CL2070, RRID: WB-STRAIN: CL2070
*C. elegans*: Strain RT311: *pwls69[vha-6p::gfp::rab-11.1 + unc-119(+)]*	Caenorhabditis Genetics Center	CGC Cat#RT311, RRID: WB-STRAIN: RT311
*C. elegans*: Strain RT327: *pwIs72[vha-6p::gfp::rab-5 + Cbr-unc-119(+)] II*	Caenorhabditis Genetics Center	CGC Cat#RT327, RRID: WB-STRAIN: RT327
*C. elegans*: Strain RT476: *pwIs170 [vha6p::gfp::rab-7 + Cbr-unc-119(+)])*	Caenorhabditis Genetics Center	CGC Cat#RT476, RRID: WB-STRAIN: RT476
*C. elegans*: Strain RT525: *pwIs206 [vha6p::gfp::rab-10 + Cbr-unc-119(+)]*	Caenorhabditis Genetics Center	CGC Cat#RT525, RRID: WB-STRAIN: RT525
*C. elegans*: Strain OG472: *drSi2[vha-6p::3xflag::pgp-3/CFTR(wt)::mCherry] II*	Caenorhabditis Genetics Center	CGC Cat#OG472, RRID: WB-STRAIN: OG472
*C. elegans*: Strain AGP33a: *glmEx8(nhr-49p::nhr-49::gfp + myo3p::mCherry); nhr-49(nr2041) I*	Laboratory of Arjumand Ghazi (Ratnappan et al., 2014)	N/A
*C. elegans*: Strain MZE1: *unc-119(ed3) III; cbgIs91[pept-1p::pept-1::DsRed + unc-119(+)]; rrf-3(pk1426) II; pwls69[vha-6p::gfp::rab-11 + unc-119(+)]*	Laboratory of Marino Zerial (Winter et al., 2012)	N/A
*C. elegans*: Strain ERT137: *jyIs17[act-5p::mCherry::act-5 + ttx-3p::rfp] IV; dkIs8 [chc-1p::chc-1::gfp]*	Laboratory of Emily Troemel (Szumowski et al., 2016)	N/A
*C. elegans*: Strain PMD19: *jyIs13x3 [gfp::act-5] II; fer-15(b26) II; fem-1(hc17ts) IV*	(Egge et al., 2019)	N/A
*C. elegans*: Strain PHX2999: *rab-11.2(syb2999) I*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD90: *fem-1(hc17ts) IV; pwls209[vha-6p::gfp::rab-11.1 + Cbr-unc-119(+)]*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD91: *fem-1(hc17ts) IV; pwls69[vha-6p::gfp::rab-10 + Cbr-unc-119(+)]*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD118: *utsEx14[rab-11.2p::yfp]; nhr-49(nr2041) I*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD124: *utsIs3[rab-11.2p::yfp]*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD150: *utsIs4 [glmEx8(nhr-49p::nhr-49::GFP + myo3p::mCherry]; nhr-49(nr2041) I*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD169: *cbgIs91[pept-1p::pept-1::DsRed + unc-119(+)]; rrf-3(pk1426) II; utsIs6[rab-11.2(syb2999)]*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD170: *ldrIs1[dhs-3p::dhs-3::gfp + unc-76(+)];rab-11.2(syb2999) I*	(Watterson et al., 2022)	N/A
*C. elegans*: Strain PMD17: *pwls69 [vha-6p::gfp::rab-11 + unc-119(+)] ;jyIs17[act-5p::mCherry::act-5 + ttx-3p::rfp] IV*	This paper	N/A
*C. elegans*: Strain PMD142: *ldrIs1[dhs-3p::dhs-3::gfp + unc-76(+)]; nhr-49(nr2041) I*	This paper	N/A
*C. elegans*: Strain PMD157: *ldrIs1[dhs-3p::dhs-3::gfp + unc-76(+)]; uthIs235[sur5-p::hsf-1 + myo-2p::tdTomato]*	This paper	N/A
*C. elegans*: Strain PMD121: *N2; wild-type nhr-49*	This paper	N/A
*C. elegans*: Strain PMD122: *N2; nhr-49(nr2041) I*	This paper	N/A
*C. elegans*: Strain PMD168: *wbmEx57[acs-2p::gfp + rol-6(su1006)]; uthIs235[sur5-p::hsf-1 + myo-2p::tdTomato]*	This paper	N/A
Oligonucleotides		
qPCR primer: *tba-1*: Forward: TCCACTGATCTCTGCTGACAA	(Egge et al., 2021)	N/A
qPCR primer: *tba-1*: Reverse: TGGATCGCACTTCACCATT	(Egge et al., 2021)	N/A
qPCR primer: *Y45F10D.4*: Forward: TCTTCCCTGGCAACCGAATG	(Egge et al., 2021)	N/A
qPCR primer: *Y45F10D.4*: Reverse: CTTGGGCGAGCATTGAACAG	(Egge et al., 2021)	N/A
qPCR primer: *rab-11.1*: Forward: GAGTCGAGTTTGCCACGAGA	This paper	N/A
qPCR primer: *rab-11.1*: Reverse: CACGGTAACGTTCCTGTCCA	This paper	N/A
qPCR primer: *rab-11.2*: Forward: TTGGGATACGGCTGGAATGG	This paper	N/A
qPCR primer: *rab-11.2*: Reverse: TCACGAAGCACCTTCAACCA	This paper	N/A
*nhr-49(nr2041)* genotyping primer: Forward: CTTTCTTTCCTTTTCCTGTCCGT	(Watterson et al., 2022)	N/A
*nhr-49(nr2041)* genotyping primer: Reverse: ATGAGATGTTGTGGTGCATAGT	(Watterson et al., 2022)	N/A
*rab-11.2(syb2999)* genotyping primer: Forward: CTCACCTTCCCTTTTTCTGG	(Watterson et al., 2022)	N/A
*rab-11.2(syb2999)* genotyping primer: Reverse: CGTCATTTCATAAACAATTTGGCCCC	(Watterson et al., 2022)	N/A
RNAi targeting sequence: empty vector (control)	L4440 plasmid	N/A
RNAi targeting sequence: *hsf-1*: TCTAGAAAATTCCGGGAAAAACT	Ahringer library	N/A
RNAi targeting sequence: *nhr-49*: N/A	Vidal library	N/A
RNAi targeting sequence: *act-5*: CCTGCTTGGAGATCCACATT	Ahringer library	N/A
RNAi targeting sequence: *rfip-2*: GTGGCCTCTACATGAAGAACAAG	Ahringer library	N/A
RNAi targeting sequence: *myo-1*: ATTGGCGGGTAAGTCTGTTG	Ahringer library	N/A
RNAi targeting sequence: *myo-3*: TTCGAGAGAGCGGTTCAAAT	Ahringer library	N/A
RNAi targeting sequence: *myo-5*: AGCTCCGTCAAGACTTGGAA	Ahringer library	N/A
RNAi targeting sequence: *nmy-1*: TCTAAGAGCCACTTTGCCGT	Ahringer library	N/A
RNAi targeting sequence: *nmy-2*: TCCGAGAAGTGAAGCGATTT	Ahringer library	N/A
Software and algorithms		
ZEN Software (ver. 2.3)	Carl Zeiss Microscopy, LLC	https://www.zeiss.com/microscopy/us/products/microscope-software/zen.html
Leica Application Suite X	Leica	https://www.leica-microsystems.com/products/microscope-software/p/leica-las-x-ls/
Prism (ver. 9.2.0 for Windows)	GraphPad	https://www.graphpad.com
Fiji Software	ImageJ	https://imagej.net/software/fiji/
CLC Genomics Workbench (ver. 9.5)	Qiagen Bioinformatics	https://www.qiagenbioinformatics.com/products/clc-genomics-workbench/
Proteome Discoverer Software (ver. 2.4)	Thermo Fisher Scientific	https://www.thermofisher.com/order/catalog/product/OPTON-30957
Image Studio Software (ver. 5.0)	LI-COR Biosciences	https://www.licor.com/bio/image-studio/
FlowPilot Software (ver. 2.6.1)	Union Biometrica	https://www.unionbio.com/copas/
DAVID Bioinformatics Resources (ver. 6.8)	(Huang et al., 2009a; 2009b)	https://david.ncifcrf.gov/
Gene List Venn Diagram Generator	Source Forge	http://genevenn.sourceforge.net/
Analyst Software (ver. 1.7)	SCIEX	https://sciex.com/products/software/analyst-software

## Highlights

- Lipid deposition is modulated by HSF-1 levels in *C. elegans*
- Lifespan extension by HSF-1 requires NHR-49
- Reduced *hsf-1* expression impairs membrane trafficking through actin destabilization
- Loss of *hsf-1* activates the intracellular lipid surveillance response

# Supplementary material for: Loss of heat shock factor initiates intracellular lipid surveillance by actin destabilization
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Nov 8.
**Supplement:** 1

Supplemental information

**Loss of heat shock factor initiates intracellular
lipid surveillance by actin destabilization**

Abigail Watterson, Sonja L.B. Arneaud, Naureen Wajahat, Jordan M. Wall, Lexus Tatge, Shaghayegh T. Beheshti, Melina Mihelakis, Nicholas Y. Cheatwood, Jacob McClendon, Atossa Ghorashi, Ishmael Dehghan, Chase D. Corley, Jeffrey G. McDonald, and Peter M. Douglas

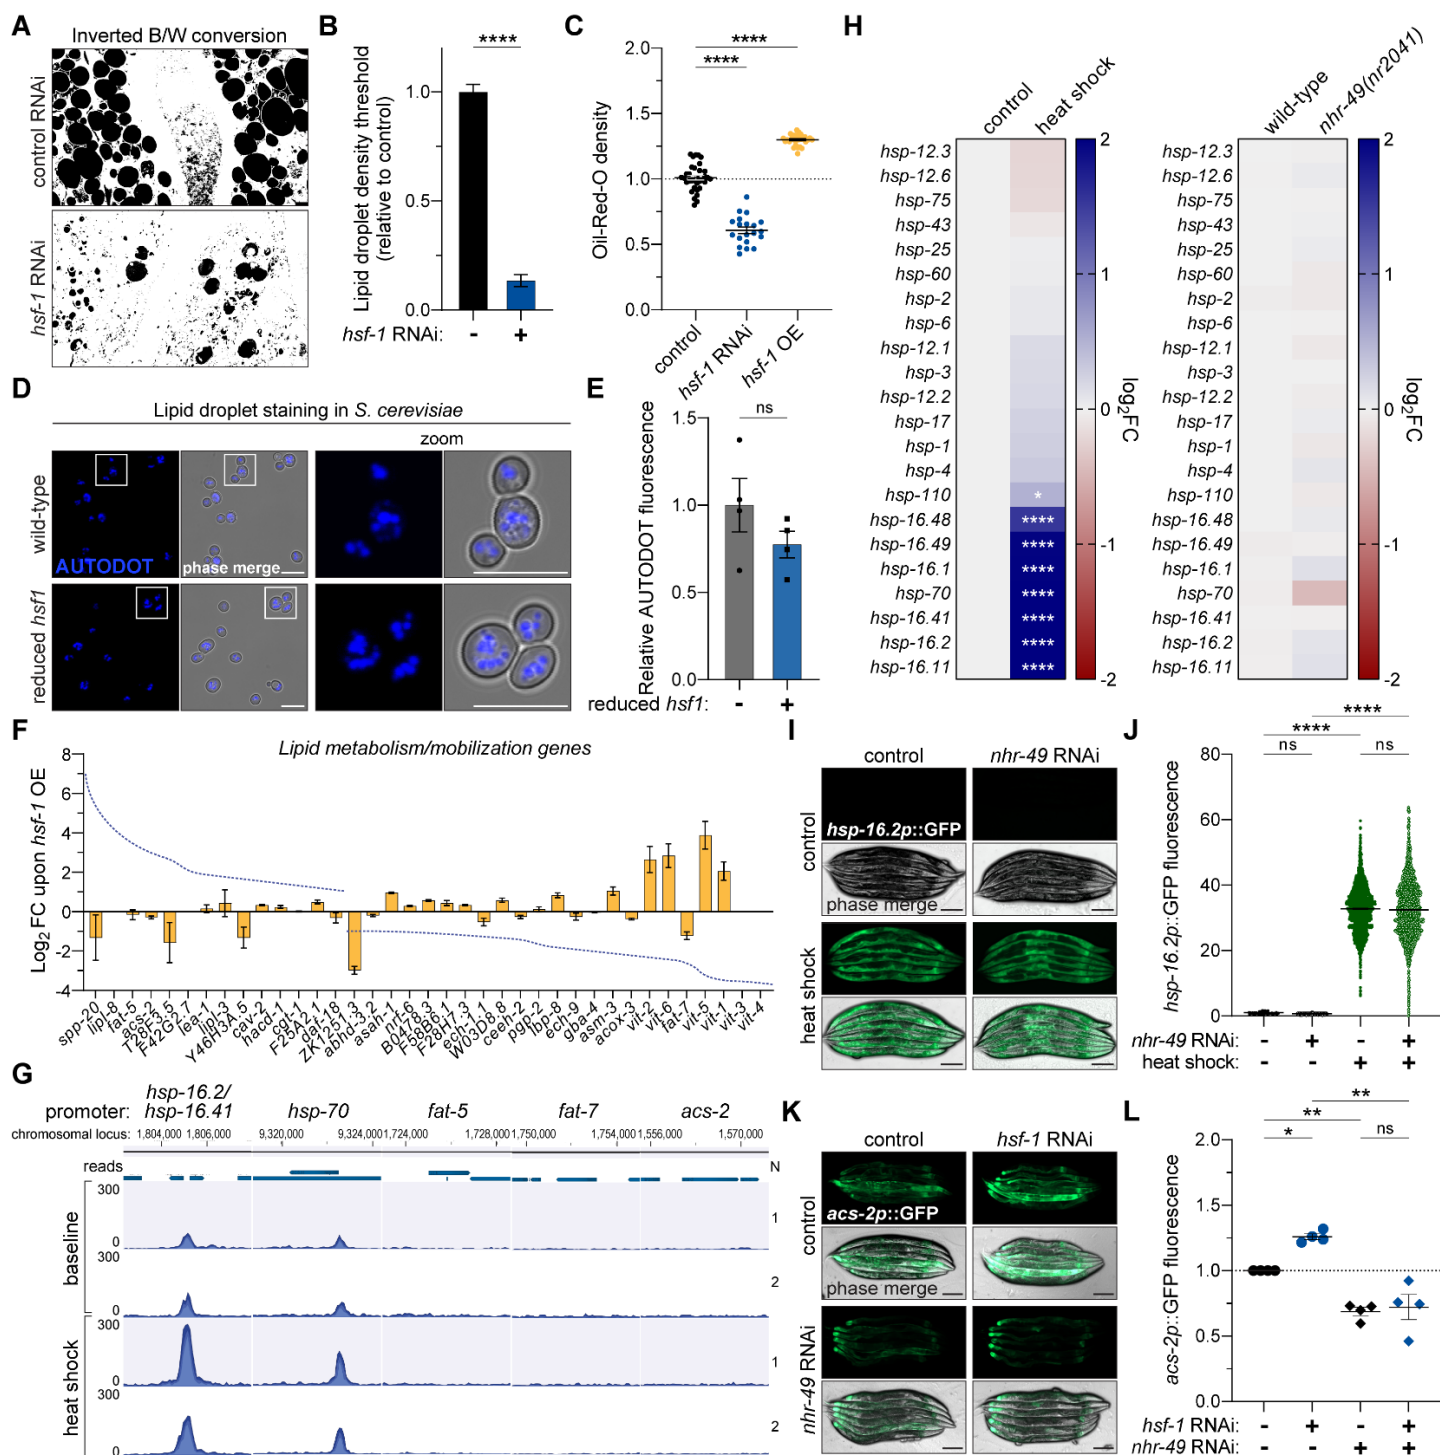

Supplemental Figure S1. HSF-1 modulates lipid deposition and NHR-49 target gene expression in *C. elegans*. Related to Figure 1. (A,B) Quantification of intestinal lipid droplet density from TEM micrographs of adult *C. elegans* intestinal cross sections subject to black/white conversion. Animals were treated with empty vector control or *hsf-1* RNAi. **A**, Example of black/white-converted micrographs used for density threshold analysis. **B**, Relative lipid droplet density threshold, measured from histogram quantification of black saturation. Mean $\pm$ SEM for 10 micrographs per condition. **** p < 0.0001 by two-tailed unpaired t-test. **(C)** Relative Oil-Red-O staining density measured from micrographs of day 5 adult *C. elegans*. Mean $\pm$ SEM for 34 (control), 20 (*hsf-1* RNAi), and 31 (*hsf-1* OE) animals across 3 replicate experiments. **** p < 0.0001 by one-way ANOVA with Tukey's multiple comparisons. **(D,E)** AUTODOT lipid droplet staining in *S. cerevisiae* with or without reduced *hsf1* expression. **D**, Representative micrographs. Scale = 10 μ m. **E**, Relative fluorescence by fluorimetry.

Mean $\pm$ SEM for 3 replicate experiments. ns = not significant by two-tailed unpaired t-test. **(F)** Relative expression of genes involved in lipid/fatty acid metabolism and mobilization upon *hsf-1* OE. Values represent log₂FC transcript abundance, detected by RNA-seq, relative to wild-type control. Blue line represents log₂FC of the same genes upon *hsf-1* RNAi (see Figure 1E). See also Table S1 for statistics. **(G)** HSF-1 binding to promoter elements within the 5' untranslated regions (UTR) of select genes involved in thermotolerance and lipid metabolism at baseline (20°C), top, and heat shock (33°C), bottom, conditions, detected by chromatin immunoprecipitation sequencing (ChIP-seq) analysis of OG497 worms (Li *et al.*, 2016). Shown are peaks from 2 biological replicates. **(H)** Heatmaps display relative fold change of heat shock protein transcript abundance upon heat shock, left, or in *nhr-49(nr2041)* mutants, right, compared to the respective controls. Colorimetric scale corresponds to relative log₂FC. Means from 2 (left) or 3 (right) biological replicates. *p = 0.0393, ****p < 0.0001 by two-way ANOVA with Sidak's multiple comparisons. **(I,J)** Fluorescence of the *hsp-16.2p::GFP* transcriptional reporter in *C. elegans* on control or *nhr-49* RNAi following treatment with or without heat shock for 40 min at 33°C and 4-hour recovery at 20°C. **I**, Fluorescence micrographs. Scale = 200 μ m. **J**, Relative fluorescence by flow cytometry. Mean $\pm$ SEM for, from left to right, 2,802, 2,907, 3,019 and 3,420 animals across 3 replicate experiments. ns = not significant, ****p < 0.0001 by one-way ANOVA with Tukey's multiple comparisons. **(K,L)** Transgenic adult *C. elegans* harboring the *acs-2p::GFP* transcriptional reporter treated with control, *nhr-49*, and/or *hsf-1* RNAi. **K**, Fluorescence micrographs. Scale = 200 μ m. **L**, Relative *acs-2p::GFP* fluorescence by flow cytometry. Mean $\pm$ SEM for 4 replicate experiments. ns = not significant, *p = 0.0106, **p = 0.0029 and 0.0065 by two-way ANOVA with Tukey's multiple comparisons.

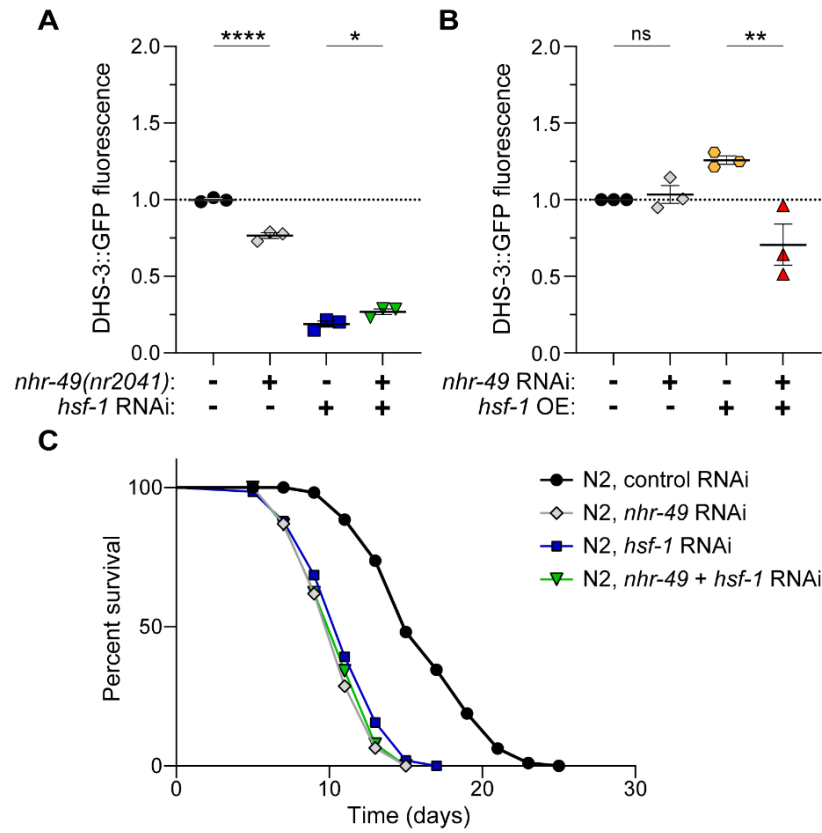

Supplemental Figure S2. HSF-1 impacts lipid deposition and age through NHR-49. Related to Figure 2. (A,B) Relative DHS-3::GFP fluorescence by flow cytometry in day 5 adult wild-type and *nhr-49(nr2041)* mutant *C. elegans* treated with control or *hsf-1* RNAi, A, and wild-type or *hsf-1* OE *C. elegans* treated with control or *nhr-49* RNAi, B. Mean $\pm$ SEM for 3 replicate experiments. $*p = 0.0404$, $****p < 0.0001$ (A), ns = not significant, $**p = 0.0046$ (B) by two-way ANOVA with Sidak's multiple comparisons. (C) Lifespan curves for N2 (wild-type) worms cultured on control, *nhr-49*, and/or *hsf-1* RNAi. Shown are representative lifespans of 3 replicates with approximately 100 animals per condition (see Table S3). $p < 0.0001$ by log-rank test.

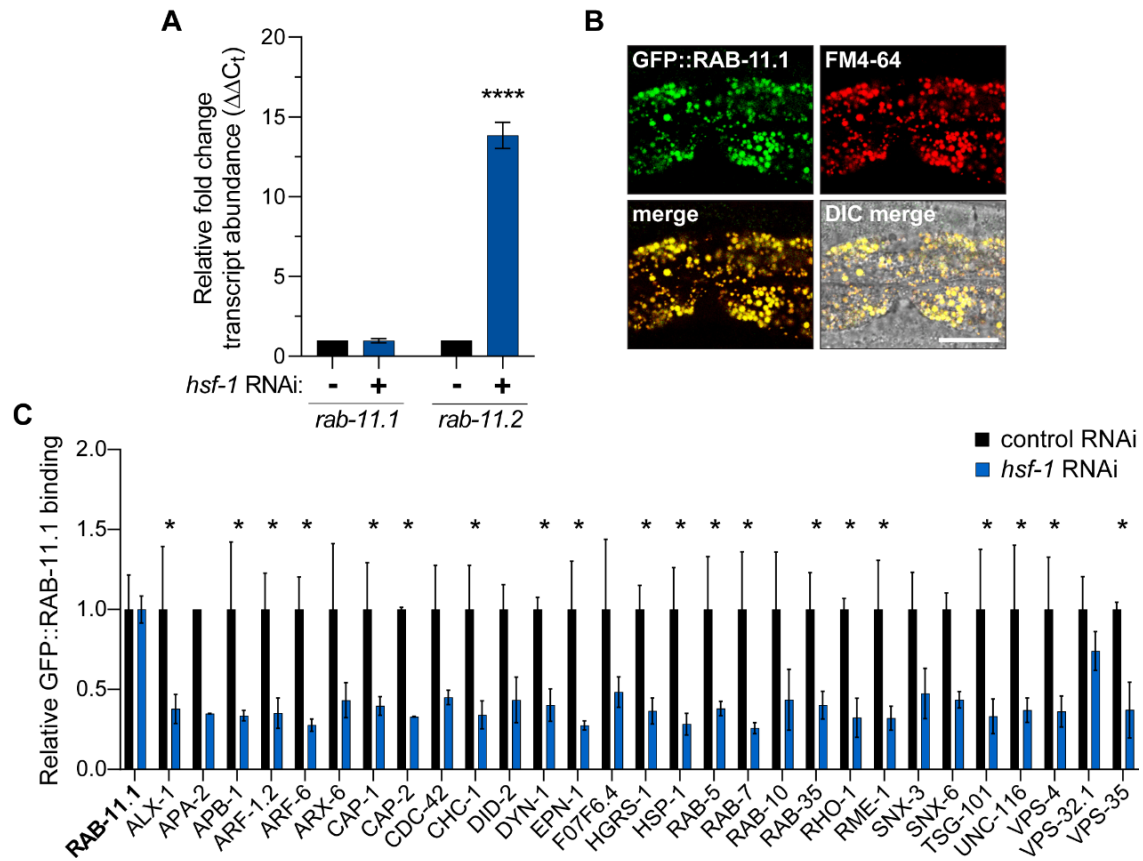

Supplemental Figure S3. Loss of *hsf-1* reduces RAB-11.1 binding to endocytic vesicle components. Related to Figure 3. (A) Relative transcript abundance compared to control RNAi, based on normalized cycle threshold (C_t) values detected by qPCR. Mean $\pm$ SEM for 3 biological replicates. **** $p < 0.0001$ by two-way ANOVA with Tukey's multiple comparisons. (B) Localization of GFP::RAB-11.1 and lipophilic endocytic vesicle marker, FM4-64, in *C. elegans* intestinal epithelia. Scale = 25 μ m. (C) Relative enrichment of endocytosis-related proteins co-immunoprecipitated with GFP::RAB-11.1 and detected by LC-MS/MS. Peptide abundance was standardized according to GFP::RAB-11.1 levels. Mean $\pm$ SEM for 2 biological replicates. * $p < 0.05$ by multiple two-tailed unpaired t-tests.

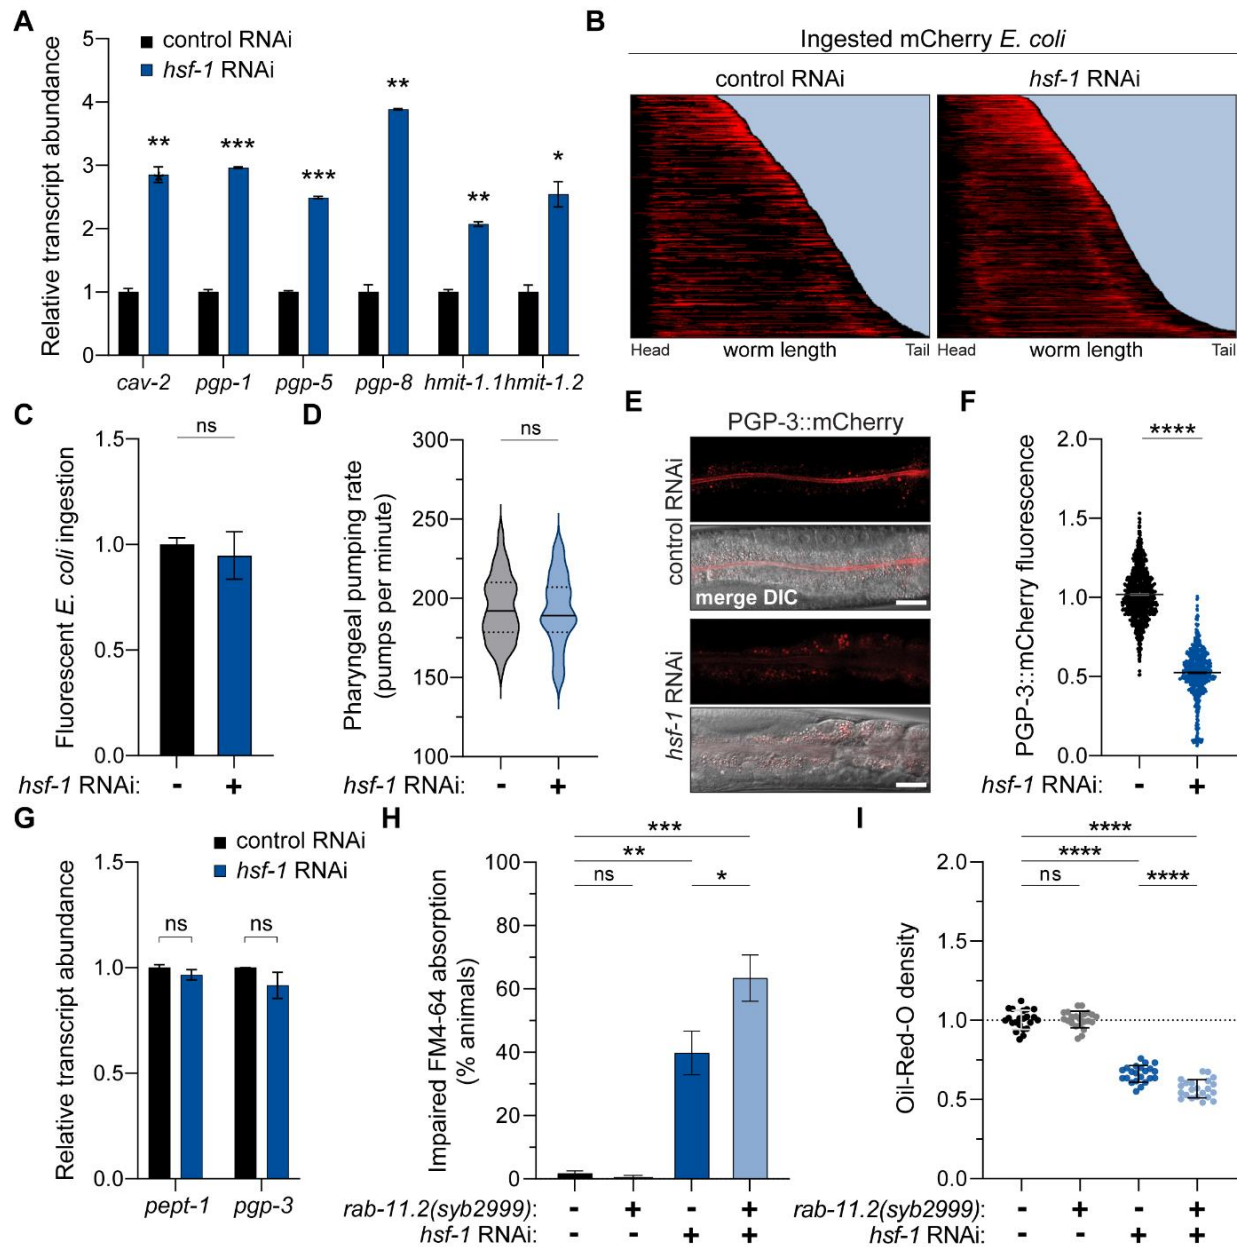

Supplemental Figure S4. Adaptive response to impaired membrane recycling and absorption by *hsf-1* RNAi. Related to Figure 4. (A-I) Comparative analyses of adult *C. elegans* treated with control or *hsf-1* RNAi. (A) Relative fold change in transcript abundance of apical intestinal transporters upon *hsf-1* RNAi. Mean $\pm$ SEM for 2 biological replicates. $p = 0.0053$ (*cav-2*), 0.0004 (*pgp-1* and *pgp-5*), 0.0017 (*pgp-8*), 0.0025 (*hmit-1.1*) and 0.0211 (*hmit-1.2*) by multiple two-tailed unpaired t-tests. (B,C) Ingestion of fluorescent *E. coli* in day 1 adults. *C. elegans* were analyzed by flow cytometry immediately following media supplementation with mCherry-expressing *E. coli*. B, Fluorescence profiles of individual animals, aligned from top to bottom according to length (time-of-flight). Shown are profiles of 1,484, left, and 1,582, right, animals. C, Relative fluorescence. Mean $\pm$ SEM for 3 replicate experiments. ns = not significant by two-tailed unpaired t-test. (D) Pharyngeal pumping rate (pumps per minute). Mean $\pm$ SEM for 30 animals across 3 replicate experiments. $p = 0.8507$ by two-tailed unpaired t-test, ns = not significant. (E,F) Expression of apical transporter, PGP-3::mCherry. E, Representative micrographs. Scale = 25 μ m. F, Relative PGP-3::mCherry fluorescence by flow cytometry. Mean $\pm$ SEM for 996 (control RNAi) and 701 (*hsf-1* RNAi) animals across 3 replicate experiments. $**p = 0.0029$ by two-tailed unpaired t-test. (G) Relative fold change in transcript abundance upon *hsf-1* RNAi. Mean $\pm$ SEM for 2 biological replicates. $p = 0.3602$ (*pept-1*) and 0.3067 (*pgp-3*) by multiple two-tailed unpaired t-tests. (H) Relative ratio of animals which absorbed less than 50% of ingested FM4-64 into the intestinal epithelia following its dietary

supplementation in adult wild-type and *rab-11.2(syb2999)* mutant *C. elegans*. Mean $\pm$ SEM for 3 replicate experiments (75 animals per condition). $*p = 0.0429$, $**p = 0.0031$, $***p = 0.0001$ by two-way ANOVA with Tukey's multiple comparisons. (I) Relative Oil-Red-O staining density measured from day 5 adult wild-type and *rab-11.2(syb2999)* *C. elegans*. Mean $\pm$ SEM for 22 animals per condition across 3 replicate experiments. $****p < 0.0001$ by one-way ANOVA with Tukey's multiple comparisons.

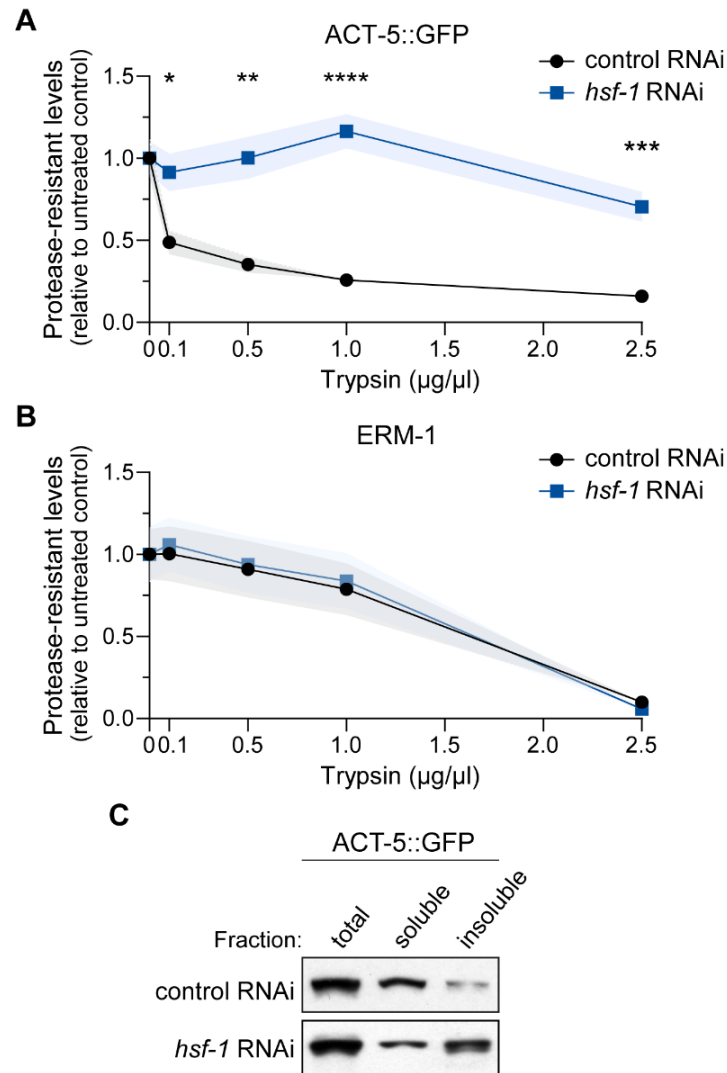

Supplemental Figure S5. Loss of *hsf-1* drives enteric actin insolubility. Related to Figure 5. (A,B) Protease resistance of ACT-5::GFP, A, and ERM-1, B, in control versus *hsf-1* RNAi conditions. Lysates from day 1 adult *C. elegans* were treated with increasing concentrations of trypsin and resolved by western blot (see Figure 5B). Shown is mean $\pm$ SEM (shaded regions) of signal intensity in each treatment condition relative to untreated control from 3 replicate experiments. $*p = 0.0142$, $**p = 0.0015$, $***p = 0.0002$, $****p < 0.0001$ by two-way ANOVA with Sidak's multiple comparisons. (C) Western blot analysis of ACT-5::GFP abundance in soluble and insoluble fractions. Lysates from transgenic worms expressing ACT-5::GFP in control and *hsf-1* RNAi conditions were subject to ultracentrifugation in the absence of ATP. Shown is a representative blot from 3 replicate experiments.

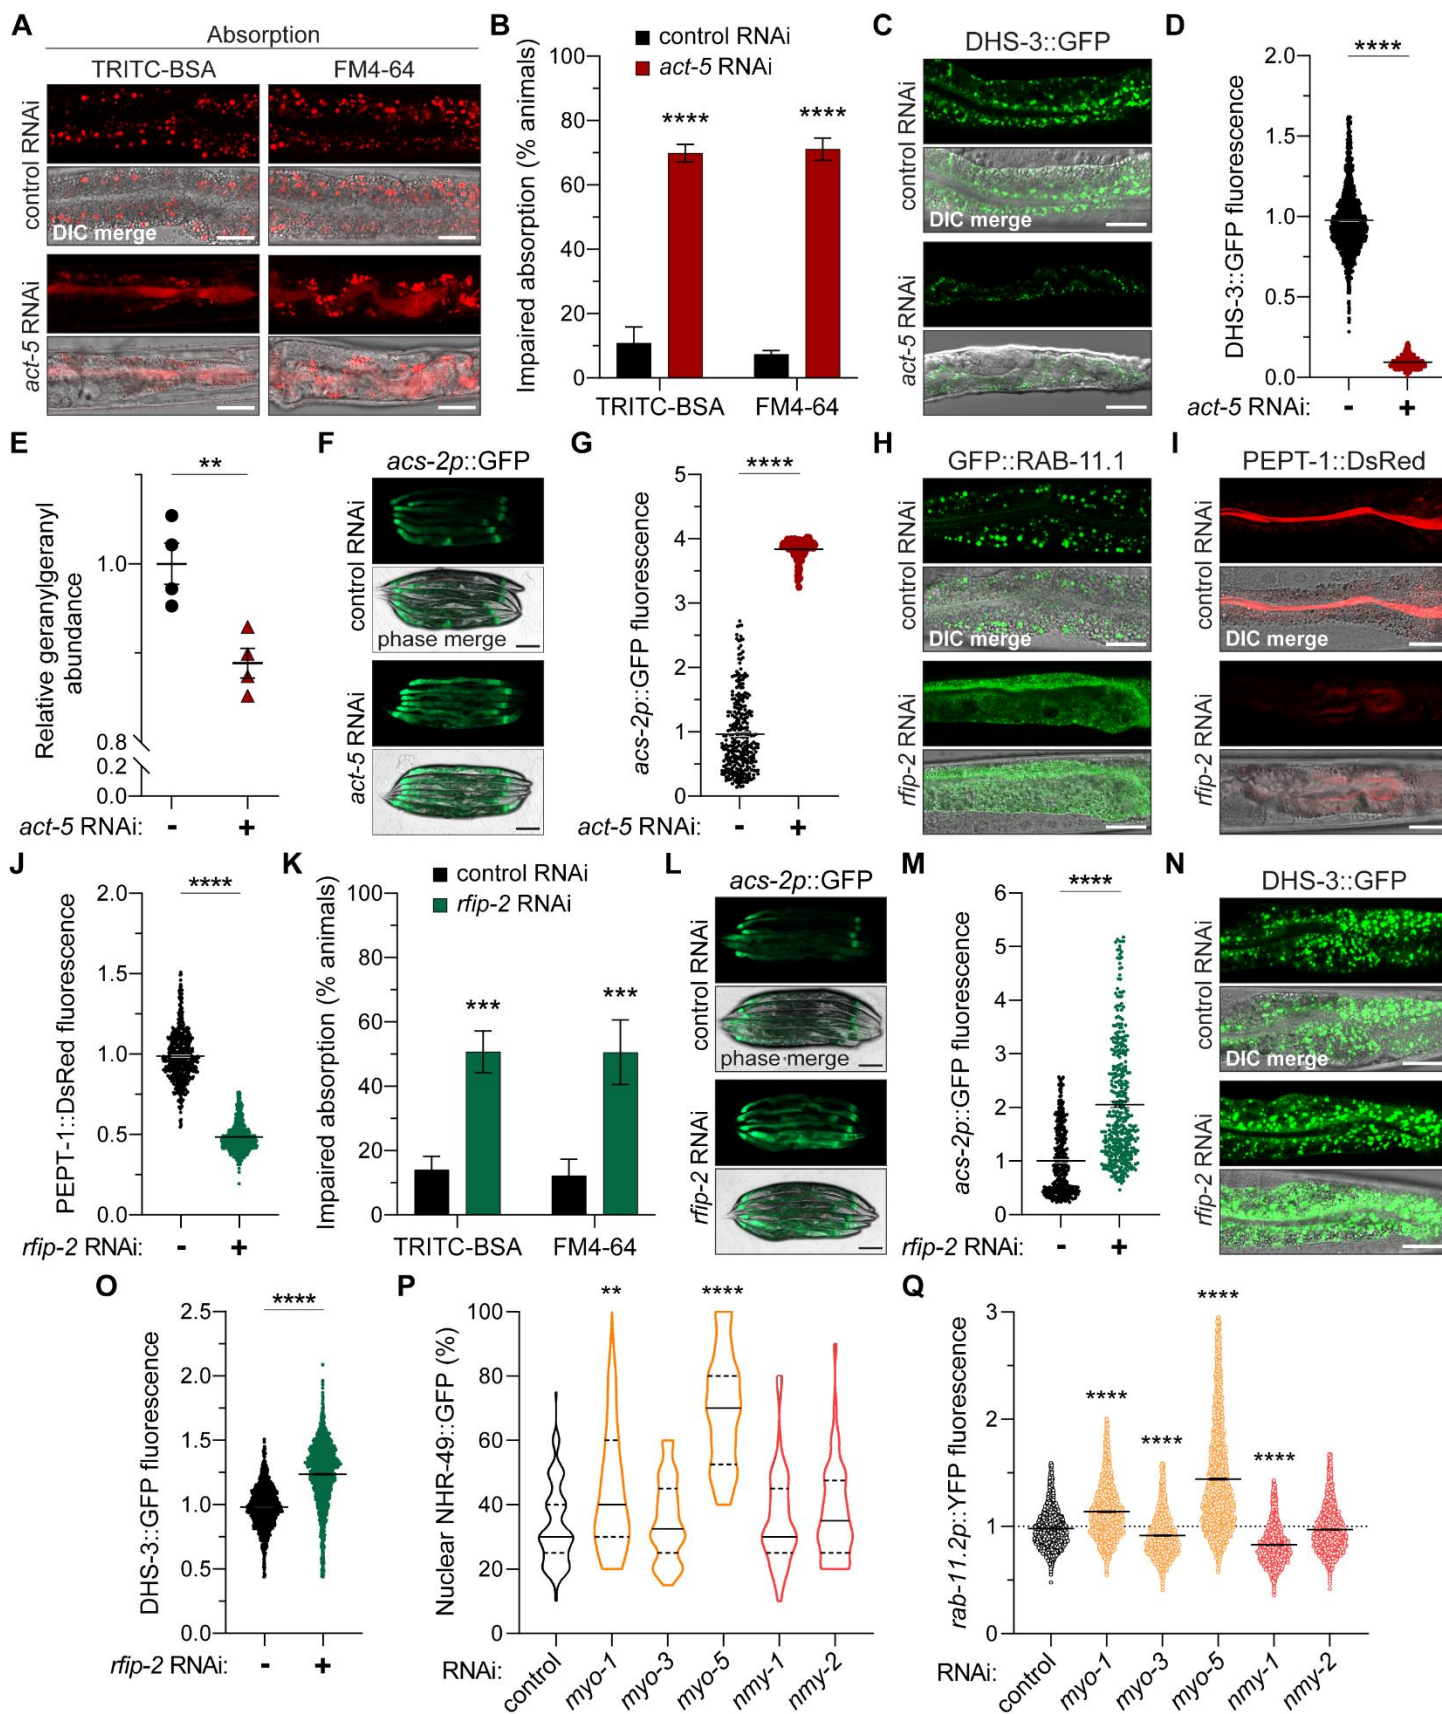

Supplemental Figure S6. Disrupting RAB-11.1 interaction with the enteric actin network activates the intracellular lipid surveillance response. Related to Figure 6. (A-G) Comparative analyses of adult *C. elegans* treated with control or *act-5* RNAi. (A,B) Absorption of TRITC-BSA, left, or FM4-64, right, into the intestinal epithelia. A, Representative confocal micrographs. Scale = 25 μ m. B, Percentage of animals with impaired

absorption. Mean $\pm$ SEM for 3 replicate experiments (100 animals per condition). **** $p < 0.0001$ by two-tailed unpaired t-tests. **(C,D)** DHS-3::GFP expression in day 2 adults. **C**, Representative confocal micrographs. Scale = 25 μ m. **D**, Relative fluorescence by flow cytometry. Mean $\pm$ SEM for 2187 (control) and 3019 (*act-5*) animals from 3 replicate experiments. **** $p < 0.0001$ by two-tailed unpaired t-test. **(E)** Relative geranylgeranyl levels measured from day 1 adult *C. elegans* cultured at 25°C. Mean $\pm$ SEM for 4 replicate experiments. ** $p = 0.0078$ by two-tailed unpaired t-test. **(F,G)** Fluorescence of the *acs-2p*::GFP transcriptional reporter. **F**, Fluorescence micrographs. Scale = 200 μ m. **G**, Relative fluorescence by flow cytometry. Mean $\pm$ SEM for 304 (control) and 363 (*act-5*) animals across 3 replicate experiments. **** $p < 0.0001$ by two-tailed unpaired t-test. **(H-O)** Comparative analyses of adult *C. elegans* treated with control or Rab11 family interacting protein, *rfip-2*, RNAi. **(H)** Representative micrographs of GFP::RAB-11.1 localization. Scale = 25 μ m. **(I,J)** PEPT-1::DsRed steady-state expression. **I**, Representative confocal micrographs. Scale = 25 μ m. **J**, Relative fluorescence by flow cytometry. Mean $\pm$ SEM for 578 (control) and 1,090 (*rfip-2*) animals from 3 replicate experiments. **** $p < 0.0001$ by two-tailed unpaired t-test. **(K)** Percentage of adult *C. elegans* with impaired TRITC-BSA, left, or FM4-64, right, absorption into the intestinal epithelia. Mean $\pm$ SEM for 3 replicate experiments (100 animals per condition). **** $p < 0.0001$ by two-tailed unpaired t-tests. **(L,M)** Fluorescence of the *acs-2p*::GFP transcriptional reporter. **L**, Fluorescence micrographs. Scale = 200 μ m. **M**, Relative fluorescence by flow cytometry. Mean $\pm$ SEM for 419 (control) and 381 (*rfip-2*) animals across 3 replicate experiments. **** $p < 0.0001$ by two-tailed unpaired t-test. **(N,O)** DHS-3::GFP expression in day 3 adults. **N**, Representative confocal micrographs. Scale = 25 μ m. **O**, Relative fluorescence by flow cytometry. Mean $\pm$ SEM for 1,600 (control) and 2,038 (*rfip-2*) animals from 3 replicate experiments. **** $p < 0.0001$ by two-tailed unpaired t-test. **(P,Q)** Percent of intestinal epithelia with nuclear-enriched NHR-49::GFP, **P**, and relative *rab-11.2p*::YFP reporter fluorescence by flow cytometry, **Q**, in adult *C. elegans* treated with control RNAi or RNAi for various muscle (*myo-1*, *myo-3*, *myo-5*) and non-muscle (*nmy-1*, *nmy-2*) myosins. Median with quartiles for 50 animals per condition across 3 replicate experiments, **P**, and mean $\pm$ SEM for, from left to right, 9,119, 5,177, 6,092, 6,159, 3,198 and 6,025 animals across 3 replicate experiments, **Q**. ** $p = 0.0013$, **** $p < 0.0001$ by one-way ANOVA with Dunnett's multiple comparisons.

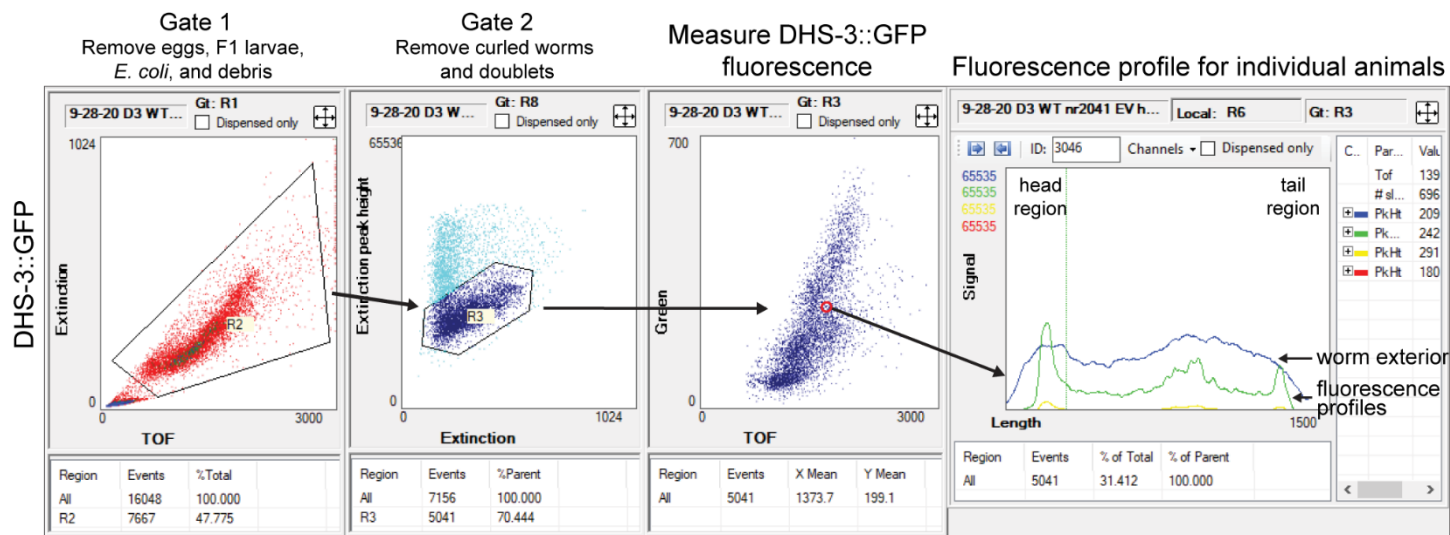

Supplemental Figure S7. Representative gating strategy for large-particle flow cytometry of *C. elegans*. Related to STAR Methods. Shown are representative gating methods to analyze DHS-3::GFP fluorescence in day 3 adult worms, left, and fluorescence profiles for individual worms, right.

Table S1. Fold change and significance of fatty acid and lipid metabolism/mobilization gene expression upon *hsf-1* RNAi and *hsf-1* overexpression (OE) relative to the respective controls. Related to Figures 1E and S1F.

Name	Identifier	<i>hsf-1</i> RNAi/control RNAi		<i>hsf-1</i> OE/wild-type control	
		Relative fold change	Significance (p-value)	Relative fold change	Significance (p-value)
<i>spp-20</i>	K04A8.8	139.00	0.0000 ****	-3.93	0.4785
<i>lipl-8</i>	Y50E8A.7	42.00	0.0003 ***	-	-
<i>fat-5</i>	W06D12.3	12.20	0.0000 ****	-1.08	0.7668
<i>acs-2</i>	F28F8.2	7.58	0.0000 ****	-1.22	0.1254
<i>T28F3.5</i>	T28F3.5	6.95	0.0000 ****	-3.76	0.3512
<i>F42G2.7</i>	F42G2.7	4.00	0.0061 **	-	-
<i>lea-1</i>	K08H10.1	3.77	0.0000 ****	1.13	0.4483
<i>lipl-3</i>	R11G11.14	3.52	0.0000 ****	1.71	0.4940
<i>Y46H3A.5</i>	Y46H3A.5	3.29	0.0002 ***	-2.84	0.1242
<i>cav-2</i>	C56A3.7	2.92	0.0000 ****	1.26	0.0031 **
<i>hacd-1</i>	R09B5.6	2.91	0.0000 ****	1.18	0.1503
<i>cgt-1</i>	T06C12.10	2.81	0.0000 ****	1.01	0.8585
<i>F25A2.1</i>	F25A2.1	2.52	0.0001 ***	1.41	0.0304 *
<i>daf-18</i>	T07A9.6	2.46	0.0000 ****	-0.62	0.3437
<i>ZK1251.3</i>	ZK1251.3	-1.68	0.0000 ****	-7.99	0.0065 **
<i>abhd-3.2</i>	C44C1.5	-1.77	0.0000 ****	-1.14	0.0947
<i>asah-1</i>	K11D2.2	-1.78	0.0000 ****	1.95	0.0007 ***
<i>nrf-6</i>	C08B11.4	-1.78	0.0000 ****	1.22	0.0023 *
<i>B0478.3</i>	B0478.3	-1.86	0.0044 **	1.49	0.0071 **
<i>F58B6.1</i>	F58B6.1	-2.00	0.0000 ****	1.37	0.0450 *
<i>F28H7.3</i>	F28H7.3	-2.04	0.0000 ****	1.26	0.0022 **
<i>ech-1.1</i>	C29F3.1	-2.07	0.0000 ****	-1.47	0.0994
<i>W03D8.8</i>	W03D8.8	-2.21	0.0000 ****	1.50	0.0117
<i>ceeh-2</i>	K07C5.5	-2.26	0.0000 ****	-1.21	0.0341 *
<i>pgp-2</i>	C34G6.4	-2.57	0.0000 ****	1.10	0.4593
<i>lbp-8</i>	T22G5.6	-3.09	0.0007 ***	1.79	0.0067 **
<i>ech-9</i>	F01G10.3	-2.82	0.0000 ****	-1.18	0.2851
<i>gba-4</i>	Y4C6B.6	-3.79	0.0000 ****	-1.03	0.1798
<i>asm-3</i>	W03G1.7	-4.07	0.0000 ****	2.12	0.0389 *
<i>acox-3</i>	F58F9.7	-4.10	0.0000 ****	-1.30	0.0274 *
<i>vit-2</i>	C42D8.2	-4.25	0.0000 ****	7.81	0.1392
<i>vit-6</i>	K07H8.6	-5.05	0.0000 ****	8.68	0.1228
<i>fat-7</i>	F10D2.9	-5.60	0.0000 ****	-2.37	0.0533
<i>vit-5</i>	C04F6.1	-8.99	0.0000 ****	18.94	0.1345
<i>vit-1</i>	K09F5.2	-9.81	0.0000 ****	4.62	0.0759
<i>vit-3</i>	F59D8.1	-10.87	0.0000 ****	-	-
<i>vit-4</i>	F59D8.2	-12.51	0.0000 ****	-	-

Table S2. Shared differentially regulated genes upon *hsf-1* RNAi and the *nhr-49(nr2041)* mutation.

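All 239 genes of Table S2 were measured well enough in the *nhr-49(nr2041)* and wild-type libraries to be tested. In the mutants 116 of them rose, 40 fell and 83 did not pass limma adjusted over all genes, and the fold change of all 156 that passed was beyond the study's threshold. Adjusted over the list alone, 227 passed, and 212 had no overlap between the 3 mutant and 3 wild-type libraries, where chance gives 10% of genes and 21.4% of all genes tested had none. The study chose this list in part on these samples, so these counts are not independent evidence of a change. Among the rises were *ugt-10*, a UDP-glucuronosyltransferase gene (0.593 ± 0.311 to 18.1 ± 2.14 RPKM, SD, n = 3 per genotype), *pgp-1*, a P-glycoprotein transporter gene (12.4 ± 0.581 to 30.3 ± 1.73 RPKM), and *mtl-2*, a metallothionein gene (22.2 ± 0.673 to 48.8 ± 6.20 RPKM). Among the falls were the glutathione S-transferase *gst-4* (50.2 ± 9.03 to 5.11 ± 1.57 RPKM), the alcohol dehydrogenase *sodh-1* (38.8 ± 15.1 to 1.12 ± 0.147 RPKM) and *mxl-3*, which encodes a transcription factor that represses lipase genes in fed animals (50.5 ± 3.69 RPKM in the mutants). On the log2 scale these changes were 3.60, 1.23 and 1.10 for the rises and -3.09, -4.17 and -1.42 for the falls (highest adjusted p = 0.0016 from limma, for *mtl-2*). Of the 577 genes that changed here, 421 are not on Table S2, which holds only genes also changed by *hsf-1* RNAi in data not analysed here. Table S2 shares 13 genes with the lipid genes of Table S1.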

Related to Figure 1F.

Shared genes (239 total)					
<i>aagr-1</i>	<i>clec-218</i>	<i>elo-5</i>	<i>fat-5</i>	<i>nhr-6</i>	<i>T24C4.4</i>
<i>acbp-1</i>	<i>clec-229</i>	<i>elo-9</i>	<i>fat-7</i>	<i>nlp-26</i>	<i>T24E12.5</i>
<i>acdh-9</i>	<i>clec-230</i>	<i>F08G2.5</i>	<i>fbxa-24</i>	<i>nlp-29</i>	<i>T26H5.9</i>
<i>acs-2</i>	<i>clec-242</i>	<i>F08G5.6</i>	<i>fbxa-91</i>	<i>nspc-3</i>	<i>T28A11.19</i>
<i>arf-1.1</i>	<i>clec-4</i>	<i>F09C8.1</i>	<i>folt-2</i>	<i>nspd-2</i>	<i>T28A11.2</i>
<i>asah-1</i>	<i>clec-65</i>	<i>F15A4.6</i>	<i>grl-16</i>	<i>nspd-3</i>	<i>T28A11.6</i>
<i>asm-2</i>	<i>clec-66</i>	<i>F15B9.6</i>	<i>gst-4</i>	<i>oac-10</i>	<i>tdc-1</i>
<i>asm-3</i>	<i>clec-71</i>	<i>F17B5.8</i>	<i>gst-5</i>	<i>oac-30</i>	<i>tsp-1</i>
<i>asp-10</i>	<i>clec-72</i>	<i>F19C7.4</i>	<i>gst-6</i>	<i>oac-31</i>	<i>tsp-2</i>
<i>asp-12</i>	<i>clec-76</i>	<i>F20G2.5</i>	<i>H20E11.3</i>	<i>oac-56</i>	<i>ttr-51</i>
<i>asp-6</i>	<i>clec-8</i>	<i>F22E5.1</i>	<i>H43E16.1</i>	<i>papl-1</i>	<i>tts-1</i>
<i>B0205.13</i>	<i>col-120</i>	<i>F23A7.4</i>	<i>hacd-1</i>	<i>pcp-2</i>	<i>ugt-10</i>
<i>B0272.4</i>	<i>col-152</i>	<i>F25E5.8</i>	<i>hmit-1.2</i>	<i>pgp-1</i>	<i>ugt-16</i>
<i>B0348.2</i>	<i>col-176</i>	<i>F27E5.1</i>	<i>hrg-3</i>	<i>pmp-5</i>	<i>ugt-23</i>
<i>BE0003N10.6</i>	<i>col-60</i>	<i>F33H12.7</i>	<i>ilys-5</i>	<i>pqn-91</i>	<i>ugt-33</i>
<i>C08E3.13</i>	<i>col-71</i>	<i>F35F10.1</i>	<i>ins-35</i>	<i>prx-3</i>	<i>ugt-41</i>
<i>C08E8.4</i>	<i>col-79</i>	<i>F37C12.10</i>	<i>irg-1</i>	<i>pud-1.2</i>	<i>valv-1</i>
<i>C08F11.13</i>	<i>cpt-4</i>	<i>F41C3.2</i>	<i>irg-3</i>	<i>pud-2.1</i>	<i>vit-1</i>
<i>C09B8.4</i>	<i>cpt-5</i>	<i>F41G3.10</i>	<i>K01D12.8</i>	<i>pud-2.2</i>	<i>vit-2</i>
<i>C23G10.6</i>	<i>ctsa-1</i>	<i>F42A10.6</i>	<i>K03H6.2</i>	<i>pud-3</i>	<i>wrt-4</i>
<i>C23H5.8</i>	<i>cyp-13A5</i>	<i>F43C11.7</i>	<i>K07E1.1</i>	<i>pud-4</i>	<i>Y105C5A.13</i>
<i>C25F9.11</i>	<i>cyp-25A1</i>	<i>F44G3.10</i>	<i>K09C6.9</i>	<i>R07B1.13</i>	<i>Y105C5B.15</i>
<i>C32H11.1</i>	<i>cyp-25A2</i>	<i>F45D11.14</i>	<i>K09H11.1</i>	<i>R08E5.3</i>	<i>Y22D7AL.15</i>
<i>C34B4.2</i>	<i>cyp-33C8</i>	<i>F49C12.7</i>	<i>K11H12.11</i>	<i>R102.4</i>	<i>Y37H2A.14</i>
<i>C34H4.2</i>	<i>cyp-35B1</i>	<i>F49D11.6</i>	<i>klo-2</i>	<i>R12E2.14</i>	<i>Y41C4A.11</i>
<i>C36C5.12</i>	<i>cysl-2</i>	<i>F53B2.8</i>	<i>lact-4</i>	<i>R12E2.15</i>	<i>Y47H10A.5</i>
<i>C36C5.5</i>	<i>D2045.8</i>	<i>F54B11.11</i>	<i>lbp-7</i>	<i>R12E2.7</i>	<i>Y47H9C.1</i>
<i>C39B5.14</i>	<i>decr-1.1</i>	<i>F54B8.4</i>	<i>lips-6</i>	<i>scrm-4</i>	<i>Y48A6B.7</i>
<i>C39B5.5</i>	<i>dgat-2</i>	<i>F54D10.8</i>	<i>lys-2</i>	<i>sodh-1</i>	<i>Y51F10.7</i>
<i>C42D4.1</i>	<i>dhs-14</i>	<i>F54D5.4</i>	<i>lys-3</i>	<i>spp-3</i>	<i>Y51H4A.5</i>
<i>C42D8.1</i>	<i>dhs-18</i>	<i>F55B11.2</i>	<i>M60.4</i>	<i>spp-8</i>	<i>Y54G2A.10</i>
<i>C50F7.5</i>	<i>dhs-25</i>	<i>F55C10.4</i>	<i>maoc-1</i>	<i>srr-4</i>	<i>Y73F4A.1</i>
<i>CC8.2</i>	<i>dod-17</i>	<i>F55G11.6</i>	<i>math-14</i>	<i>T01D1.4</i>	<i>Y75B8A.4</i>
<i>ceeh-2</i>	<i>dod-24</i>	<i>F55G11.8</i>	<i>math-45</i>	<i>T10E9.3</i>	<i>ZC376.3</i>
<i>clc-1</i>	<i>dod-6</i>	<i>F58A6.1</i>	<i>mboa-3</i>	<i>T16G1.6</i>	<i>zip-10</i>
<i>clec-118</i>	<i>dpm-3</i>	<i>F58B4.5</i>	<i>mltn-1</i>	<i>T19D12.4</i>	<i>ZK381.8</i>
<i>clec-17</i>	<i>drd-10</i>	<i>F58B6.1</i>	<i>msra-1</i>	<i>T20D4.3</i>	<i>ZK512.7</i>
<i>clec-174</i>	<i>E02C12.8</i>	<i>F58F9.7</i>	<i>mtl-2</i>	<i>T20D4.4</i>	<i>ZK596.1</i>
<i>clec-186</i>	<i>ech-1.1</i>	<i>F59B1.10</i>	<i>mxl-3</i>	<i>T20D4.5</i>	<i>ZK84.1</i>
<i>clec-209</i>	<i>ech-9</i>	<i>F59C6.18</i>	<i>nhr-155</i>	<i>T24B8.5</i>	

Table S3. Statistics associated with lifespan assays. Related to Figures 2, S2, and 4.

Figure	Treatment group	Median lifespan<br>± SD	Observed/<br>total	% change/<br>control	<i>n</i>	Log-rank<br><i>p</i> -value	Compared to
S2C	N2, control RNAi	16.7 (±2.1)	297/389	0	3	-	-
S2C	N2, <i>nhr-49</i> RNAi	11.7 (±1.2)	304/359	-30	3	< 0.0001	N2, control RNAi
S2C	N2, <i>hsf-1</i> RNAi	11.7 (±1.2)	297/356	-30	3	< 0.0001	N2, control RNAi
S2C	N2, <i>nhr-49</i> + <i>hsf-1</i> RNAi	11 (±0.0)	334/370	-34	3	< 0.0001	N2, <i>hsf-1</i> RNAi
2G	N2, control RNAi	16 (±1.0)	315/366	0	3	-	-
2G	N2, <i>nhr-49</i> RNAi	11 (±0.0)	294/331	-31.3	3	< 0.0001	N2, control RNAi
2G	AGD710 (<i>hsf-1</i> OE), control RNAi	21.3 (±1.5)	304/363	33.3	3	< 0.0001	N2, control RNAi
2G	AGD710 (<i>hsf-1</i> OE), <i>nhr-49</i> RNAi	11 (±0.0)	327/363	-31.3	3	< 0.0001	AGD710 (<i>hsf-1</i> OE), control RNAi
4H	N2, control RNAi	18.5 (±0.7)	261/329	0	2	-	-
4H	N2, <i>hsf-1</i> RNAi	12.5 (±0.7)	300/346	-32.4	2	< 0.0001	N2, control RNAi
4H	<i>rab-11.2</i> (<i>syb2999</i>), control RNAi	18.5 (±0.7)	236/287	0	2	0.6760	N2, control RNAi
4H	<i>rab-11.2</i> (<i>syb2999</i>), <i>hsf-1</i> RNAi	11.5 (±2.1)	322/349	-37.8	2	< 0.0001	N2, <i>hsf-1</i> RNAi

Table S4. ACT-5::GFP interacting proteins with the highest destabilization index values (top 10%). Related to Figure 5D. Represented are the proteins with the largest shift from the soluble fraction in control conditions to the insoluble fraction in *hsf-1* RNAi conditions.

Interacting protein					
ARGK-1	PPM-1	C01G6.3	F54E2.1	ZK1055.7	SEC-23
C18H9.3	RAE-1	C44B7.5	M106.3	HACH-1	SKR-3
T03F6.3	F12F6.7	F59C6.5	Y42H9AR.1	MAOC-1	C33A12.1
DPYD-1	RAL-1	T23G11.7	Y47G6A.18	ZK1320.9	ALH-13
KGB-1	RHO-1	Y38F2AR.12	Y54H5A.2	GCST-1	ABCF-3
C44B7.5	TSR-1	F19B6.1	ZK1307.1	EIF-3.E	FARS-1
ALH-6	TBB-6	EDFY-2	VPS-29	PAR-3	B0395.3
AMPD-1	UFD-3	TPS-1	NAS-20	RUVB-1	CPT-2
F41C3.5	UEV-1	DAF-41	PFKB-1.2	ZK180.4	C29F7.2
K02D7.1	C45G9.5	DNJ-16	ANAT-1	ACDH-11	CDC-37
YARS-1	F22B8.7	MEK-2	T26C12.1	SAMS-1	C29F7.3
F46G10.1	ATIC-1	FNTB-1	C10C5.3	MEN-1	SUCL-2
ACDH-1	ACDH-9	ACS-5	MCA-3	C28G1.5	RPN-8
DPF-4	AMPH-1	FARD-1	C52A10.1	RAB-7	DNJ-13
MVK-1	ARL-8	FCP-1	CDC-42	EDHG-1	PAA-1
RUVB-2	CPZ-1	GST-26	CLEC-85	SDS-22	ACS-13
SEC-24.1	DHRS-4	GST-38	CYN-15	ADS-1	RBP-5
GST-7	ERP-44.1	CDL-1	CHE-10	GLRX-3	F35G12.12
PRMT-1	ECH-5	HMG-12	SAO-1	Y71H2AM.13	PAR-1
C02D5.4	ACS-11	BRE-1	ZK177.8	ZK829.7	TAG-165
C08E8.4	GST-13	RAB-18	SAO-1	IDE-2	MMCM-1
ABCE-1	K02F3.2	GGTB-1	DCS-1	K07C5.2	F53F1.2
ALH-7	SRP-6	Y45G12B.3	UBC-7	Y71G12B.10	UNC-108
CHD-3	TSG-101	MAP-1	SYX-4	SKR-1	TACO-1
EBP-1	Y232F6A.5	MMAA-1	RME-1	EIF-3.K	CPY-35c1
PRX-14	Y47G6A.21	MAPD-1.3	C02C2.6	Y94H6A.10	NUO-1
T08H10.1	Y71H10B.1	HPO-19	UBXN-3	ASB-2	ARP-1
PFK-1.1	PUD-3	ULA-1	UGGT-3	TFG-1	RPN-9
ELB-1	K10C2.1	NPP-1	F21D5.5	CSN-5	GSPD-1
ECH-7	DHS-14	GST-6	C31E10.6	EMB-8	C30G12.2
TBH-1	DPM-1	PAS-3	F31D4.9	B0205.6	EIF-3.L
SDHB-1	ELC-1	PCM-1	W03F8.4	ASNA-1	F26H9.5
Y25C1A.13	Y48A6B.9	F42H10.6	W04B5.5	T20B12.7	UFL-1
APA-2	EIF-1	R151.8A	Y37E3.11	Y56A31.7	C42C1.11
ALH-4	FIPR-21	REP-1	Y43F8C.13	RIL-1	ZC434.8
C06A6.4	UNC-57	RME-1	Y54G11A.7	SDHA-2	AOS-1
NEX-2	R102.4	SPL-1	C27H6.8	STL-1	NUO-4
BICD-1	MTHF-1	UBXN-1	VACL-14	DHS-9	CTL-1
OSTB-1	LIPL-5	C47B2.2	GLDC-1	B0250.5	PPH-5
W09H1.5	CYN-13	D1054.8	TBA-4	GMPS-1	RAB-5
IFE-1	ZK673.2	F10A3.17	NUBP-1	UBA-2	GDI-1
ACS-1	SNX-6	F38A5.2	CTPS-1	IFA-2	CIF-1
UNC-18	OTUB-1	F39B2.3	Y18D10A.11	C05C10.3	
TAX-6	C05D11.1	F41G3.6	GCS-1	AIN-2	

Table S5. Worm strains associated with figures. Related to STAR Methods.

Strain	Description	Figures	Supplemental figures
N2	wild-type	1A, 1B, 1F, 2A, 2B, 2D, 2E, 2G, 2H, 3C, 4C, 4D, 4G, 4H	S1A, S1B, S1C, S1F, S1H, S2C, S3A, S4A, S4B, S4C, S4D, S4G, S4H, S4I
AGD710	<i>hsf-1</i> OE (all tissues)	1B, 2D, 2E, 2G, 2H	S1C
LIU1	DHS-3::GFP	1C, 1D, 2C, 2F, 4E, 4F	S2A, S2B, S6C, S6D, S6N, S6O
PMD157	DHS-3::GFP; <i>hsf-1</i> OE	1C, 1D, 2F	S2B
PMD121	wild-type	1F	S1H
PMD122	<i>nhr-49(nr2041)</i>	1F	S1H
WBM170	<i>acs-2p::GFP</i>	1H, 1I	S1K, S1L, S6F, S6G, S6L, S6M
PMD168	<i>acs-2p::GFP;hsf-1</i> OE	1H, 1I	
STE68	<i>nhr-49(nr2041)</i>	2A, 2B	S2C
PMD142	DHS-3::GFP; <i>nhr-49(nr2041)</i>	2C	S2A
PMD150	NHR-49::GFP	3A, 3B, 6B, 6F	S6P
PMD124	<i>rab-11.2p::YFP</i>	3D, 3E, 6C, 6D, 6G, 6H, 6I	S6Q
PMD118	<i>rab-11.2p::YFP;nhr-49(nr2041)</i>	3D, 3E, 6C, 6D, 6G, 6H	
RT327	GFP::RAB-5	3F, 6A	
RT476	GFP::RAB-7	3F, 6A	
RT525	GFP::RAB-10	3F, 6A	
RT311	GFP::RAB-11.1	3F, 6A	S3B, S6H
PMD90	GFP::RAB-11.1 (sterile at 25°C)	3G, 5E	S3C
CF512	sterile at 25°C	3H	S6A, S6B, S6E, S6K
MZE1	PEPT-1::DsRed	4A, 4B	S6I, S6J
PMD169	PEPT-1::DsRed; <i>rab-11.2(syb2999)</i>	4A, 4B	
PHX2999	<i>rab-11.2(syb2999)</i>	4C, 4D, 4G, 4H	S4H, S4I
PMD170	DHS-3::GFP; <i>rab-11.2(syb2999)</i>	4E, 4F	
PMD17	ACT-5::mCherry	5A	
PMD19	ACT-5::GFP	5B, 5C	S5A, S5B, S5C
PMD91	GFP::RAB-10 (sterile at 25°C)	5E	
CL2070	<i>hsp-16.2p::GFP</i>		S1I,J
OG472	PGP-3::mCherry		S4E, S4F

How the deposited data were processed for this re-analysis (not part of the article)

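Whole-animal mRNA from wild-type (PMD121) and *nhr-49(nr2041)* (PMD122) late L4 animals on control RNAi was sequenced in 6 libraries, 3 per genotype. The deposited file holds RPKM for each gene and library and the mean RPKM of each genotype. The submitters' processing notes name genome build WBcel235. The read mapper, its settings and the version of the gene annotation are not given in the sources used here. The group means in the file equal the means of the 3 libraries within a relative difference of 3.2e-14. The authors compared genotypes in CLC Genomics Workbench 9.5 with Baggerly's test and FDR correction and ran GO terms in DAVID 6.8.

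RPKM divides reads by gene length and by library total, so the test planned for counts was replaced by the test planned for normalized values: limma 3.58.1 (lmFit, then eBayes with trend and robust, statmod 1.5.0) in R 4.3.3 on log2(RPKM + 1), for genes with at least 1 RPKM in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment and genotype as the only term. A gene counts as changed at an adjusted p under 0.05, and a second count adds the study's absolute log2 fold change above 0.5. The study's p under 0.05 is read as adjusted, since it names FDR correction, and the unadjusted reading is an alternative. Fold changes are on the log2(RPKM + 1) scale. Gene lists were tested with camera at a preset correlation of 0.01 and again with the correlation estimated from the data, with adjustment over 41 lists, and lists among Table S2 genes with Fisher's exact test, one-sided. GO annotation was not used here. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

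Whole reads were recovered from the RPKM for 100.0% of the 19579 genes above 0. The recovered reads came to between 97.01% and 99.66% of the implied library totals. Gene lengths recovered in this way equalled the exon length in Ensembl release 115 for 5.1% of matched genes, so that release was used only for coordinates and current names; 92.2% of genes above 0 matched it. Where 2 rows of the file claimed 1 gene, a name having moved to another gene, neither was given coordinates. Genes of Table S1 were taken by the identifier in that table where the file has a row under it. Spearman correlations over genes, which are not independent replicates, were 0.965 to 0.992 between wild-type libraries, 0.954 to 0.988 between mutant libraries and 0.915 to 0.964 between genotypes. No pair of replicates differed by as little as sampling noise. Intervals on read counts cover counting error only. With 3 libraries against 3, an exact permutation test of a single value cannot give p below 0.10.

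The steps were tested on simulated data drawn from the real libraries' means and totals for the 13965 genes tested. limma called 18 of 13745 unchanged genes. Only 220 genes were simulated as changed, so these 18 were a larger share of its calls than the 0.05 that the adjusted p aims at. Camera found a planted list of 20 genes and 0 of 200 random lists at p under 0.05. The simulated genes were drawn independently of each other, so this does not test camera where the genes of a list vary together. In the real data, splits of the 6 libraries that mixed the genotypes gave 9 to 17 lists past camera. Alternatives set before the data were examined were quantile normalization, no filter, at least 5 RPKM in at least 3 libraries, pseudocounts of 0.1 and 0.5, replicate number as a block, each library left out in turn, an estimated camera correlation, an unadjusted p, a window of 5 Mb in place of 2 Mb around *nhr-49* and another enrichment background. Alternatives chosen after seeing the data were library medians set equal, an adult cuticle score as a covariate, leaving out wild-type replicate 2 and mutant replicate 1 together, limma voom on the recovered reads, the window of 5 Mb without the chromosome I run of higher genes, and Baggerly's test written from its description.

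Genes named in the text follow a rule fixed with the lists: those the paper names and those of Table S1, the 10 largest rises and the 10 largest falls among changed genes whose libraries do not overlap and whose higher group has a mean of at least 1 RPKM, and up to 4 members per list with the smallest adjusted p. Values in the paper's tables had been seen when the rule was written. Other named genes are marked as chosen after their values were seen. The *hsf-1* RNAi, *hsf-1* overexpression and ChIP-seq data that the paper took from earlier studies were not analysed here.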

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

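All tests of explanations in this part were chosen after the result was seen. The 10 splits of the 6 libraries into 3 and 3 are too few for a share under 0.05: the real split, 1 of the 10, gave 577 changed genes, 575 at the study's thresholds and 18 lists past camera, and the highest of the others gave 0, 0 and 17.

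Genes mostly absent from the paper's tables went from near 0 in wild-type animals to clear expression in *nhr-49(nr2041)* mutants. There were 76 genes below 0.1 RPKM in every wild-type library and at least 1 RPKM in every mutant library, 44 of them with no wild-type read, and 3 genes the other way round (*cpt-5*, *cyp-25A1* and *fat-7*). *col-176*, a collagen gene on Table S2, had 0 wild-type reads and was at least 6801-fold higher in the mutants, with the floor set at 3 reads over the group, and T15D6.8 and ZK218.5 were at least 2807-fold and 2750-fold higher. Of the 76 genes, 2 are on Table S2 and 54 lie in runs of neighbouring higher genes. The longest run, on chromosome I from 12236018 to 12431500, holds 45 tested genes, of which 43 were higher. The *oac* genes, a family of predicted acyltransferases, were higher in 19 of 34 tested members, 9 of them in that run (one-sided Fisher's exact test over 108 families, adjusted p = 3.42e-18). Others of the 19 lie in a run on chromosome II. The test takes genes as independent, which neighbours may not be. Neighbouring pairs that were both higher numbered 133, against at most 36 in 10000 permutations of the genes' positions (p = 0.0001, the smallest they can give).

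A difference in stage stays undecided. With an adult cuticle score as a covariate 76 of 76 stayed past the test. Their median log2 fold change, on the log2(RPKM + 1) scale and so dependent on the pseudocount, went from 2.63 to 2.64. But the genes were picked for a full split between the genotypes, which the score does not have. It was 7.33, 5.71 and 7.14 in wild-type animals and 6.40, 6.39 and 6.47 in the mutants, so it could not have taken up that split. A single deletion across the chromosome I run in the wild-type strain is argued against by 8 genes inside it with at least 10 reads in every wild-type library. An effect in cis of a variant linked to *nhr-49* is excluded for the 59.2% of the 71 mapped genes that lie on other chromosomes. It stays open for the chromosome I run, which lies 2.36 Mb from *nhr-49* and so may have come from the same parent in the cross. Loss of NHR-49 and other variants fixed in the F2 lines are untested explanations that cannot be told apart with 1 strain per genotype. This holds for the chromosome I run and for the genes and runs on other chromosomes alike.

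More genes were higher than lower (80.2% of 577). A lack of scaling between libraries is argued against as the whole cause, since 72.8% were higher once library medians were set equal (391 of 537). A floor that lets low genes only rise is argued against as the whole cause: among changed genes with a mean of at least 5 RPKM in each genotype, a bar that treats rises and falls alike, 171 were higher and 69 lower (71.2%, 95% binomial confidence interval 65.1% to 76.9% with genes taken as independent), and at 1 RPKM in each 75.4% (285 and 93). A bar on wild-type expression alone (63.6% higher) decides nothing, since a gene's own change moves it across that bar. The floor stays open as part of the cause. A biological explanation by genotype was not tested beyond the comparison itself.

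Yolk protein genes were lower as a list (median log2 fold change -0.35, or -0.45 relative to all genes, camera adjusted p = 0.037, with adjusted p = 0.811 with an estimated correlation and 0.248 after quantile normalization), with 0 of 6 past limma, 0 at an unadjusted p under 0.05 and 0 with voom. Leaving out 1 library gave 0 to 3 genes past limma, 3 without wild-type replicate 2, medians from -1.18 to -0.09 relative to all genes, and camera past the threshold in 3 of 6 settings. A difference in stage is in line with this: the yolk score spans 2.22 on the log2 scale among wild-type libraries (7.18, 4.96 and 7.10, against 5.42, 6.24 and 6.19 in the mutants), more than the difference of -0.46 between genotypes. A lower yolk expression from the mutation stays open: with the adult cuticle score as a covariate the median was 0.07, and the spread among wild-type libraries leaves it undecided. Without wild-type replicate 2 and mutant replicate 1 the median was -0.84 (camera adjusted p = 7.12e-12), with 6 of 6 past limma, but adult cuticle collagens, a stage marker, were lower there too (median -1.17, camera adjusted p = 4.15e-06).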

How the results depend on the processing

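*nhr-49* is counted apart, below. None of the other 71 named genes past the test changed direction under an alternative, while 27 of 120 not past it did under at least 1. Of 2275 single-gene results under alternatives set before the data were examined, 2200 stayed on their side of the threshold, 60 lost it and 15 gained it, and of 764 under alternatives chosen after seeing the data, 722, 8 and 34. Of the 71, 57 kept the call in every alternative of the first kind that tested them. Libraries were left out with the set of tested genes held. Changed genes then ranged from 382 (without wild-type replicate 3) to 635 (without wild-type replicate 2), in total and at the study's thresholds alike, higher genes from 319 to 506, lower genes from 63 (without wild-type replicate 3 or mutant replicate 2) to 138, Table S2 genes past the test from 108 (without mutant replicate 2) to 166, Table S1 genes from 9 to 13, and camera lists from 15 to 19. Quantile normalization left 554 changed genes, 510 of them shared, and 10 lists past camera in place of 18. An estimated correlation left 1 list, and an unadjusted p gave 1279 genes at the study's fold threshold.

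Replicate number as a block gave 396 changed genes, 64 of them lower, and *nhr-49* at -0.65 with adjusted p = 0.096 (limma; call lost under 5 of 12 alternatives set before the data were examined, direction kept; leave-one-out -0.69 to -0.57, adjusted p 0.0055 to 0.096 over the alternatives set before the data were examined and 0.0041 without the 2 libraries named below). The numbers do not pair the samples: correlations of same-numbered deviations were -0.33, -0.159 and 0.342, and 1 of 6 libraries correlated best with its own number. The odds ratio of changed genes within 2 Mb of *nhr-49* (0.57, p = 0.026, Fisher's exact test) was 0.63 (p = 0.065) after quantile normalization, 0.62 (p = 0.053) with a pseudocount of 0.1, 0.44 to 0.61 leaving out libraries (p = 0.076 without mutant replicate 3), 0.65 (p = 0.095) with medians set equal and 1.02 (p = 0.893) in 5 Mb. That window takes in the chromosome I run, with 43 of its 66 changed genes; without the run, chosen after seeing the data, it was 0.36, but the run was picked by its higher genes while runs elsewhere stayed in, so this value is no test.

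Leaving out wild-type replicate 2 and mutant replicate 1 together, chosen after seeing the data, gave 1300 changed genes, 950 higher and 350 lower (568 shared), 1069 at the study's thresholds, 18 Table S1 genes and 1 heat shock gene. Baggerly's test, added in the same way and not checked against the authors' software, called 1 gene, *spp-10*, 1 at the study's thresholds, and 0 of Table S2; on simulated data it called 1 of 220 changed genes after adjustment and 181 before. Causes of these shifts were not tested. DESeq2, edgeR with upper-quartile factors and the stricter read filter were set for a file of counts and were not run on the recovered reads, limma on log2(RPKM + 1) was the fit itself, and the authors' calls were not analysed here. Depth limits genes with few reads, and a log2 change of 0.5 was found for 5 of 50 simulated genes.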

Differences from the paper's values

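The paper lists 239 shared genes in Table S2, given as changed at its thresholds in the *nhr-49(nr2041)* mutants by its own test. At those thresholds, with the p read as adjusted, limma gave 156 of them. Of the alternatives set before the data were examined, an unadjusted p (225), leaving out wild-type replicate 2 (166) and leaving out mutant replicate 1 (160) come within 1.5 times of the paper's number. Quantile normalization (158), no filter (140), at least 5 RPKM (139), pseudocounts of 0.1 (154) and 0.5 (155), the replicate block (111) and leaving out each other library (110, 110, 108 and 127) do not. Leaving out wild-type replicate 2 and mutant replicate 1 together, chosen after seeing the values, gave 214 and drops 25 of the paper's genes. Baggerly's test written from its description, also chosen after seeing the values, gave 0 with adjustment, and 140 at an unadjusted p and the same fold threshold. The smallest absolute log2 ratio of mean RPKM among the 239 genes was 0.501, beyond the paper's fold threshold.

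The number of genes changed in the mutants was about 710 in Fig. 1F, read by eye. At the fold threshold of the study it was 575 here with the p read as adjusted and 1279 with an unadjusted p. From the list sizes in Fig. 1F, read by eye, lists drawn independently share 147 of the 13965 genes tested here and 44.1 of all 46739 genes in the file, beside the paper's 239 (hypergeometric p = 1.47e-16 and 5.57e-110).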

Other observations

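The test over gene families was chosen after the result was seen. Some detoxification genes, of which the paper lists a few in Table S2 without discussing them, changed in the mutants. Of 53 tested cytochrome P450 genes, 11 rose and 4 fell by limma (17 and 6 adjusted over the list alone; one-sided Fisher's exact test for rises, adjusted p = 3.68e-05). *cyp-13A4* rose from 0.624 ± 0.164 to 13.4 ± 3.14 RPKM (SD, n = 3) and *cyp-25A3* fell from 6.84 ± 1.34 to 0.663 ± 0.143 RPKM. Of 55 UDP-glucuronosyltransferases 5 rose and 0 fell (9 and 5 adjusted over the list alone; 3 to 6 and 0 to 3 leaving out 1 library), with 21 past an unadjusted p under 0.05 and 7 past voom, and the 54 genes of the *ugt* family did not pass the same test (adjusted p = 0.497). Neither list passed camera as a whole (adjusted p = 0.096 and 0.902). Nuclear hormone receptor genes were higher in 16 of 191 tested members and lower in 2 (one-sided Fisher's exact test for rises, adjusted p = 0.017). But 5 of the 16 are neighbours in the chromosome I run, and others lie in runs on chromosomes II, IV and V. Some of the cytochrome P450 rises lie in runs on chromosome V as well. The test takes genes as independent for every family. The largest rises that followed the fixed rule included *tag-38*, from 2.44 ± 0.377 to 187 ± 15.1 RPKM, and the largest falls D1014.6, from 31.1 ± 5.12 to 0.149 ± 0.0473 RPKM.

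Genes that the paper names in its later experiments or its discussion mostly did not pass the test in L4 mutants on control RNAi. *hsf-1* had a log2 fold change of 0.08 (adjusted p = 0.849 from limma), *nhr-66* one of 0.61 (0.153), *nhr-80* 0.37 (0.187), *rab-11.1* 0.11 (0.675), *pept-1* 0.25 (0.382), *act-5* 0.00 (0.998), *cav-2* 0.20 (0.702), *pgp-5* 0.07 (0.912) and *hmit-1.1* -0.68 (0.492). *pgp-1* did pass, with a log2 fold change of 1.23 (limma adjusted p = 4.74e-04), and kept the call in every alternative run with limma. *pgp-8* was below the filter, as was *rab-11.2*, at 0.112 ± 0.102 RPKM in wild-type animals and 0.416 ± 0.190 RPKM in the mutants. Of 19 Rab GTPase genes, 0 passed limma, 1 had an unadjusted p under 0.05 and 0 passed voom. *hmit-1.2* had a log2 fold change of -0.90 (limma adjusted p = 0.024), and the adjusted p was between 0.054 and 0.103 under the 6 alternatives that lost the call, which were the replicate block and leaving out any library but mutant replicate 1.

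The lipid genes of Table S1, which were chosen on *hsf-1* RNAi data from other animals, were changed in 12 of 32 tested cases (37.5%). Of the 13933 other tested genes 565 changed (4.06%, odds ratio 14.2, two-sided Fisher's exact test, p = 2.34e-09), and 12 of the list passed adjusted over the list alone. Those other genes are of all kinds. Lipid lists not chosen on *hsf-1* RNAi, which share some genes with Table S1, also changed often at the study's thresholds. They did in 7 of 29 peroxisomal, 7 of 34 mitochondrial, 6 of 24 lipase, 6 of 27 sphingolipid and 4 of 22 synthesis genes, though in 1 of 15 fatty acid binding genes. The odds ratio therefore does not separate a link to *hsf-1* RNAi from a change of lipid genes at large. Of the 12, 5 rose and 7 fell, and 7 went in the direction the paper gives for *hsf-1* RNAi and 5 against it (exact binomial test, p = 0.774). *fat-7*, *fat-5*, *acs-2*, *ech-1.1* and the acyl-CoA oxidase gene F58F9.7 (30.9 ± 4.43 to 9.54 ± 1.27 RPKM; *acox-3* in Table S1, a name that another row of the file also bears) were among the falls, and F58B6.1 (3.73 ± 0.687 to 21.3 ± 3.66 RPKM) and *ech-9* among the rises.

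Within 2 Mb of *nhr-49*, 16 of 662 tested genes changed (2.42%), against 529 of 12713 elsewhere (4.16%). Within 5 Mb the shares were 4.14% and 4.07%. By chromosome the share ran from 1.09% on III to 7.58% on V.

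Of the other tissue, stage and housekeeping lists, camera put collagens (2 of 133 past limma, *col-176* and *col-135*, both higher, though *col-135* had adjusted p = 0.060 after quantile normalization; adjusted p = 1.58e-05 for the set), histones (4.80e-05), ribosomal proteins (0.0057) and germline genes (0.0077) lower as sets relative to all genes, with adjusted p = 0.764, 0.487, 0.848 and 0.811 with an estimated correlation. After quantile normalization the collagen, ribosomal and germline sets no longer passed (adjusted p = 0.077, 0.845 and 0.093), and the ribosomal set changed direction. Leaving out 1 library at a time, collagens past limma and lower numbered 0 to 24, and the median relative to all genes ran from -0.31 to -0.13 for the collagens, -0.28 to -0.11 for the histones, -0.17 to -0.04 for the ribosomal proteins and -0.56 to 0.01 for the germline genes. The last value was without mutant replicate 1, which had the lowest germline score (3.98 on the log2 scale, against 4.62 and 5.00 in the other mutant libraries and 4.95, 4.33 and 4.88 in wild-type animals). The germline set did not pass camera without that library (adjusted p = 0.735). It did pass without that library and wild-type replicate 2, a setting chosen after seeing the data (adjusted p = 0.015, median log2 fold change -0.15). The germline result thus depends on which libraries are kept. With 1 library left out, camera passed in 5, 5, 5 and 4 of the 6 settings. Without wild-type replicate 2 and mutant replicate 1, chosen after seeing the data, 55 collagens were lower and 11 higher, and camera no longer passed for the histones (adjusted p = 0.070) and ribosomal proteins (0.746). Neuronal markers were higher as a set (17 of 17 with a positive fold change and 0 past limma, adjusted p = 0.041; 0.850 with an estimated correlation, 0.033 after quantile normalization and 0.073 with medians set equal). Their median relative to all genes was 0.20, and from 0.07 without mutant replicate 1 (camera adjusted p = 0.288) to 0.34 without wild-type replicate 2, and camera passed in 3 of 6 settings with 1 library left out. The neuronal score of mutant replicate 1 (5.23) was above that of every wild-type library (4.53, 4.78 and 4.57), and the scores of the other mutant libraries (4.78 and 4.74) were not. Without mutant replicate 1 and wild-type replicate 2 together, the neuronal set passed camera (adjusted p = 0.0060). The glyoxylate, gluconeogenesis and glycolysis list (0 of 25 higher and 1 lower by limma, adjusted p = 0.0033), pharyngeal markers (0.039) and genes of the mitochondrial genome (0.044) were lower as sets, with adjusted p = 0.764, 0.484 and 0.848 with an estimated correlation and 0.062, 0.127 and 0.449 after quantile normalization; without wild-type replicate 2 and mutant replicate 1 it was 0.218, 0.530 and 9.18e-07. With 1 library left out their medians relative to all genes ran from -0.17 to -0.07, -0.35 to 0.04 and -0.42 to -0.05, and camera passed in 5, 3 and 3 of 6 settings. Pharyngeal markers were lower in 2 of 10, *phat-3* and *phat-4* (97.1 ± 3.44 to 30.9 ± 10.3 RPKM for *phat-4*, SD, n = 3).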
